# MeCP2 mediates transgenerational transmission of chronic pain

**DOI:** 10.1016/j.pneurobio.2020.101790

**Published:** 2020-03-18

**Authors:** Wenjuan Tao, Changmao Chen, Yuping Wang, Wenjie Zhou, Yan Jin, Yu Mao, Haitao Wang, Likui Wang, Wen Xie, Xulai Zhang, Jie Li, Juan Li, Xiangyao Li, Zhen-Quan Tang, Chenghua Zhou, Zhizhong Z. Pan, Zhi Zhang

**Keywords:** Chronic pain, MeCP2, Primary somatosensory cortex, Glutamatergic neuron, Transgenerational transmission

## Abstract

Pain symptoms can be transmitted across generations, but the mechanisms underlying these outcomes remain poorly understood. Here, we identified an essential role for primary somatosensory cortical (S1) glutamate neuronal DNA methyl-CpG binding protein 2 (MeCP2) in the transgenerational transmission of pain. In a female mouse chronic pain model, the offspring displayed significant pain sensitization. In these mice, MeCP2 expression was increased in S1 glutamate (Glu^S1^) neurons, correlating with increased neuronal activity. Downregulation of Glu^S1^ neuronal MeCP2 in maternal mice with pain abolished offspring pain sensitization, whereas overexpression of MeCP2 in naïve maternal mice induced pain sensitization in offspring. Notably, single-cell sequencing and chromatin immunoprecipitation analysis showed that the expression of a wide range of genes was changed in offspring and maternal Glu^S1^ neurons, some of which were regulated by MeCP2. These results collectively demonstrate the putative importance of MeCP2 as a key regulator in pain transgenerational transmission through actions on Glu^S1^ neuronal maladaptation.

## 1. Introduction

Chronic pain is the leading cause of disability worldwide. The proper treatment for chronic pain, such as neuropathic pain and cancer-induced pain, represents a major challenge in the field. In particular, chronic pain tends to aggregate in families; the offspring of parents with chronic pain are at a high risk of having pain as children, which is indicative of the transgenerational transmission of pain (Higgins et al., 2015; Hoftun et al., 2013; Stone and Wilson, 2016). At present, the mechanisms underlying parent-derived transgenerational transmission of pain remain unclear.

A wide range of heritability has shown that multiple types of clinical pain are strongly heritable, such as migraine pain (≈50 %), lower back and neck pain (35 %–68 %), shoulder and elbow pain (≈50 %), and carpal tunnel syndrome (≈40 %) (Hakim et al., 2003; Smith et al., 2011). Of note, very few types of pain follow the Mendelian transmission model because mutations leading to abnormal pain perception occur in under 1% of the population (Crow et al., 2013; Diatchenko et al., 2007). In fact, a single gene change causing a major impairment in nociception is rare in nature (Kurth et al., 2009; Leipold et al., 2013). Thus, a genetic mutation hypothesis cannot generally explain the transgenerational transmission of pain phenotypes to offspring (Crow et al., 2013; Mogil, 2012). Rather, a summation of small differences in multiple genes is supposed to cause most variations in pain perception. Therefore, the possibility is raised that non-genomic factors, such as epigenetic regulation, might be involved in fine controlling of a population of gene-transcriptional activity in offspring to confer pain phenotypes (Anway et al., 2005; Lane et al., 2014). However, whether and how this occurs in chronic pain transgenerational transmission is entirely unknown.

It has been proposed that a small minority of imprinted genes, which are epigenetically misregulated in parents, can transgenerationally stabilize DNA methylation patterns. These imprinted epigenetic marks, which are passed from parent to progeny on gametes, may shape individual offspring (Daxinger and Whitelaw, 2012; Grossniklaus et al., 2013; Heard and Martienssen, 2014; Lane et al., 2014). The adaptive epigenetic regulation of gene-transcriptional activity has been proposed as molecular mechanisms underlying the etiology of chronic pain development (Bai et al., 2015; Denk and McMahon, 2012; Zhang et al., 2011). Based on the evidence linking the meiotic epigenetic inheritance and transgenerational transmission of behavioral phenotypes, we proposed to address the pathological causes of offspring pain by defining the epigenetic marker-mediated neuronal adaptation under parental chronic pain conditions.

The methyl CpG-binding protein 2 (MeCP2), as an epigenetic marker that is originally known as a transcriptional repressor or activator, contributes to the development and function of the central nervous system (Chahrour et al., 2008; Cohen et al., 2011; Na and Monteggia, 2011). Loss-of-function mutations or duplications of the MeCP2 gene cause Rett syndrome or autism-like behaviors, which can be passed on to the next generation (Amir et al., 1999; Liu et al., 2016; Sztainberg et al., 2015). In particular, abnormal pain sensitivity has been reported in human Rett syndrome patients (Downs et al., 2010), indicating that MeCP2 may be a potential target in investigation of chronic pain transgenerational transmission.

## 2. Material and methods

### 2.1. Animals

In all experiments, C57BL/6 J (purchased from Charles River), *CaMKII*-*Cre* and *Ai14* (RCL-tdT) mice (purchased from Jackson Laboratories) 6–8 weeks old were used. Until the cannula surgery, the mice were housed five per cage in a colony with *ad libitum* access to water and food (standard mouse chow). They were maintained under a 12-h light/dark cycle (lights on from 8:00 a.m. to 8:00 p.m.) at a stable temperature (23 °C–25 °C). All animal protocols were approved by the Animal Care and Use Committee of the University of Science and Technology of China.

### 2.2. Chronic constraint injury (CCI)

The CCI surgery was performed with the mice under anesthesia with isoflurane. The skin and muscle of the left thigh were incised to explore the sciatic nerve: sural, common peroneal, and tibial nerves. After exploration, two loose consecutive ligations were made by 4.0 chromic gut ligatures (Bennett and Xie, 1988). The skin was stitched and dis-infected with iodophor. For the sham surgery, the nerve was isolated but not ligated. Pain thresholds were measured by the paw-withdrawal test on a freely moving animal with the Hargreaves apparatus (IITC Life Science Inc., US) for thermal hyperalgesia, or with von Frey filaments (Stoelting, US) for mechanical allodynia. The pain thresholds were defined by the average of the results of three successive tests. To avoid excessive application of von Frey filaments and of thermal stimuli that elicit aversive behaviors or pain sensitization, the interval between each measurement on the same mouse had to exceed five minutes.

### 2.3. Breeding scheme

All animals bred for transgenerational studies were virgin, experimentally naive C57BL/6J mice. They had been bred in house for at least one or two generations to control for exposures in maternal care, breeding paradigms, early life stress, and shipment differences. To minimize vendor’s effects in experiments, *CaMKII*-*Cre* and *Ai14* mice were not crossed with C57 mice for investigation of transgenerational transmission of pain behavior.

All adult mice (F0), male and female, were randomly divided into the following four groups: female mice with CCI (n = 25); female sham-operated mice (n = 25); male mice with CCI (n = 15); and male sham-operated mice (n = 15). Four weeks after surgery, four group mice were mated with naive mice for 3–7 nights. To minimize male-female interactions (Rodgers et al., 2013), paternal mice were removed from the mating cages when pregnancy was established. At birth, litters were culled to eight pups and litters containing fewer than two pups were excluded from analysis (Mueller and Bale, 2007). There were 171 females (sham offspring n = 82; CCI offspring n = 89) and 163 males (sham offspring n = 78; CCI offspring n = 85) from 50 litters of female-operated mice in the F1 generation. To exclude any specific cage or parental effects, we randomly selected 2–3 offspring mice from each litter in each generation for behavioral tests. To determine whether the maternal chronic pain has significant transgenerational effects on offspring, F1 sham offspring or CCI offspring females were bred with naive males to generate F2 sham offspring (n = 15 litters, n = 56 females and 52 males) or F2 CCI offspring (n = 15 litters, n = 54 females and 53 males). The F3 generation (F3 sham offspring, n = 15 litters, n = 50 females and 51 males; F3 CCI offspring, n = 15 litters, n = 55 females and 52 males) arises from the F2 female offspring crossed with naive mice. The scheme of the breeding paradigm is given in Supplementary Fig. S1A.

### 2.4. Assessment of anxiety-like behavior

#### 2.4.1. Open field test

Mice were placed in one corner of an open field apparatus consisting of a square area (25 × 25 cm^2^) and a marginal area (50 × 50 × 60 cm^3^); the mice were allowed to freely explore their surroundings. The animals’ movement trajectories were recorded for 5 min using EthoVision XT software, which records the number of entries into and the amount of time spent in the central area (Zhou et al., 2019).

#### 2.4.2. Elevated plus maze test

The EPM consists of a central platform (6 × 6 cm^2^), two closed arms (30 × 6 × 20 cm^3^) and two opposing open arms (30 × 6 cm^2^). It was placed 100 cm above the floor. Each mouse was placed in the central platform facing a closed arm and was allowed to explore the maze for five min. The time spent in the open arms and the number of entries into the open arms were analyzed using EthoVision XT software (Noldus) (Zhou et al., 2019).

### 2.5. In vivo two-photon calcium imaging

#### 2.5.1. Cranial window surgery

Mice were anesthetized with sodium pentobarbital (80 mg/kg, i.p.) and immobilized in a stereotaxic apparatus. A circular craniotomy (≈2–3 mm diameter) was made above S1 and then a volume of 250 nl virus (AAV-CaMKIIa-GCaMP6f) was injected into the S1^L2/3^. The craniotomy was covered with 1.2 % agarose, and a round coverglass was cemented to the skull. Custom-designed stainless steel headbars were attached to the skull screw, and dental cement and glue were used to affix both the coverglass and headbar to the skull. The antiphlogistic carprofen (6 mg/kg, i.p.) and enrofloxacin (125 mg/kg, s.c.) were provided before and after surgery, then the mice were taken back to cages until two-photon imaging.

#### 2.5.2. Calcium imaging

Two weeks after implantation, we checked animals that were awake for GCaMP6f fluorescence and Ca^2+^ transient activity. Calcium imaging in awake mobile mice was performed using an upright two-photon microscope (FVMPE-RS, Olympus, Japan) in frame-scan mode. Live images were acquired using a 20 × 0.8 NA macro water objective lens with IR laser (excitation wavelengths of 940 nm). Image acquisition was performed using FV30S-SW (Olympus, Japan) and image datasets were collected at 60 Hz (256 × 256 pixels) in the x–y plane. The typical average power used for imaging S1^L2/3^ GCaMP6f-expressing neurons was 20–30 mW. To determine the calcium signal induced by tail shock stimuli, 2-s current (0.1 mA) stimuli were applied to the base of the tail during the recording of calcium signals (Makino and Komiyama, 2015). Visual stimuli were synchronized and presented to individual image frames using LabState (Anilab Software & Instruments Co., Ltd., China). Tail shock was used on mouse feet but mechanical stimuli were not because non-noxious stimuli on feet cannot reliably induced calcium signal *in vivo*.

#### 2.5.3. Data processing and analysis

Time-series data were imported into ImageJ for further analysis. Imaging data were corrected for mechanical drift using *TurboReg*, and sequential images were used to produce time-lapse movies. The data were analyzed using ImageJ-based ROI analysis. Ring-shaped regions of interest (ROIs) were placed at the body regions of GCaMP6f-expressing neurons. The time-series fluorescence of each cell was measured by averaging all pixels within the ROI, with a correction for neuropil contamination. Calcium transients were considered stimulus-evoked if they occurred no more than 2 s after stimulus delivery and were not associated with any measurable locomotor activity of the animal. Calcium-signal amplitudes were calculated as (F_t_−F_0_)/F_0_ as a function of time, which is the ratio of fluorescent difference (F_t_−F_0_) to basal value (F_0_). The average fluorescence intensity in the baseline period was taken as F_0_ and measured as the average over a 2 s period before the initiation of shock stimulation. Relative change in fluorescence intensity (ΔF/F) normalized to the basal value was calculated after background subtraction. Traces of ΔF/F versus time were generated for each GCaMP6f-expressing neuron. The average ΔF/F values were calculated for statistical significance by repeated measures ANOVA.

### 2.6. Brain slice electrophysiology

#### 2.6.1. Brain slice preparation

All mice were anesthetized with 2% (w/v) sodium pentobarbital (50 mg/kg, i.p) and intracardially perfused with 20 ml oxygenated ice-old *N*-methyl-d-glucamine (NMDG) artificial cerebrospinal fluid (NMDG ACSF) containing (in mM): 1.2 NaH_2_PO_4_, 2.5 KCl, 93 NMDG, 20 HEPES, 25 Glucose, 30 NaHCO_3_, 5 Na-ascorbate, 2 Thiourea, 3 Na-pyruvate, 10 MgSO_4_, 0.5 CaCl_2_, 3 glutathione (osmolarity: 300–305 mOsm/kg, pH: 7.3–7.4). Coronal slices (300 μm) that contained the S1 were sectioned at 0.18 mm/s on a vibrating microtome (VT1200s, Leica, Germany). The brain slices were initially incubated in NMDG ACSF for 10 min at 33 °C, and recovered for at least 1 h at 28 °C in N-2-hydro-xyethylpiperazine-*N*-2-ethanesulfonic acid (HEPES) ACSF containing (in mM): 2.5 KCl, 1.2 NaH_2_PO_4_, 92 NaCl, 30 NaHCO_3_, 25 Glucose, 20 HEPES, 5 Na-ascorbate, 3 Na-pyruvate, 2 Thiourea, 2 MgSO_4_, 2 CaCl_2_, 3 glutathione (osmolarity: 300–305 mOsm/kg, pH: 7.3–7.4). The brain slices were transferred to a slice chamber (Warner Instruments, US) for electrophysiological recording, and were perfused with ACSF that contained (in mM) 2.4 CaCl_2_, 129 NaCl, 3 KCl, 1.3 MgSO_4_, 1.2 KH2PO_4_, 20 NaHCO_3_, and 10 glucose (osmolarity: 300–305 mOsm/kg, pH: 7.3–7.4) at 2.5–3 ml/min. The temperature of the ACSF was maintained at 32 °C by an in-line solution heater (TC-344B, Warner Instruments, US).

#### 2.6.2. Electrophysiological recordings

An infrared (IR)–differential interference contrast (DIC) microscope (BX51WI, Olympus, Japan) equipped with fluorescent fittings was used to visualize neurons in S1 slices. Whole-cell patch-clamp recordings were carried out using a patch-clamp amplifier (MultiClamp 700B Amplifier, Digidata 1440A analog-to-digital converter, US) and pClamp 10.7 software (Axon Instruments/Molecular Devices, US). Patch pipettes consisting of borosilicate glass (VitalSense Scientific Instruments Co., Ltd., Wuhan, China) were pulled to resistances of 5–7 MΩ on a four-stage horizontal puller (P1000, Sutter Instruments, US). The current-evoked action potential firing was recorded in current-clamp mode (I = 0 pA) with internal solution contained (in mM): 130 K-gluconate, 5 KCl, 2 MgCl_2_, 10 HEPES, 0.6 EGTA, 0.3 Na-GTP and 2 Mg-ATP (osmolarity: 285–290 mOsm/kg, pH: 7.2). All recordings were Bessel-filtered at 2.8 kHz and sampled at 100 kHz. Only neurons with series resistance below 30 MΩ and changing < 20 % throughout the recording were used for analysis. All analyses were performed in Clampft version 10.7 (Axon Instruments, US).

### 2.7. Virus injection

Prior to surgery, the mice were fixed in a stereotactic frame (RWD, Shenzhen, China) under a combination of xylazine (10 mg/kg) anesthesia and ketamine (100 mg/kg) analgesia. A heating pad was used to maintain the core body temperature of the animals at 36 °C. A volume of 100–300 nl virus (depending on the expression strength and viral titer) was injected using calibrated glass microelectrodes connected to an infusion pump (RWD, Shenzhen, China) at a rate of 15 nl/min. The coordinates were defined as dorso-ventral (DV) from the brain surface, anterior-posterior (AP) from bregma and medio-lateral (ML) from the midline (in mm).

The AAV-CaMKIIα-MeCP2-2A-mcherry (AAV2/9, 1.12 × 10^12^ vg/ml), AAV-CaMKIIα-mcherry (AAV2/9, 6 × 10^12^ vg/ml), AAV-CaMKIIα-mCherry-mir30-MeCP2 shRNA (AAV 2/9, 2 × 10^13^ vg/ml), and AAV-CaMKIIα-mir30-scramble shRNA-mCherry (AAV2/9, 1 × 10^13^ vg/ml) were purchased from Zhi En Biology (HeFei, China). AAV-CaMKIIα-hChR2 (H134R)-mCherry (AAV2/9, 5.97 × 10^12^ vg/ml) and AAV-CaMKIIα-eNpHR3.0-mCherry (AAV2/9, 8 × 10^12^ vg/ml) were used for optogenetic manipulation three weeks after injection, which were provided by Dr. Fuqiang Xu (Wuhan, China). AAV-CaMKIIa-GCaMP6f (AAV2/9, 5.9 × 10^12^ vg/ml) was purchased from BrainVTA (Wuhan, China). The virus was delivered into the layer 2/3 of the S1 at two sites (first site: AP, −0.40 mm, ML, −1.90 mm; DV, −0.50 mm; second site: AP, −0.50 mm, ML, −1.85 mm, DV, −0.50 mm). Animals with missed injections were excluded.

### 2.8. Optogenetic manipulations

An optical fiber cannula was initially implanted into the S1 of an anesthetized mouse that had been immobilized in a stereotaxic apparatus. The implant was secured to the animal’s skull with dental cement. Chronically implantable fibers (diameter, 200 μm, Newdoon, Hangzhou, China) were connected to a laser generator using optic fiber sleeves. The delivery of blue light (473 nm, 2–5 mW, 10 ms pulses, 20 Hz) or yellow light (594 nm, 5–8 mW, constant) was controlled by a Master-8 pulse stimulator (A.M.P.I., Jerusalem, Israel). The same stimulus protocol was applied in the control group. The location of the fibers was examined after all of the experiments, and data obtained from mice which the fibers outside desired brain region were discarded. Behavioral assays were performed immediately after light stimulation.

In brain slices, optical stimulation was delivered using a laser (Shanghai Fiblaser Technology Co., Ltd., China) through an optical fiber 200 μm in diameter positioned 0.2 mm from the surface of the brain slice. To test the functional characteristics of AAV-CaMKIIα-ChR2, fluorescently labeled neurons that expressed ChR2 were visualized and stimulated with a blue (473 nm, 5–10 mV) laser light using 5-Hz, 10-Hz, or 20-Hz stimulation protocols with a pulse width of 10 ms. The function of eNpH3.0 was assessed by applying sustained yellow (594 nm, 1–5 mV, 200 ms) laser light stimulation.

### 2.9. Immunofluorescence staining

The mice were anesthetized with sodium pentobarbital (50 mg/kg, i.p.) and sequentially perfused with saline and 4% (w/v) paraformaldehyde (PFA). The brains were subsequently removed and post-fixed in 4% PFA at 4 °C overnight. After cryoprotection of the brains with 30 % (w/v) sucrose, coronal sections (40 μm) were cut on a cryostat (Leica CM1860, Germany) and used for immunofluorescence. The sections were firstly treated with citrate antigen retrieval solution, and then incubated in 0.3 % (v/v) Triton X-100 for 0.5 h, blocked with 5% donkey serum for 1 h at room temperature, and incubated with primary antibodies, including anti-MeCP2 (1:500, rabbit, Cell Signaling) and anti-vGluT2 (1:50, mouse, Millipore) at 4 °C for 24 h, followed by the corresponding fluorophore-conjugated secondary antibodies, including Alexa Fluor 488 donkey anti-rabbit IgG (1:500, Invitrogen), Alexa Fluor 594 donkey anti-mouse IgG (1:500, Invitrogen), and Alexa Fluor 594 donkey anti-rabbit IgG (1:500, Invitrogen) for 2 h at room temperature. Immunofluorescence staining for MeCP2, vGluT2 and their overlap from randomly selected sections (n = 3–4 sections from each mice). Fluorescence signals were visualized using a Zeiss LSM710 microscope, and further analyzed using TissueQuest software (TissueGnostics, US).

### 2.10. Fluorescence-activated cell sorting (FACS)

#### 2.10.1. Cell dissociation

Mice were anesthetized with 2% (w/v, i.p.) sodium pentobarbital and then perfused with 20 ml oxygenated ice-old NMDG ACSF. Brains were dissected and sectioned in the coronal plane at 400 μm on a vibratome (VT1200s, Leica, Germany) in a chilled NMDG ACSF solution, and bubbled with 5% CO_2_/95 % O_2._ The S1^L2/3^ tissue was extracted and dissociated using the Papain Dissociation System (Worthington Biochem, US). The digested tissue was triturated with three Pasteur pipets of decreasing tip diameter. To remove excess debris, the cell suspension was subjected to centrifugation on an AOI discontinuous gradient (per Papain Dissociation System protocol) at 900 rpm for 8 min at room temperature. Cell pellets were re-suspended in FACS buffer (L15−CO2 without phenol, 1 × Pen-Strep, 10 mM Hepes, 25 μg/ml DNase, 1 mg/ml BSA) and filtered through a 70 μm metal mesh.

#### 2.10.2. FACS purification of Glu^S1L2/3^ neurons

The dissociated cells were cross-linked with 37 % formaldehyde (1% final concentration) at room temperature for 10 min and then re-suspended in 1 ml of PBS for labeling. Tween-20 was added to the sample (0.05 % final concentration), and gently vortexed. After washing at 2000 rpm for 5 min, cells were incubated with primary antibody against Glutamate (1:200, Sigma) and 1% bovine serum albumin (BSA) for 1 h at 4 °C. Cells were then washed and incubated with the second antibody of Alexa Fluor488 (1:300, Invitrogen) for 30 min at 4 °C. Cell pellets were diluted in the PBS buffer and glutamate-positive cells were isolated on the BD FACS Aria II Cell Sorter. The following controls were employed to ensure the optimal criteria for sorting: unstained cells, and cells in which the primary anti-glutamate antibody was omitted to control for potential background arising from the Alexa Fluor488 s antibody. Glutamate cells (≈50,000) were collected into PBS for chromatin or RNA extraction. For mice with S1 infusion of AAV-CaMKIIα-MeCP2-mCherry, the mCherry labeled neurons were directly used for sorting without staining, which were used to perform Western blotting.

### 2.11. Western blot

Glutamate cells collected from FACS were lysed in RIPA buffer (50 mM Tris−HCl, 150 mM NaCl, 0.1 % SDS, 1% Triton X-100, 0.5 % sodium deoxycholate, and protease inhibitor cocktail) for 30 min. Following centrifugation at 12,000 g at 4 °C for 10 min, the supernatant was used to measure protein concentration by Pierce BCA Protein Assay Kit (Thermo). Fifteen μg of protein was mixed with SDS sample buffer and were boiled for 10 min. Then, protein samples were separated on 5% stacking gel with 70 V for 20 min and 8% separating gel with 110 V for 1 h. Proteins were transferred with NC membranes (Millipore) for 50 min at a constant current of 280 mA. After immersion in blocking solution for 1 h at room temperature, the membranes were incubated with the primary antibodies MeCP2 (1:1000, Cell Signaling) and GAPDH (1:3000, Cell Signaling, 5174S) overnight at 4 °C. Membranes were then incubated in peroxidase-labeled goat anti-rabbit secondary antibody (1:5000, Thermo Scientific) at room temperature for 2 h. The protein bands were detected with Pierce^™^ ECL Plus Substrate (Thermo Scientific) and analyzed with ImageJ software.

### 2.12. Single-cell RNA sequencing

#### 2.12.1. Cell harvesting

The brain slices containing S1 were prepared according to the above method for electrophysiological recording. The tdTomato-expressing glutamatergic (CaMKII-tdTOM) neurons were randomly selected and aspirated into a glass electrode for single-cell RNA extraction as described previously (Fuzik et al., 2016; Li et al., 2016). Briefly, the entire soma of each recorded neuron was aspirated into the micropipette slowly (≈3–5 min) by applying mild negative pressure. To minimize the changes in gene expression in different neurons, this procedure was finished within 2 h under clean-room conditions.

#### 2.12.2. RNA isolation and library construction

A single Glu^S1L2/3^ neuron was gently transferred into lysis buffer, and a SMART-Seq^™^ v4 Ultra^™^ Low Input RNA Kit (Clontech) was directly used to reverse transcription and cDNA amplification in the cell lysate. Then, the sample (50 μl) was subjected to cDNA purification according to the manufacturer’s protocol. The RNA integrity was checked by Agilent Bioanalyzer 2100 (Agilent technologies). The purified cDNA was sheared by Covaris S2 into 150–350 bp fragments. The sequencing library was constructed by over 10 ng of the purified cDNA from each neuron with Ovation Ultralow Library System V2 (Nugen) following the manufacturer’s protocol.

#### 2.12.3. Sequence alignment and data analysis

The cDNA library was paired-end sequenced using the Illumina sequencing platform (HiSeq 2500). The library was sequenced to a ≈150 bp length. The short sequences (length < 25 bp), low-quality bases (quality < 20), and adaptor sequences were removed to filter the raw reads using Seqtk. To improve the utilization of reads, the RNA-seq reads were mapped to the mouse mm10 genome with two gaps, two mismatches and one multihit by Hisat2. The gene expression was quantified by the StringTie v1.3.0 after genome mapping. The value of gene expression was normalized by FPKM with a geometric algorithm adjustment. We used edgeR to identify differentially expressed genes in all the transcriptomic data (Robinson et al., 2010). Gene ontology (GO)–enrichment analysis (clusterProfiler R package) was performed as described previously (Yu et al., 2012).

### 2.13. Quantitative real-time PCR

To verify single-cell RNA-seq data, FACS-sorted Glu^S1L2/3^ neurons as described above were used to perform real-time PCR. Total RNA was extracted from Glu^S1L2/3^ neurons with Trizol reagent (Sangon Biotech) and reverse transcription was performed using a GoScript^™^ Reverse Transcription kit (Promega, A5001) according to the manufacturer’s protocol. Quantitative real-time PCR reactions were performed using 1–10 ng of cDNA templates on an ABI Stepone system (Applied Biosystems). GAPDH mRNA quantification was used as a control for normalization. Fold differences of mRNA levels over controls were calculated by the 2^−ΔΔCt^ method. Each PCR reaction was repeated at least twice independently. Sequences of the primers (Sangon Biotech) used in PCR are provided in Supplementary Table 9.

### 2.14. Chromatin immunoprecipitation (ChIP)

The fixed cells, as described in FACS, were lysed and pooled once more to obtain sufficient material for downstream analysis. The extracted chromatin was sheared in a Bioruptor Plus UCD-300 (Belgium) with eight repeats of 5-min cycles (30 s on, 30 s off) to obtain DNA fragments of 100–500 bp, and ten percent of the lysate was used as the “input” control for normalization later. The lysate was then diluted 5-fold in ChIP dilution buffer (50 mM Tris−HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% TritonX-100, 0.01 % SDS, and proteinase inhibitor cocktail), and precleared with Protein A/G Dynabeads (Invitrogen) for 2 h under constant rotation at 4 °C. The MeCP2 antibody and non-immunized IgG were added to ChIP reactions, then incubated at 4 °C under constant rotation for 16 h. The next day, 20 μl of Protein A/G Dynabeads was added, and the sample was rotated for 1.5 h at 4 °C. Beads were further washed sequentially with ice-cold buffers by adding proteinase inhibitors at room temperature. After removal of the incubated antibody solution, the beads and input sample were re-suspended with 200 μl ChIP elution buffer (10 mM Tris−HCl pH 8.0, 110 mM NaCl, 1 mM EDTA, 1% SDS, 40 μg Proteinase K), and incubated at 42 °C for 3 h, and reversed cross-linked at 65 °C overnight on a rotator. Chip DNA and input DNA was recovered by phenol/chloroform extraction and ethanol precipitation, and the concentration and quality was detected by Qubit^®^ 2.0 Fluorometer and Agilent 2100 (Agilent technologies).

The amount of MeCP2 binding to gene promoters and gene bodies was measured by quantitative real-time PCR. Sequences of the primers (Sangon Biotech) used in PCR are provided in Supplementary Table 5. Amplifications were run in triplicate with SYBR^®^ Green PCR Master Mix kit (Vazyme), and each reaction was repeated at least twice independently. The data were analyzed as described previously (Zhang et al., 2011).

### 2.15. Functional magnetic resonance imaging (fMRI)

#### 2.15.1. Subjects

Fifty-four female right-handed participants whose parents suffered from chronic pain were recruited in this study. All participants were of the Han Chinese ethnicity. Written informed consent was obtained from all the participants and data—including parental and offspring generations—were collected *via* pre-imaging questionnaire packets that included the following: (1) a general demographic and medical history (including pain duration) survey, (2) the Hamilton depression rating scale (HAMD) (Hamilton, 1960; Williams, 1988), and (3) the McGill pain questionnaire (Melzack, 1975). Inclusion criteria for individuals were as follows: (1) people aged 18 and 70, and (2) chronic lower back pain diagnosed by Chinese versions of the Nordic Musculoskeletal and Roland-Morris Questionnaires and by physical examinations (Takekawa et al., 2015; Yi et al., 2012). Exclusion criteria for individuals were as follows: (1) chronic pain of parental generation attributable to the after-effects of cancer, prosthesis, surgery, and radiotherapy, (2) metal implants such as cardiac pacemaker, heart stent, artificial teeth, and hearing aid, (3) presence of claustrophobia, and (4) psychiatric and cognitive disorders, including brain injury and epilepsy history. All patients in this study were recruited from the First Affiliated Hospital of Anhui Medical University (Hefei, China), which was diagnosed according to the McGill Pain Questionnaire (Melzack R). Our research complied with the Code of Ethics of the World Medical Association (Declaration of Helsinki) on human subjects. This study was approved by the ethics committee of the First Affiliated Hospital of Anhui Medical University.

#### 2.15.2. MRI scanning procedures

Each participant received a resting-state scan in a 3.0-T scanner (GE Signa HDx, General Electric, US) with the head fixed by foam pads to minimize head motion. T1-weighted structural images were acquired with a three-dimensional spoiled-gradient recalled-acquisition sequence (3D-SPGR, Time of Repetition, 7.876 ms; Time of Echo, 3.06 ms; slice thickness, 1.2 mm; field of view, 22 cm × 22 cm; resolution, 1 × 1 × 1 mm^3^; Time of inversion, 400 ms). T2*-weighted functional imaging was performed using an echo planar imaging sequence (EPI, Time of Repetition, 2000 ms; Time of Echo, 22.5 ms; slice thickness, 4.0 mm; field of view, 22 cm × 22 cm; skip between slices, 0.6 mm; matrix, 64 × 64; flip angle, 30 °C; voxel size, 3.75 × 3.75 × 4 mm^3^). For each participant, 33 axial slices without gaps were obtained in an interleaved-ascending order covering the entire brain, and resting-state fMRI data (240 volumes, 8 min) was collected.

#### 2.15.3. Image preprocessing

The fMRI data were pre-processed using Analysis of Functional NeuroImages (AFNI, Medical College of Wisconsin, WI, US). We performed motion correction, Talairach registration, intensity correction, brain extraction, and normalization based on a Gaussian Classifier Atlas. The data with head motion over 2 mm or 2° were excluded. For head motion, no significant difference was observed between groups, nor was any significant difference observed after regressing out head motion. We defined the white matter signal, cerebrospinal fluid signal, global signal, and 24 Friston-motion parameters as nuisance regressors to control for non-neuronal activation. Surface-based smoothing with a full-width at half-maximum (FWHM) of 6 mm Gaussian kernel was applied to remove high-frequency noises. All normalized functional images were resampled by 3.0 × 3.0 × 3.0 mm^3^ voxels.

#### 2.15.4. Amplitude of low-frequency fluctuation (ALFF) analysis

ALFF analysis was performed using Resting-State fMRI Data Analysis Toolkit (REST, http://restfmri.net/forum/index.php) tool-boxes under MATLAB 2014a (Mathworks, US). The REST toolbox calculated the square root of the power spectrum of blood oxygenation level dependent (BOLD) signals from each voxel and computed the sum of frequencies in the low frequency band (0.01–0.08 Hz) (Yu-Feng et al., 2007). A two sample *t*-test was used to analyze the differences of ALFF between groups.

### 2.16. Quantification and statistical analysis

We conducted simple statistical comparisons using Student’s *t* test. ANOVA (one-way and two-way) and *post hoc* analyses were used to statistically analyze the data from the experimental groups with multiple comparisons. All data are here expressed as the mean ± SEM, and significance levels are indicated as *P < 0.05, **P < 0.01, and ***P < 0.001. OriginPro 2017 software (Origin Lab Corporation, US) and GraphPad Prism 5 (Graph Pad Software, Inc., US) were used for the statistical analyses and graphing. Offline analysis of the data obtained from electrophysiological recordings was conducted using Clampfit software version 10.7 (Axon Instruments, Inc., US).

## 3. Results

### 3.1. The transgenerational transmission of pain sensitization

To identify the molecular mechanism underlying the transgenerational transmission of pain, it is necessary to consider the behavior in animals that resembles pain sensitization from parents. We employed a well-established chronic constriction injury (CCI) of the sciatic nerve-induced neuropathic pain model in mice (Fig. 1A, B). Interestingly, pain sensitization was observed in female offspring from CCI maternal mice (Fig. 1C), but not from paternal mice (Supplementary Fig. 1B–D). These phenotypes were observed in second and third generation offspring as well (Fig. 1D, E). To rule out the possibility that the offspring pain sensitization is from the empathy of maternal pain (Langford et al., 2006), the CCI and sham maternal mice were exchanged to feed their neonates, and normal-bred foster mothers were used to feed pups to maintain consistency between maternal care. A similar pain sensitization phenotype in CCI female offspring was observed (Fig. 1F, G). The male offspring only displayed slight decreases in thermal responsiveness in F1 generation, but not mechanical pain thresholds (Fig. 1C). Previous studies have reported that neuropathic pain can induce anxiety-like behavior in mice (Jin et al., 2019). We found that CCI female offspring also displayed readily visible anxiety-like behavior (Supplementary Fig. 2A, B). These results suggest that maternal chronic pain has significant transgenerational effects on female offspring, which is similar to what occurs in humans (Hoftun et al., 2013; Kaasboll et al., 2012). Thus, the female offspring from maternal mice were further investigated in the present study.

### 3.2. Increased S1 activity in patients with chronic pain

To identify the brain regions that may be involved in pain transgenerational transmission, we recruited a cohort of 54 female offspring volunteers originating from 54 parental generations with chronic lower back pain, which is one of the most prevalent types of chronic pain (Stubbs et al., 2016). Among the 54 offspring, 35 volunteers were diagnosed with chronic pain. Using resting-state fMRI, we found that the activity in several brain areas was increased in the 35 pain offspring when compared with that of 19 offspring without pain (Supplementary Fig. 3A and Supplementary Table. 1). In particular, the primary somatosensory cortex (S1) was dramatically activated (Supplementary Fig. 3B). As the S1 is the terminal site to integrate pain-related information for sensory-discriminative dimensionality of pain (Liu et al., 2018; Vierck et al., 2013; Zhuo, 2008), we next focused on the role of S1 adaptation in the transgenerational transmission of pain.

### 3.3. Sufficient role of increased Glu^S1L2/3^ neuronal activity for offspring pain sensitization

The layers 2 and 3 of S1 (S1^L2/3^), which consists of approximately 80 % glutamatergic neurons (Markram et al., 2004), forms the super-ficial cortical layer and distributes outputs to other areas (Liu et al., 2018; Navratilova and Porreca, 2014; Zhuo, 2008). Previous studies have reported that c-Fos-labeled neurons became densely increased in layers 2 and 3 and less increased in deep layers 4 and 5 of the S1 in a persistent pain model (Chang et al., 2008), and the spontaneous activity of Glu^S1L2/3^ neurons increased under chronic pain conditions (Eto et al., 2011). For these reasons, we chose layers 2 and 3 of the S1 for experiments. We determined the S1^L2/3^ glutamatergic (Glu^S1L2/3^) neuronal activity by whole-cell recordings in brain slices. To visualize glutamatergic neurons, *Ca*^*2+*^*/calmodulin-dependent protein kinase II alpha* (*CaMKIIα*, an enzyme in glutamatergic neurons)-*Cre* mice were crossed with *Ai14* (RCL-tdT) mice to produce transgenic mice with red tdTomato-expressing glutamate (CaMKII-tdTOM) neurons (Fig. 2A). Using whole-cell recordings in brain slices, we found that both CCI maternal mice and their female offspring had more spikes than control mice (Fig. 2B and Supplementary Fig. 4A, B), but male offspring did not (Supplementary Fig. 5A, B). The difference was not observed in glutamatergic neurons from layer 5 (Supplementary Fig. 6A, B). To monitor calcium activity in conscious mice, we injected AAV expressing a genetically encoded calcium indicator, GcaMP6f, which is driven by *CaMKIIα* promoter (AAV-CaMKIIα-GCaMP6f), into the S1^L2/3^ (Fig. 2C). *In vivo* two-photon calcium imaging showed that the stimuli-evoked average Ca^2+^ transients in activated S1^L2/3^ neurons from CCI offspring were significantly higher than in those from sham offspring (Fig. 2D, F and Supplementary Movie 1–2). No difference was observed in baseline of Ca^2+^ activity before stimulation in the two experimental groups (Fig. 2E).

Given the increased Glu^S1^ neuronal activity in CCI offspring, we subsequently aimed to investigate whether inhibition of the Glu^S1L2/3^ neuronal activity restored pain sensitization. We infused AAV expressing eNpHR3.0-mCherry driven by a neuronal *CaMKIIα* promoter (AAV-CaMKIIα-eNpHR3.0-mcherry) into the S1^L2/3^ to selectively suppress the activity of Glu^S1L2/3^ neurons (Fig. 2G, H). Optical inhibition of Glu^S1L2/3^ neurons significantly reduced pain sensitization of the CCI offspring (Fig. 2I). In addition, in naïve mice, we injected AAV expressing channelrhodopsin-2 (ChR2) driven by the *CaMKIIα* promoter (AAV-CaMKIIα-hChR2 (H134R)-mCherry) into the S1^L2/3^ to selectively activate Glu^S1L2/3^ neurons (Fig. 2J, K). Optical stimulation in the S1^L2/3^ produced pain sensitization in these naïve mice (Fig. 2L). These results suggest that increased Glu^S1L2/3^ neuronal activity is sufficient to prime pain sensitization in offspring from chronic pain mice.

### 3.4. Glu^S1L2/3^ neuronal MeCP2 mediates pain sensitization in offspring

Previous research has shown that MeCP2 finely controls substantial gene expression and functions in synaptic plasticity and abnormal pain behavior (Hou et al., 2015; Krishnan et al., 2017; Zhang et al., 2014), dysfunction of which probably generates germline transmission (Liu et al., 2016). We found that the protein level of MeCP2 was significantly higher in Glu^S1L2/3^ neurons in both CCI maternal mice (Supplementary Fig. 4C, D) and their female offspring (Fig. 3A, B), but not in male offspring (Supplementary Fig. 5C, D) when compared with that of sham control mice. To investigate the function of MeCP2, we used *CaMKIIα* promoter-driven RNA interference (RNAi) viral vectors (AAV2/9) to knockdown the Glu^S1L2/3^ neuronal MeCP2 protein level (Fig. 3C). Three weeks after S1^L2/3^ injection of MeCP2 RNAi virus (AAV-RNAi) in CCI offspring (Fig. 3D), Glu^S1L2/3^ neuronal MeCP2 levels were reduced to ≈54 % of those in the AAV control group (AAV-control) (Fig. 3E, F); the pain threshold was increased (Fig. 3G), accompanied by decreased Glu^S1L2/3^ neuronal activity (Fig. 3H). To further study the role of MeCP2 in offspring pain sensitization, we used viral vectors (AAV2/9) driven by the *CaMKIIα* promoter to overexpress MeCP2 in Glu^S1L2/3^ neurons (Fig. 4A, B). Three weeks after S1^L2/3^ infusion of MeCP2-expressing virus (AAV-MeCP2) in sham offspring (Fig. 4C, D), mice displayed significant pain sensitization (Fig. 4E), accompanied by increased Glu^S1L2/3^ neuronal activity (Fig. 4F).

Next, we examined whether MeCP2 contributed to pain transgenerational transmission. Similarly, in maternal mice, CCI-induced pain sensitization was inhibited by S1^L2/3^ infusion of AAV-RNAi (Fig. 5A, B). Strikingly, the S1^L2/3^ neuronal MeCP2 protein level decreased in their offspring (Fig. 5C, D); these offspring displayed increased pain threshold (Fig. 5E) and decreased Glu^S1^ neuronal activity when compared with that of the offspring from CCI mice with S1^L2/3^ infusion of the AAV-control (Fig. 5F). In addition, in sham maternal mice, overexpression of Glu^S1L2/3^ neuronal MeCP2 by S1^L2/3^ infusion of AAV-MeCP2 reduced pain threshold (Fig. 5G, H); in particular, their offspring displayed significant pain sensitization with increased Glu^S1L2/3^ neuronal MeCP2 level and neuronal activity (Fig. 5I–L). Notably, this pain sensitization was restored by S1^L2/3^ injection of AAV-RNAi in the offspring (Fig. 5M). These results suggest that MeCP2 contributes to pain transgenerational transmission, which is likely *via* regulation of Glu^S1L2/3^ neuronal activity.

### 3.5. MeCP2-mediated gene transcriptional activity in pain sensitization

We next examined gene expression profiles in maternal mice and their offspring. 

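The transcriptomes came from 9 CaMKII-tdTOM neurons of S1 layer 2/3, which express a red fluorescent protein that marks glutamatergic neurons. There were 3 neurons from CCI offspring, 3 from CCI maternal mice and 3 from sham mice. CCI is chronic constriction injury of the sciatic nerve, a model of neuropathic pain. Each library holds the cDNA of 1 soma, drawn into a glass pipette from a brain slice and amplified before paired-end sequencing. The authors mapped the reads to mm10 with Hisat2 and deposited FPKM per gene and neuron from StringTie, with a geometric adjustment across libraries. Neither the labels nor the text say which animals gave the neurons, or whether the sham neurons came from mothers or from offspring. Each group was therefore counted as 1 sample, with values per neuron, group means and the SD of the 3 neurons as a description, and no test was run across neurons. The paper compared the groups with edgeR, without naming the replicates, and its tables do not describe the P value as adjusted. The values come without read totals, so depth was estimated from the regular steps between the lowest FPKM values of each library, which lie a whole number of reads apart. The estimates, given to 3 digits, were 3290000, 1000000 and 3930000 reads for CCI offspring neurons 1 to 3, 1480000, 2850000 and 5640000 for the sham neurons, and 962000, 4560000 and 3690000 for the CCI maternal neurons. Genes resting on fewer than 2.5 reads made up 6.01% of the detected genes of sham neuron 3 and 16.1% of those of CCI offspring neuron 2, the lowest and highest shares, so a gene listed at 0 in a single neuron is weak evidence of absence. Group ratios are log2 of the group mean FPKM plus 1 over the sham mean plus 1, for 17234 genes above 0 in at least 2 neurons. Their median was -0.05 in CCI offspring and -0.11 in CCI maternal mice, and -0.22 and -0.33 when every neuron was rescaled to the same sum. Gene lists for cell types and pathways were written before the data were examined. The values in the paper's supplementary tables, which come from these same neurons, had been seen by then. The median ratio of each list was placed among 10000 random lists matched on mean FPKM. Members of a list vary together within a neuron, so this percentile describes these libraries and is not a test.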

A single-cell technique with high-coverage RNA-seq, which enables a better understanding of a certain cell’s transcriptome (Fuzik et al., 2016; Li et al., 2016), was performed on a S1^L2/3^ neuron. Under a microscope, a CaMKII-tdTOM neuron was aspirated with glass pipettes for single-cell amplification and sequencing (Fig. 6A). Following analysis, 12,911 of the total detected 21,685 genes commonly existed in Glu^S1L2/3^ neurons among CCI and sham mice, and their offspring using a single-cell technique with high-coverage RNA-seq (Supplementary Fig. 7A). 

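Neurons of all groups expressed genes of neurons in general, such as Snap25, and of excitatory cells. At least 9 of 10 glutamatergic markers were above 0 in each neuron, although CCI maternal neuron 3 also held markers of interneurons. Snap25, a protein of synaptic vesicle fusion, was above 0 in each of the 9 neurons, at 1195, 630.2 and 687 FPKM in CCI offspring, 347, 436 and 1100.1 in CCI maternal mice and 289, 792 and 523 in sham mice. Camk2a, a kinase of excitatory synapses, averaged 75.3 ± 58.6, 48.6 ± 19.5 and 56.3 ± 17.7 FPKM in the same order (mean ± SD, n = 3 neurons). A gene above 0 in at least 1 neuron of a group was counted as detected there, which gave 12911 of 21685 genes (59.5%) in all 3 groups. These common genes were the abundant ones, with a median of 6.67 for their mean FPKM over the neurons. The 3308 genes seen in sham neurons alone had a median of 0.215, the 1296 seen in CCI offspring alone 0.175, and the 611 seen in CCI maternal neurons alone 0.313. CCI offspring and sham neurons shared a further 2137 genes, sham and CCI maternal neurons 885, and CCI offspring and CCI maternal neurons 537. Detection varied from neuron to neuron: 5986 genes (27.6%) were above 0 in every neuron and 4451 (20.5%) in exactly 1. The number of genes per neuron was 12244, 13515 and 12725 in CCI offspring, 11397, 10956 and 10558 in CCI maternal mice, and 14861, 13862 and 13919 in sham mice. All 3 CCI maternal neurons thus listed fewer genes than any other neuron.

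**Figure D1:**
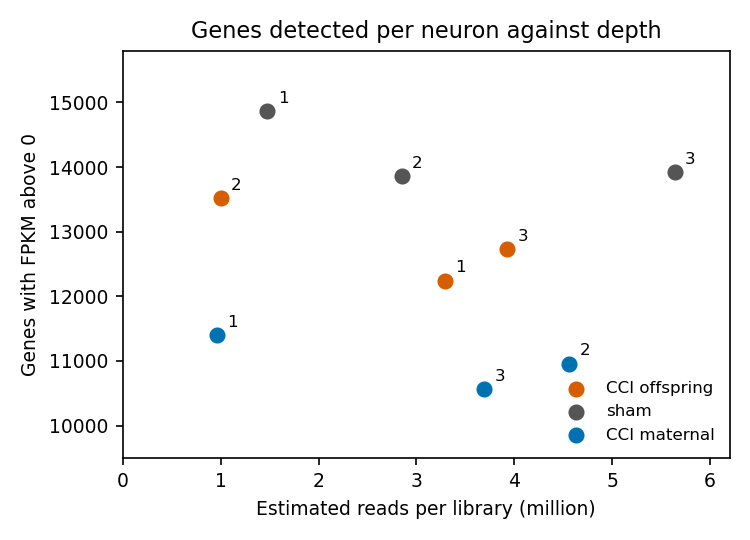
Genes with FPKM above 0 in each neuron (vertical axis) against the estimated reads of its library (horizontal axis), with 1 point per neuron colored by group. CCI maternal neuron 2 lists 10956 genes at 4560000 reads, and sham neuron 1 lists 14861 at 1480000.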

The profile of gene expression was significantly changed in CCI maternal and their offspring Glu^S1L2/3^ neurons (Fig. 6B). 

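Genes of ribosomal proteins stood higher in both CCI groups than in sham neurons, and nuclear genes of the respiratory chain lay near the upper limit of matched random lists. Of 75 measured genes of ribosomal proteins, 65 lay above sham in CCI offspring and 64 in CCI maternal mice, with median log2 ratios of 0.90 and 0.84 (the latter 0.56 without CCI maternal neuron 1). Rpl4, of the large ribosomal subunit, averaged 309 ± 99.3 FPKM in CCI offspring, 298 ± 15.7 in CCI maternal mice and 162 ± 66.7 in sham mice (mean ± SD, n = 3 neurons). Of 20 nuclear genes of the respiratory chain, 18 and 17 lay above sham, with medians of 0.62 (0.27 without CCI offspring neuron 1 and 0.38 without sham neuron 1) and 0.66 (0.40 without sham neuron 1), both at percentile 97.6. With every neuron rescaled to the same sum they were 0.40 and 0.41, and with means of logarithms the latter was 0.42. Cox8a, a subunit of cytochrome c oxidase, was at 1017, 519.6 and 699 FPKM in the CCI offspring neurons, 1654, 416 and 557 in the CCI maternal neurons and 258, 316 and 264 in the sham neurons. The 13 genes encoded by mitochondrial DNA had medians of 0.57, inside the range of matched lists, and 0.85. The first was 0.12 without sham neuron 3 and 1.603 without sham neuron 1. The second was -0.081 without CCI maternal neuron 1, 0.41 without sham neuron 3 and 1.78 without sham neuron 1, so neither is a steady difference. General markers of neurons, such as Rbfox3, had medians of -0.08 in CCI offspring (-0.18 to 0.29 with 1 neuron left out) and -0.30 in CCI maternal mice (-0.51 to -0.13), and markers of glutamatergic neurons 0.24 (-0.29 to 0.17) and -0.05 (-0.34 to 0.18). Layer markers gave -0.34 (-0.59 to -0.17) and -0.27 (-0.41 to -0.01) for the upper layers, -0.24 (-0.80 to 0.52) and 0.30 (-1.09 to 0.70) for layer 4, with 3 genes, and -0.59 (-0.76 to -0.24) and -0.23 (-0.90 to 0.29) for the deep layers. All of these medians lay within the range of matched lists. The deep layer list still differed between neurons in its summed FPKM. The sum was 1667 in CCI maternal neuron 1, where 4 of the 12 measured genes were highest, and at most 231 in any other neuron. The median of log2(FPKM + 1) over that list was 1.08 in CCI maternal neuron 1, within the sham neurons (0.27 to 1.72). Astrocyte, oligodendrocyte and interneuron markers stood higher in CCI maternal neurons as a group. Astrocyte markers had a median of 1.38 there (16 of 17 above sham) and 0.38 in CCI offspring (-0.11 without sham neuron 3 and 1.44 without sham neuron 1), oligodendrocyte markers 1.14 and -0.13 (0.53 without sham neuron 1), and markers of GABAergic interneurons 1.11 and -0.55 (-0.59 to -0.07 with 1 neuron left out). Without CCI maternal neuron 1 the astrocyte median was 0.02 and the oligodendrocyte median -0.85, and without CCI maternal neuron 3 the interneuron median was -0.22 (0.71 without sham neuron 3). With means of logarithms these 3 medians in CCI maternal mice were 0.85, 0.51 and 0.42, and without the genes of the paper's tables the last 2 were 0.63 and 0.26. Oligodendrocyte precursor markers gave -0.24 in CCI offspring (-0.41 to 0.07 with 1 neuron left out) and -0.41 in CCI maternal mice (-0.58 to 0.00), endothelial markers -0.09 (-0.30 to 0.13) and -0.30 (-0.87 to -0.08), and mural cell markers -0.05 (-0.31 to 0.35) and -0.33 (-0.46 to -0.20), all within the range of matched lists and near 0 FPKM in most neurons. With only genes of a mean of at least 1 FPKM, precursor markers turned to 0.89 in CCI offspring and 0.67 in CCI maternal mice. Endothelial markers then gave -1.27 and -0.97, and mural cell markers 0.03 and -2.53. Cd163 was the only measured marker of perivascular macrophages and was listed at 0 in every CCI neuron. As whole profiles, neurons of the same group were about as alike as neurons of different groups. Spearman's rho across genes had a median of 0.621 for pairs within a group (0.538 to 0.700) and 0.632 for pairs between groups (0.501 to 0.706). The difference was -0.0108, beside an SD of 0.0567 among pairs within groups. Pairs share neurons, so that SD describes their spread and is not the error of the difference. Genes are not independent replicates. Sham neuron 1 stood apart: its 8 pairs ranged from 0.501 to 0.559, below all other pairs (0.584 to 0.706). Without it the difference was 0.00773.

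**Figure D2:**
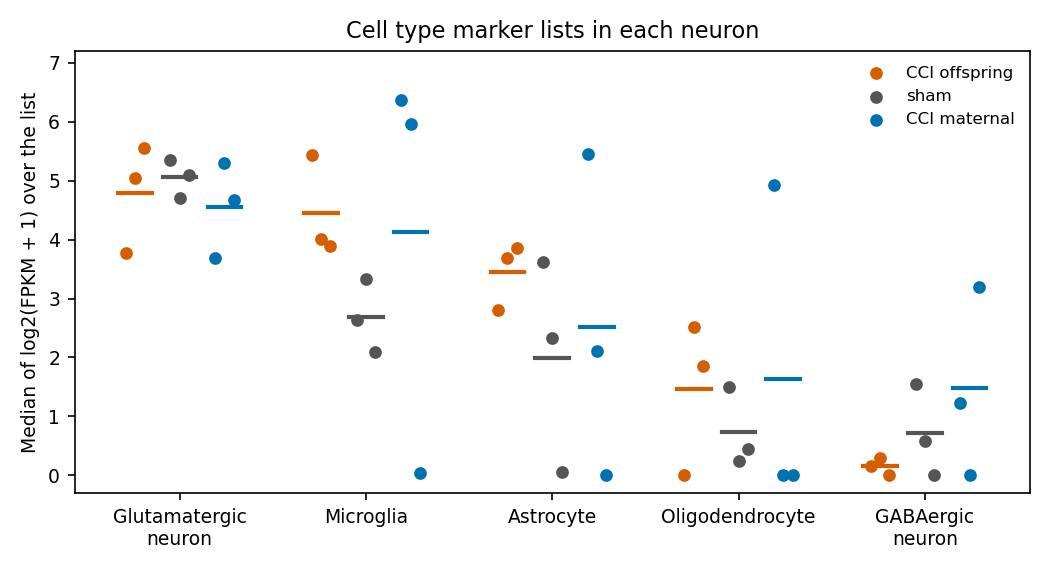
Median of log2(FPKM + 1) over the members of each marker list (vertical axis), with 1 point per neuron colored by group and a bar at the mean of its 3 neurons. Microglial markers stand higher in all CCI offspring neurons and in CCI maternal neurons 1 and 2 than in the sham neurons, and interneuron markers are highest in CCI maternal neuron 3.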

We found that 513 genes were misregulated in CCI offspring when compared with sham (≈2.43 %), of which 181 genes were upregulated and 332 genes were downregulated (Fig. 6C and Supplementary Table. 2–3). These differential genes were related to multiple molecular functions, such as immune response and action potential firing, in Gene Ontology (GO) terms (Supplementary Fig. 7B–E). 

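Some genes were present in every CCI offspring neuron and listed at 0 in every sham neuron. Mphosph6, which takes part in ribosomal RNA processing, was at 20.5, 14.2 and 16.4 FPKM in the CCI offspring neurons, and Rnaseh1, which cleaves the RNA strand of RNA-DNA hybrids, was at 5.85, 25.3 and 41.6. Aarsd1, an editing factor for mischarged alanine tRNA, was at 42.7, 9.52 and 29.9 FPKM against 0.717, 0.0930 and 0 in sham neurons (log2 ratio 4.48). In the other direction, Fads3, of the fatty acid desaturase family, was at 23.2, 13.4 and 11.9 FPKM in the sham neurons, and Rras, a small GTPase, was at 32.9, 10.0 and 4.31. Both were listed at 0 in all CCI offspring neurons. Pdyn, the precursor of dynorphin peptides, was also listed at 0 there and was at 1.06, 0.329 and 70.6 FPKM in the sham neurons, so its group mean rests on sham neuron 3. The transcript 2610524H06Rik was at 0.321, 1.05 and 0 FPKM in CCI offspring against 44.3, 19.6 and 29.2 in sham neurons, while CCI maternal neurons were at 15.4, 101 and 43.5. These genes were taken from those with the largest ratios, at least 10 FPKM in the higher group and no overlap between neurons of the 2 groups. Of 4723 genes with a mean of at least 10 FPKM over the 6 neurons, a filter that ignores the groups and was chosen after the data were seen, 401 were higher and 243 lower in every CCI offspring neuron than in every sham neuron. Together these are 13.6%, where the average over all splits of 6 neurons 3 against 3 would be 10%. Genes vary together within a neuron, so 1 split can depart from that average without an effect of the group. The shares of other splits were not computed. All 512 genes of the paper's lists that could be matched had the listed direction, although the lists were chosen on these same neurons and are not independent evidence. Low detection also differed between the groups: 4193 genes were above 0 in sham neurons and listed at 0 in all CCI offspring neurons, and 1833 the other way round.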

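Among immune and channel genes, those of cytokines and of pattern recognition had median ratios above the range of matched random lists in CCI offspring, but inside it without CCI offspring neuron 1. Complement, interferon response and ion channel genes lay within that range. Of 18 measured genes of cytokines, chemokines and their receptors, 16 lay above sham, with a median log2 ratio of 1.29 that was 0.20 without CCI offspring neuron 1. Ccl12, a monocyte-attracting chemokine, was at 5.07, 11.1 and 9.61 FPKM in the CCI offspring neurons and listed at 0 in the sham neurons. Of 17 genes of pattern recognition and NF-kB signalling, 11 lay above sham (median 0.84, or 0.33 without that neuron and 0.44 without neuron 3), and 2 of them were higher in every CCI offspring neuron than in every sham neuron. Among the 11 was Cd14, a co-receptor for bacterial lipopolysaccharide, at 164, 14.0 and 9.39 FPKM against 43.4, 13.6 and 0.338. Complement genes went both ways, with 5 of 11 above sham and a median of -0.02 (-0.46 to 0.32 with 1 neuron left out). C1qa, of the first complement component, averaged 405 ± 174 FPKM in CCI offspring and 127 ± 34.4 in sham mice (mean ± SD, n = 3 neurons), while Cfp, the complement factor properdin, was listed at 0 in CCI offspring. Interferon response genes had a median of 0.05 (10 of 19 above sham, -0.39 to 0.86 with 1 neuron left out). Markers of microglia, the immune cells of the brain, were also higher: 32 of 33 lay above sham, with a median of 1.58 and 16 of them higher in every CCI offspring neuron than in every sham neuron. Tmem119, a membrane protein of microglia, was at 93.9, 36.4 and 50.5 FPKM in the CCI offspring neurons and 0.524, 10.3 and 1.24 in the sham neurons. The microglia list took 1.49, 0.639 and 0.664% of all FPKM in the CCI offspring neurons and 0.284, 0.388 and 0.277% in the sham neurons. The paper lists 12 of the 33 as upregulated, chosen on these same neurons. Among channels that shape the action potential, 4 of 9 sodium channel genes (median -0.25), 11 of 31 potassium channel genes (-0.31) and 14 of 30 genes of calcium, HCN and TRP channels (-0.01) lay above sham. Their percentiles among matched lists were 22.2, 8.96 and 61.3, and with 1 neuron left out the medians ran from -0.39 to 0.02, -0.52 to -0.21 and -0.21 to 0.08. Trpm4, a calcium-activated cation channel, was listed at 0 in the CCI offspring neurons and was at 18.6, 7.10 and 2.42 FPKM in the sham neurons. Scn3b, a sodium channel beta subunit, averaged 3.07 ± 0.990 FPKM against 7.44 ± 1.90. Glutamate receptor genes had a median of -0.22 (-0.33 to -0.07 with 1 neuron left out), with Gria4, an AMPA receptor subunit, at 0.247, 10.7 and 11.8 FPKM against 53.0, 32.3 and 19.2, and GABA receptor genes a median of -0.07 (-0.32 to 0.21).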

Further validation of RNA-seq was conducted using real-time PCR for a randomly selected 15 genes in Glu^S1L2/3^ neurons sorted by fluorescence-activated cell sorting (FACS) (Supplementary Fig. 8). These quantifications of gene expression correlated well with the original RNA-seq (Fig. 6E). In addition, in CCI maternal mice, 571 genes were misregulated (145 upregulated and 426 downregulated) when compared with those of sham control mice (≈2.8 %) (Fig. 6D, and Supplementary Table. 4–5). 

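Among the 15 genes chosen for real-time PCR, 10 had higher and 5 lower mean FPKM in CCI offspring than in sham neurons, which are the RNA-seq values that the PCR was set against. Ccl4, a chemokine, was at 1806, 98.2 and 159.6 FPKM in the CCI offspring neurons and 136, 83.4 and 74.1 in the sham neurons, and Nfkbia, the inhibitor that holds NF-kB in the cytoplasm, at 404, 114 and 56.0 against 58.7, 54.7 and 51.5. Camk2n1, an inhibitor of CaMKII, averaged 219 ± 67.7 FPKM against 63.0 ± 14.9 (mean ± SD, n = 3 neurons, log2 ratio 1.78), and Epha4, an ephrin receptor, 30.4 ± 2.58 against 12.0 ± 2.42 (log2 ratio 1.27). Birc2, an inhibitor of apoptosis, was at 11.8, 13.9 and 3.79 FPKM against 0, 1.75 and 1.73, Lrrn1, a leucine-rich repeat membrane protein, at 8.39, 4.58 and 23.5 against 1.10, 0 and 0, and Adarb1, an RNA-editing adenosine deaminase, at 1.95, 7.55 and 8.27 against 1.13, 0.0293 and 2.21. Pcdhb9, a clustered protocadherin, was listed at 0 in CCI offspring neuron 2, with 5.08 and 17.5 FPKM in neurons 1 and 3. C1qb and Mafb complete the higher genes. Of the lower genes, Trpc6, a cation channel, was at 1.00, 11.9 and 16.5 FPKM in the CCI offspring neurons against 78.4, 45.4 and 33.6 in the sham neurons (log2 ratio -2.31). Unc13a, which primes synaptic vesicles for release, averaged 10.3 ± 5.09 against 29.2 ± 11.1 and Map2k2, a kinase of the ERK pathway, 8.47 ± 1.49 against 32.5 ± 19.4. Pdpk1 and Pik3r3, which act in PI3K signalling, had log2 ratios of -1.50 and -2.15. In all, 6 of the higher and 5 of the lower genes separated every CCI offspring neuron from every sham neuron. The genes were taken from the paper's list for these neurons, so their direction is not independent evidence. The median log2 ratio of the 15 genes was 1.71 in CCI offspring (1.11 without CCI offspring neuron 1) and 0.27 in CCI maternal neurons (0.00 to 0.36 with 1 neuron left out). The PCR values themselves were not analysed here.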

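Cytokine and microglial genes had the highest median ratios of the gene lists in CCI maternal neurons, carried by neurons 1 and 2. Of the microglial markers 31 lay above sham, with a median log2 ratio of 2.19, and the list took 2.07 and 1.85% of all FPKM in neurons 1 and 2 but 0.293% in neuron 3. The median of log2(FPKM + 1) over the list was 6.36 and 5.96 in neurons 1 and 2, 0.0499 in neuron 3, and 2.63, 3.33 and 2.09 in the sham neurons. Genes of cytokines, chemokines and their receptors had a median of 2.46 (13 of 18 above sham, 1.45 without neuron 1), and Il1a, the cytokine interleukin 1 alpha, was at 2335, 634 and 81.7 FPKM in the CCI maternal neurons and 7.88, 85.2 and 34.2 in the sham neurons. Complement genes had a median of 1.47 (8 of 11), with C1qc at 232, 96.7 and 0 FPKM against 16.0, 27.6 and 10.1, while genes of pattern recognition and NF-kB had 0.49 (-0.10 to 0.78 with 1 neuron left out, the lowest without neuron 2) and interferon response genes 0.32 (-0.24 without neuron 1 and -0.03 without neuron 3), both within the range of matched lists. With means of logarithms the medians were 1.36 for microglial, 1.59 for cytokine and 0.69 for complement genes. Aldh6a1, a mitochondrial enzyme of valine breakdown, was higher in every CCI maternal neuron, at 46.3, 27.9 and 40.5 FPKM against 0, 2.83 and 0.106. S100a13, a calcium-binding protein, was at 27.6, 82.7 and 7.57 FPKM against 0, 3.43 and 0, and Cmc1, an assembly factor of cytochrome c oxidase, at 30.8, 8.71 and 76.6 against 0, 4.16 and 0.150. Kcnj11, the pore of the ATP-sensitive potassium channel, was listed at 0 in the CCI maternal neurons and was at 39.2, 36.5 and 5.89 FPKM in the sham neurons. Globin genes of red blood cells had the lowest ratios, which rest on sham neuron 1, where Hbb-bs was at 538 FPKM against 6.87 and 7.36 in the other sham neurons. Channel genes lay lower more often than higher: 7 of 9 sodium channel genes (median -0.41), 22 of 31 potassium channel genes (-0.36) and 20 of 30 genes of calcium, HCN and TRP channels (-0.38), each within the central range of matched lists. These medians depend on single neurons: that of potassium channels was 0.003 without CCI maternal neuron 2 and -0.80 without neuron 3, and without sham neuron 1 that of sodium channels was -0.17 and that of calcium, HCN and TRP channels -0.12, or -0.68 without CCI maternal neuron 3 and -0.22 without sham neuron 3. Kcnc1, a fast-activating potassium channel, averaged 2.61 ± 1.34 FPKM against 12.9 ± 2.52 (mean ± SD, n = 3 neurons). Glutamate receptor genes had a median of -0.16 (-0.32 to -0.00 with 1 neuron left out) and GABA receptor genes -0.42, which was 0.007 without sham neuron 1, -0.24 without CCI maternal neuron 1 and -0.84 without CCI maternal neuron 3. Among markers of other cells, Gad2, an enzyme of GABA synthesis, was at 163 FPKM in neuron 3 and Mobp, a myelin protein, at 532 in neuron 1, against 13.5 and 0.0731 for Gad2 and 3.31 and 0 for Mobp in the other CCI maternal neurons. Npy, a neuropeptide of interneurons, was high in neurons 1 and 3, at 204, 0 and 221 FPKM in neurons 1 to 3. By the filter chosen after the data were seen, of 4865 genes with a mean of at least 10 FPKM over the 6 neurons, 339 were higher and 292 lower in every CCI maternal neuron than in every sham neuron. Together these are 13.0%, against an average of 10% over all such splits, from which 1 split can depart without an effect of the group. All 570 genes matched to the paper's lists had the listed direction, on the neurons that the lists were chosen from.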

Notably, 102 differentially expressed genes (33 upregulated and 69 downregulated) were identified in both CCI offspring and their maternal mice, and the direction of variation was consistent (Fig. 6F, G and Supplementary Table. 6–7); a randomly selected 10 genes of these 102 genes were verified by real-time PCR in Glu^S1L2/3^ neurons sorted by FACS (Fig. 6H, I).

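The 10 genes examined further show both patterns of the shared list. C1qb, of the first complement component, lies on chromosome 4 from 136880129 to 136886187 (mm10) and was at 713, 392 and 296 FPKM in the CCI offspring neurons, 1282, 736 and 158 in the CCI maternal neurons and 172, 135 and 169.9 in the sham neurons. Mafb, a transcription factor of macrophages and microglia, lies on chromosome 2 from 160363703 to 160367065 and was at 28.4, 8.01 and 1.36 FPKM in CCI offspring, 20.1, 23.3 and 30.5 in CCI maternal mice and 0.603, 0.104 and 0 in sham mice. Its highest value was thus in CCI maternal neuron 3. The median of log2(FPKM + 1) over the microglia list was 0.0499 in that neuron, below every sham neuron (2.09 to 3.33). Acaa2, a thiolase of mitochondrial fatty acid oxidation, was at 18.3, 10.5 and 41.8 FPKM in CCI offspring and 30.2, 14.5 and 0 in CCI maternal mice, and was listed at 0 in the sham neurons. The other 7 were lower, and 6 of them, Epha8, Flt1, Itm2a, Cpq, St18 and Tec, were listed at 0 in every CCI neuron. In the sham neurons Itm2a, an endothelial and lymphocyte membrane protein, was at 0, 31.0 and 13.8 FPKM, Cpq, a carboxypeptidase, at 45.7, 0 and 12.8, Epha8, an ephrin receptor, at 0.574, 5.28 and 9.59, and Tec, a tyrosine kinase, at 5.48, 1.26 and 1.38. St18, a zinc finger transcription factor, was at 6.03, 0.424 and 0 FPKM and Flt1, a VEGF receptor, at 1.83, 1.36 and 0.591. Mtfr1, a regulator of mitochondrial fission, was at 4.47, 10.00 and 1.36 FPKM in the sham neurons and above 0 in CCI maternal neuron 3 alone among the CCI neurons, at 0.366. The median log2 ratio of the 10 genes was -1.77 in each comparison, equal because the middle genes, Tec and St18, were listed at 0 in every CCI neuron. Its size depends on the pseudocount, with -4.65 in CCI offspring and -4.55 in CCI maternal neurons at 0.1, and on sham neuron 1, without which it was -1.10 in both. All 33 upregulated genes of the shared list, and all 68 downregulated genes in the copy of its table, had the same direction in both group means. Of the former, 11 were listed at 0 in every sham neuron and 9 were higher in every CCI neuron than in every sham neuron. Of the latter, 33 were listed at 0 in every CCI neuron and 38 were lower in every CCI neuron than in every sham neuron. Tmem119, Csf1r, Hexb, C1qa, C1qb and Mafb, all on the microglia list, are among the upregulated genes. Lists drawn independently from the 19778 genes detected in both comparisons would share 1.33 upregulated and 7.15 downregulated genes, but both comparisons use the same sham neurons, which links their ratios. Across genes the ratios of the comparisons correlated with Pearson's r of 0.502, and 100 random dealings of each gene's 9 values to the groups gave 0.500 on average (0.483 to 0.515). The covariance was 0.707 against 0.687 (0.653 to 0.716), and the share of genes with the same sign was 66.2% against 67.1% (66.4 to 67.7%). Each gene was dealt on its own, although genes vary together within a neuron. These ranges leave out that shared variation and are no test of the observed values. With 1 neuron left out, r ran from 0.418 to 0.596. The sham neurons are too few to split, so the part of the overlap that comes from sharing them was not separated. From the genes altered in both mothers and offspring, the paper draws the hint that maternal chronic pain would more likely act on patterns of transcription than on 1 candidate gene. It raises as a possibility that the dysfunction of these genes passes to the offspring, and it does not exclude that 1 gene, such as MeCP2, is important.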

To determine whether these differentially expressed genes were regulated by MeCP2, we used chromatin immunoprecipitation (ChIP) to assess MeCP2 across the gene promoters in S1^L2/3^ neurons sorted by FACS (Fig. 6J). We selected the 10 genes in Fig. 6F and 6 G as targets. We found that the level of MeCP2 binding to eight gene promoters, including *Eph receptor A8 (Epha8), integral membrane protein 2A (Itm2a), carboxypeptidase Q (Cpq), tec protein tyrosine kinase (Tec), suppression of tumorigenicity 18 (St18), mitochondrial fission regulator 1 (Mtfr1), complement component 1, q subcomponent, beta polypeptide (C1qb)*, and *v-maf musculoaponeurotic fibrosarcoma oncogene family, protein B (Mafb)*, were significantly increased in CCI maternal mice when compared with that of sham mice (Fig. 6K).

## 4. Discussion and conclusions

This study demonstrates MeCP2-mediated fine-control of neuronal maladaptive plasticity through which pain transgenerational transmission is generated. Central to this process is a molecular mechanism involving the upregulation of MeCP2 in Glu^S1L2/3^ neurons that increases neuronal activity in maternal mice under chronic pain conditions. These epigenetic tags are passed to the next generation, leading to pain sensitization in offspring. Continued efforts to determine how and when epigenetic-regulated gene function influences chronic pain phenotypes will provide insights into genetics-based pain diagnoses and preventive treatments, and individual-based pain management in terms of ‘heri-table’ non-genetic traits.

Increased risk of having pain in offspring of parents with chronic pain is suggestive of pain transgenerational transmission (Higgins et al., 2015; Hoftun et al., 2013; Klengel et al., 2016). Consistent with this notion, we found 35 of 54 offspring suffered from pain from 54 parents with chronic low back pain. Although this sample was limited, the rate (≈65 %) was higher than the reported pain heritability of 16–50 % (Hakim et al., 2003; Smith et al., 2011). The reason is likely due to different pain intensities in the experimental participants. In this study, the pain subjects, who have to be hospitalized, were recruited from a pain clinic, suffering from severe pain (more than five years). This may lead to the pain outcome being greater than those used in large-scale epidemiological studies. In animals, the offspring from maternal mice with chronic pain, but not paternal mice, displayed significant pain sensitization. This is consistent with human studies in that the prevalence of chronic pain was higher in women than in men (Bouhassira et al., 2008). Previous studies have found that the associations between parental chronic pain and psychological symptoms in children may depend on the sex and age of the child as well as parental sex (Kaasboll et al., 2012). For example, mothers with chronic pain report more physical and psychological problems than children of fathers with chronic pain (Higgins et al., 2015; Kaasboll et al., 2012), and girls seem to be more vulnerable to the influence of maternal pain (Stone and Wilson, 2016). This proposes that paternal germline effects, which could be produced under persistent pain conditions presented in the current study, are usually overridden by maternal effects (Curley et al., 2011). Thus, females are predicted to dynamically adjust their reproductive investment in response to environmental factors, with consequences for offspring brain and behavioral development (Curley et al., 2011). In particular, this pain phenotype was also exhibited in the second generation, suggesting that this effect could be termed a transgenerational transmission (Daxinger and Whitelaw, 2012; Grossniklaus et al., 2013). Due to the limited experimental amenability of studies in humans, this mouse model can provide a new platform to investigate the potential mechanism underlying the transgenerational transmission of chronic pain.

The primary somatosensory cortex, as a critical brain site in pain signal processing, is activated in patients with multiple types of chronic pain (Campbell and Meyer, 2006; Costigan et al., 2009; Vierck et al., 2013). In our human fMRI study, S1 was activated in chronic pain offspring as well, suggesting a shared brain area in both offspring and parental pathological pain. On a cellular level, the adaptive Glu^S1L2/3^ neuronal hyperactivity programmed by the chronic pain maternal lineage appears to be imprinted in their offspring. This could lead to spontaneous pain or sensitization to pain environments, such as inflammation and neural injury, in offspring. In addition, pain has been considered as an inherent stressor. It has been shown that maternal stress experience is a risk factor for fetal brain development, which often exhibits a sex bias (Jasarevic et al., 2018; Kim et al., 2017; Shin Yim et al., 2017). In this aspect, the molecular mechanism has been extensively investigated, but is still poorly understood. The evidence from the current study suggests that maternal Glu^S1L2/3^ neuronal im-printing reprogrammed by chronic pain is passed to the offspring and correlates to the pain phenotype.

Mutation-caused pain hypersensitivity is quite rare, which is incompatible with the high rate of pain in offspring (Crow et al., 2013; Diatchenko et al., 2007). Hence, we propose a hypothesis for an epigenetic mechanism of pain transgenerational transmission. MeCP2, as a transcriptional repressor or activator by recognizing epigenetic states (e.g., methylated DNA and chromatin conformation), plays a crucial role in the underlying pathogenesis of chronic pain (Chahrour et al., 2008; Na and Monteggia, 2011). A previous study has shown that 75 % of MeCP2-caused Rett Syndrome patients have an abnormal pain response (Downs et al., 2010). In animal pain models, the current study also demonstrates that Glu^S1L2/3^ neuronal MeCP2 is both necessary and sufficient for the transgenerational transmission of pain. Our data have not yet supported a germline passage of epigenetic modification. It is equally possible that maternal chronic pain may change the development of the female offspring, leading to chronic pain manifestation; since the offspring have chronic pain, their chronic pain factors can again pass to the next generation. This could mimic chronic visceral pain that develops developmental after neonatal insults, except that such insults are delivered from mothers with chronic pain. This can also explain why paternal factors have less impact on offspring.

Given that dysfunction of MeCP2 alters synaptic plasticity, an immediate question is which and how these genes were involved. We found that 102 genes in the Glu^S1L2/3^ neuronal transcriptional profiles are simultaneously changed in both maternal and offspring mice with pain compared with their controls. This suggests that maternal chronic pain would more likely affect transcriptional patterns, rather than a single candidate gene. This raises the possibility that these pain-related genes for pain regulation were conserved, and their dysfunction would be passed to offspring. Although the role of these genes was not extensively investigated in the current study, previous studies have shown that many of these genes such as the typical pain-related genes *C1qb*, *Tec*, *Cpq*, *Epha* and *Mafb* modulate synaptic plasticity and pain behaviors (Tozaki-Saitoh et al., 2018; Vasileiou et al., 2013; Wang et al., 2009; Yang et al., 2018; Zorina-Lichtenwalter et al., 2016). Among these genes, the MeCP2 binding pattern on their promoters is changed under persistent pain conditions. It is generally thought that for most genes, an epigenetic “clean slate” is started after conception by total reprogramming, whereas a small minority of genes possesses epigenetic tags, such as DNA methylation and histone modification, surviving the reprogramming process (Kanherkar et al., 2014). Thus, the maternal germline epigenetic changes on a population of gene transcriptional zones have been proposed to be possibly inherited in the F2 generation in multiple species (Grossniklaus et al., 2013; Heard and Martienssen, 2014). Supporting this notion, our data from single-cell RNA-seq and ChIP further demonstrate the roles of these MeCP2-medited pain-related genes. Certainly, we cannot exclude the importance of a single gene in the transgenerational transmission of pain, such as the *MeCP2* gene itself.

## Supplementary Material

Supplementary Files

Supplementary Video 1

Supplementary Video 2

## Figures and Tables

**Fig. 1.**
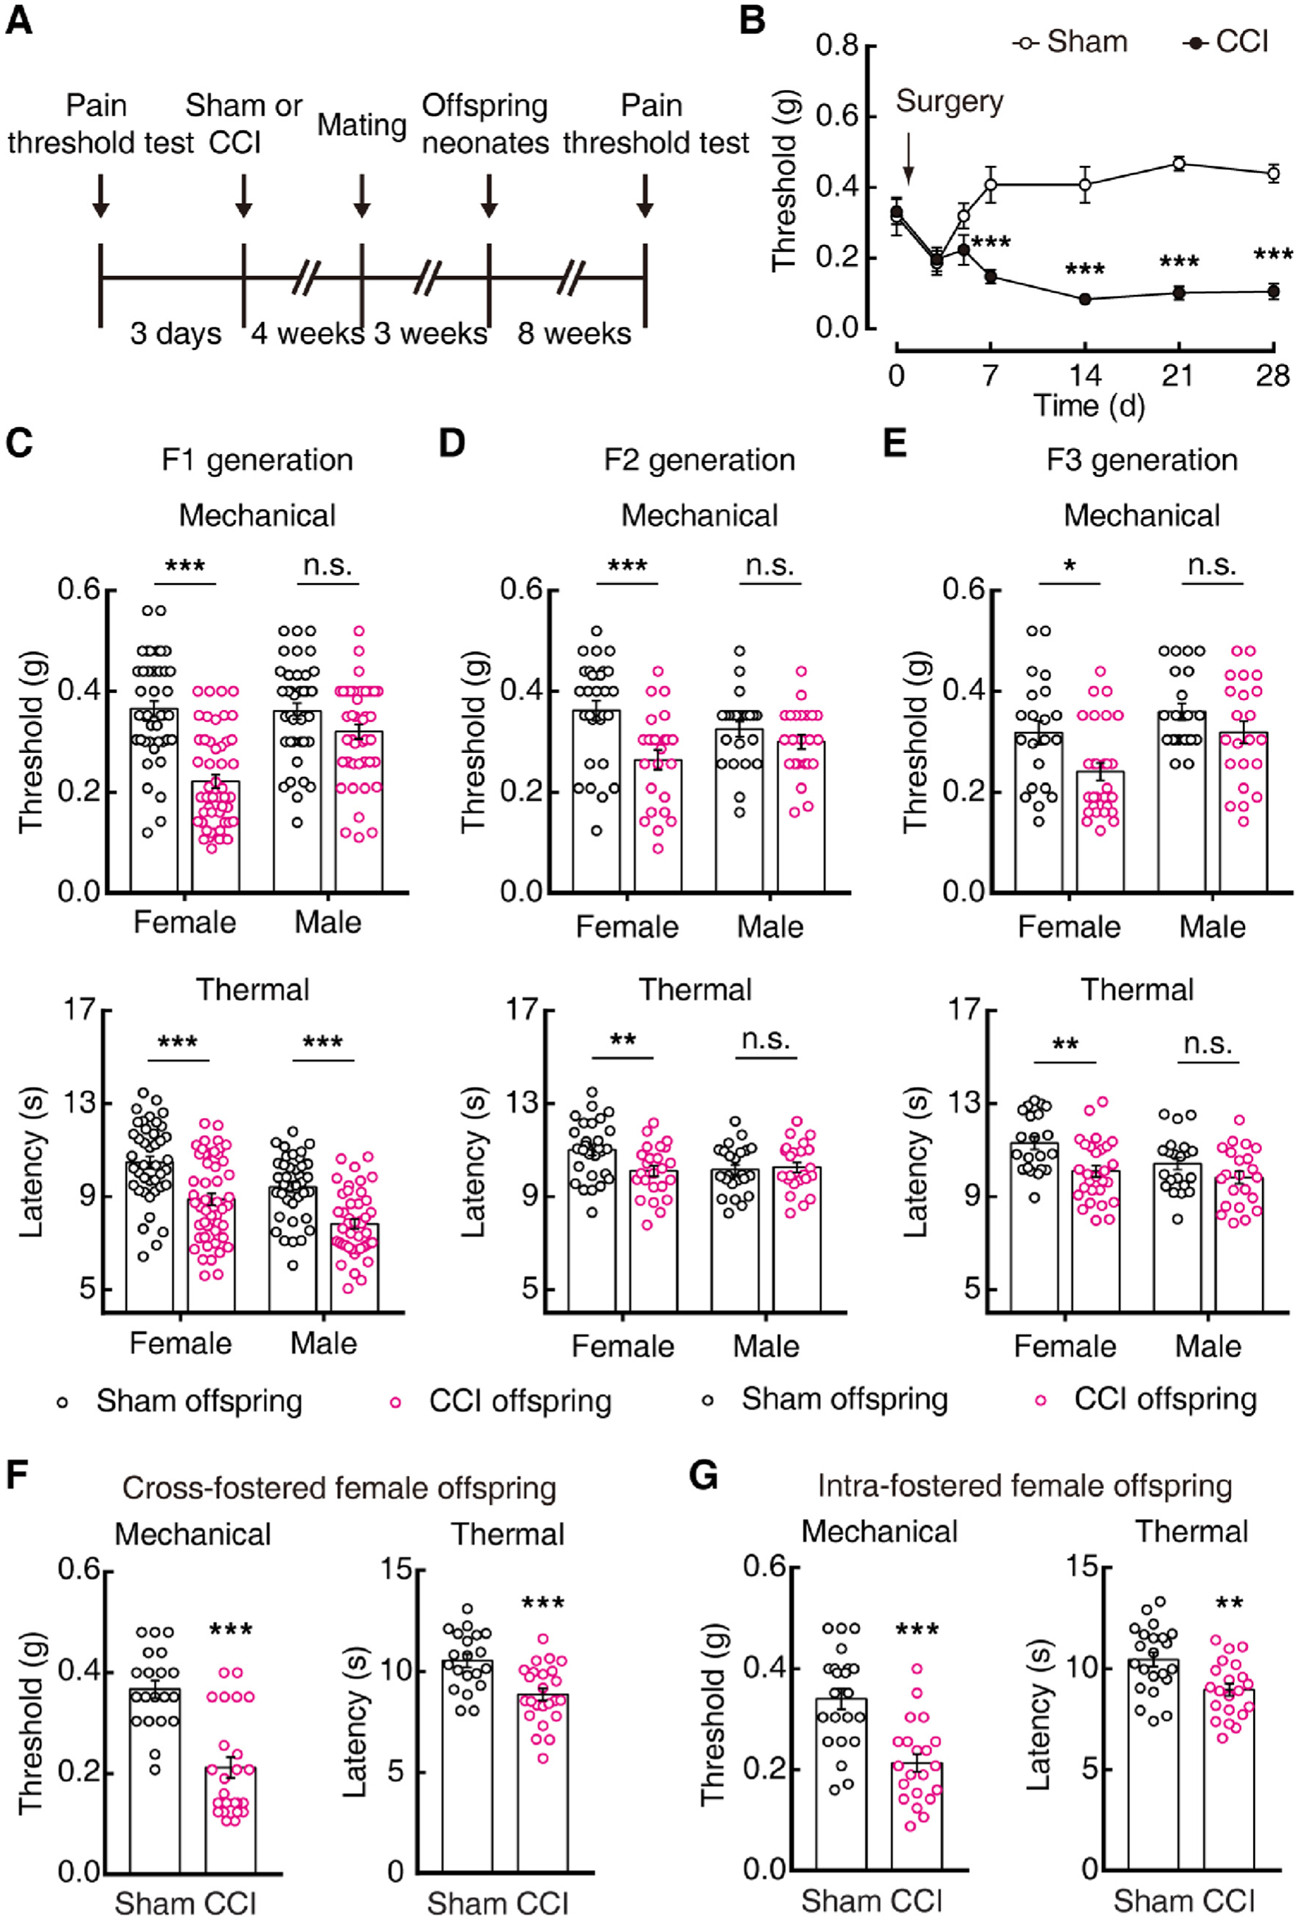
Maternal-persistent pain elicits pain hypersensitivity in female offspring. (A) Experimental timeline of mouse-breeding scheme. (B) Time course of CCI-induced sensory pain in female mice. (C–E) The threshold of mechanical (up) and thermal (down) pain in female and male mice of the first filial generation (F1) (C: sham offspring, n = 41 females and 38 males; CCI offspring, n = 50 females and 44 males. two-way ANOVA, mechanical, interaction *F*_(1, 169)_ = 11.89, *P* < 0.001; thermal, interaction *F*_(1, 169)_ = 0.0002, *P* = 0.988), second filial generation (F2) (D: sham offspring, n = 28 females and 23 males; CCI offspring, n = 24 females and 23 males. two-way ANOVA, mechanical, interaction *F*_(1, 94)_ = 4.249, *P* = 0.042; thermal, interaction F *F*_(1, 94)_ = 4.949, *P* = 0.029) and third filial generation (E: sham offspring, n = 21 females and 21 males; CCI offspring, n = 28 females and 22 males. two-way ANOVA, mechanical, interaction *F*_(1, 88)_ = 0.843, *P* = 0.361; thermal, interaction *F*_(1, 88)_ = 1.307, *P* = 0.256) from sham and CCI maternal mice. (F) Pain threshold of cross-fed F1 female offspring from sham and CCI mice. (G) Pain threshold of F1 female mice internally bred by foster mothers. Data are presented as mean ± SEM. For statistical analyses, see Supplementary Table 9. n.s., not significant; *P < 0.05, **P < 0.01, ***P < 0.001.

**Fig. 2.**
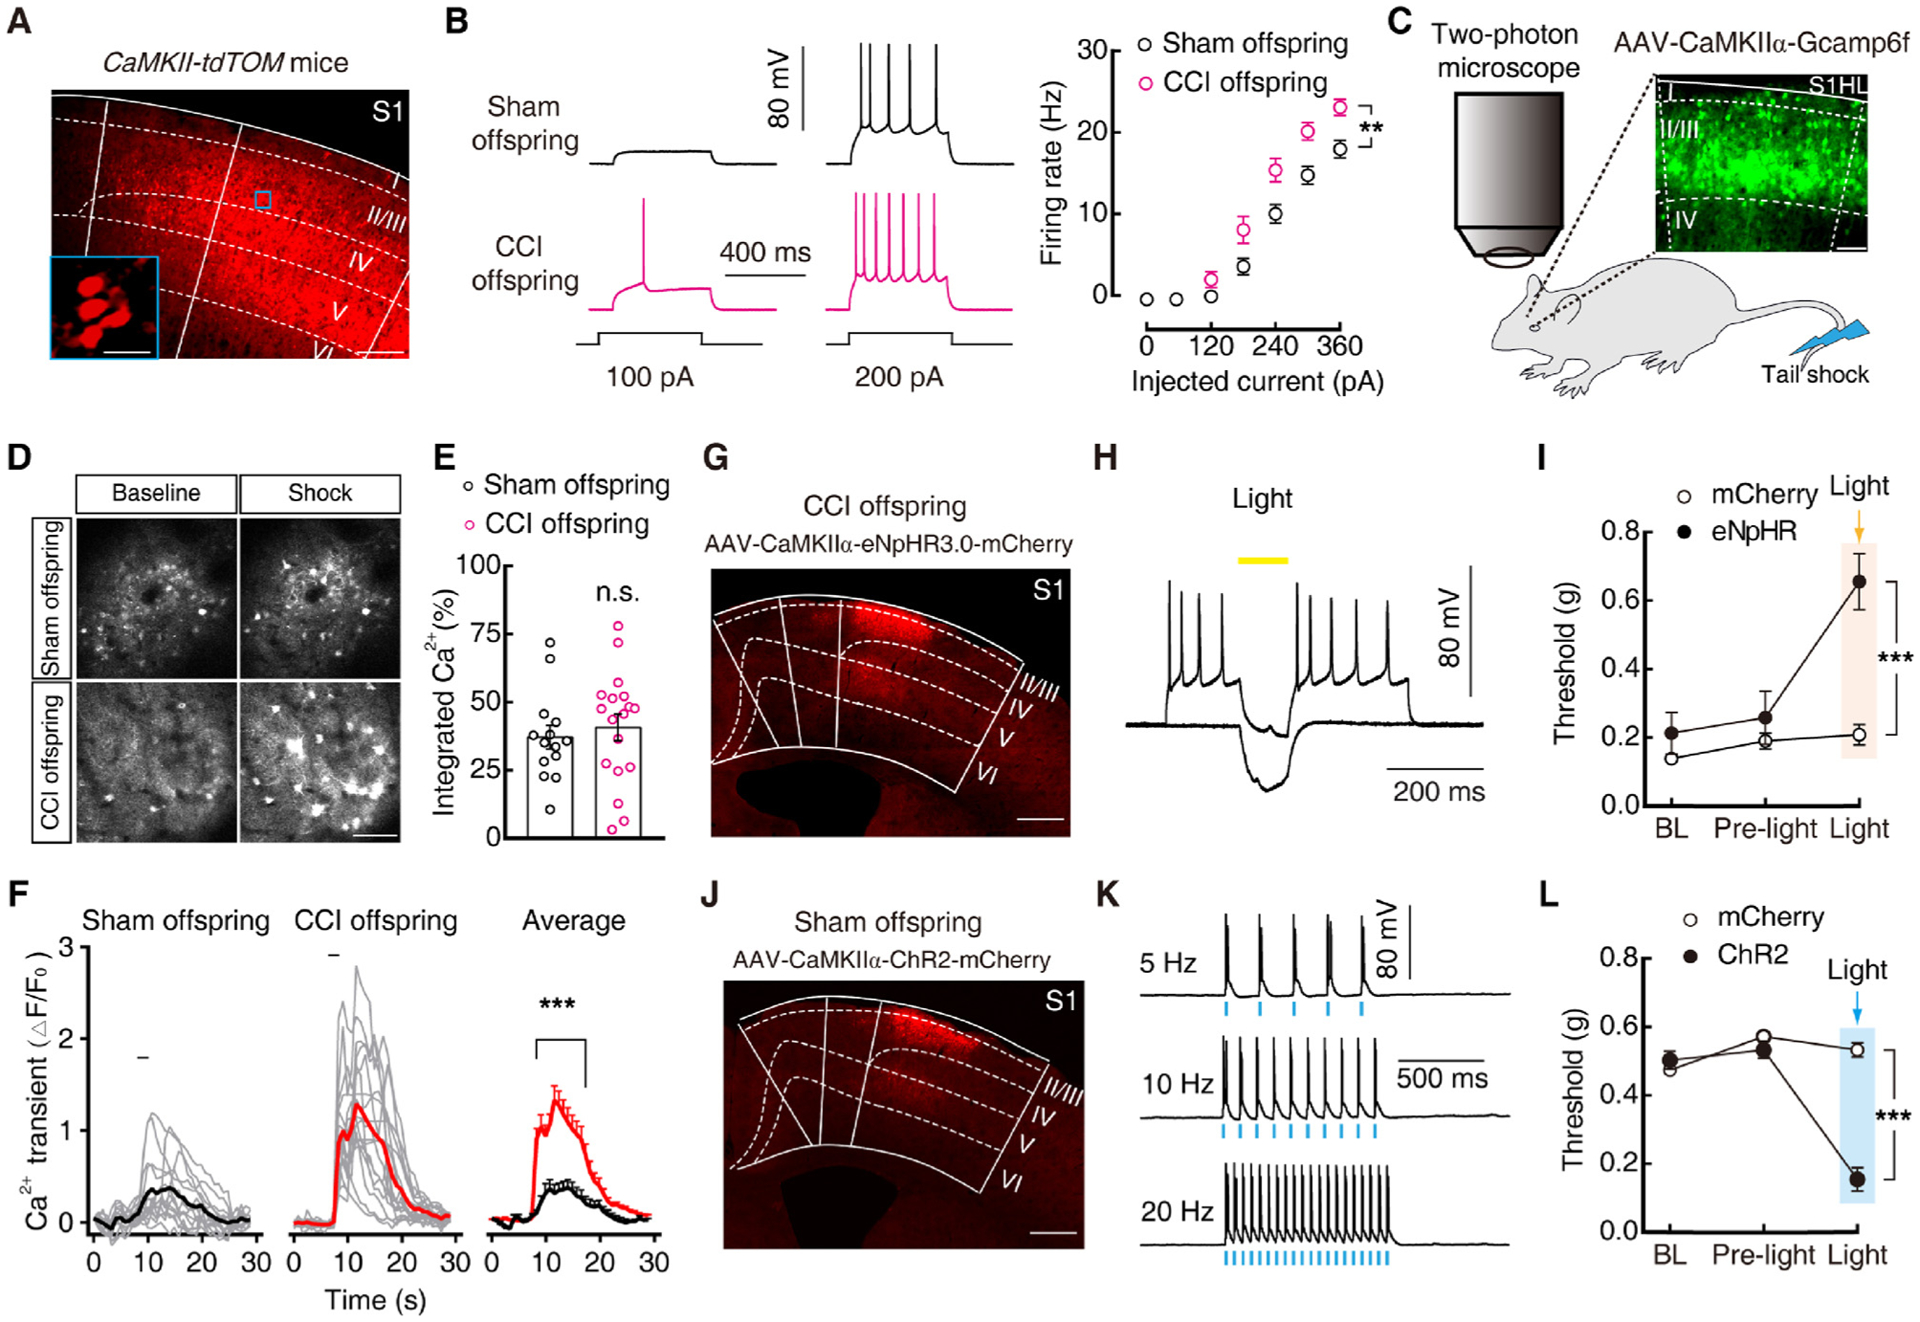
Increased Glu^S1L2/3^ neuronal activity is required for pain hypersensitivity in CCI offspring. (A) Confocal images of Glu^S1L2/3^ neurons from a CaMKII-tdTOM mouse. The blue box depicts the area shown in the boxes of the S1^L2/3^. Scale bars: 100 μm (right) and 20 μm (left). (B) Sample traces (left) and statistical data (right) for action potential firings recorded from S1^L2/3^ tdTOM-expressing neurons in sham and CCI offspring. (C) Schematic paradigm of the *in vivo* two-photon calcium imaging, and a representative image of the S1^L2/3^ two weeks after AAV-CaMKIIα-GCaMP6f injection. Scale bar: 50 μm. (D) Representative *in vivo* S1 calcium images showing AAV-CaMKIIα-GCaMP6f-expressing neurons during rest and evoked by 2 s tail shock in sham and CCI offspring. Scale bar: 50 μm. (E) Average total integrated Ca^2+^ activity of Glu^S1L2/3^ neurons over 10 s before tail shock stimuli. (F) Time course of the amplitude of the calcium transients evoked by shock (0.1 mA) applied to the base of the tail from sham offspring and CCI offspring mice. Each trace is a response from a single GCaMP6f-expressing neuron. All data for calcium transients are expressed as the fold of baseline calcium transient (ΔF/F_0_). Black bars indicate when stimuli were applied. (G) Illustration of viral injection of AAV-CaMKIIα-eNpHR3.0-mCherry in the S1^L2/3^ of CCI offspring. Scale bar, 500 μm. (H) Representative traces of currents from AAV-CaMKIIα-eNpHR3.0-mCherry-expressing neurons evoked by photostimulation (594 nm) in the S1 slice. (I) Effects of photostimulation (594 nm) in the S1^L2/3^ on pain threshold in CCI offspring with S1^L2/3^ infusion of AAV-CaMKIIα-mCherry (mCherry) or AAV-CaMKIIα-eNpHR3.0-mCherry (eNpHR). (J) Representative images of viral expression of AAV-CaMKIIα-ChR2-mCherry in the S1^L2/3^ of sham offspring. Scale bar, 500 μm. (K) Sample traces of action potentials evoked by 473 nm light (blue bars) recorded from S1^L2/3^ AAV-CaMKIIα-eNpHR3.0-mCherry-expressing neurons in the S1 slice. (L) Behavioral effects of photostimulation (473 nm) in the S1^L2/3^ of mice with S1^L2/3^ infusion of AAV-CaMKIIα-mCherry (mCherry) or AAV-CaMKIIα-ChR2-mCherry (ChR2) on pain threshold. Data are presented as mean ± SEM. For statistical analyses, see Supplementary Table 9. n.s., not significant; **P < 0.01, ***P < 0.001.

**Fig. 3.**
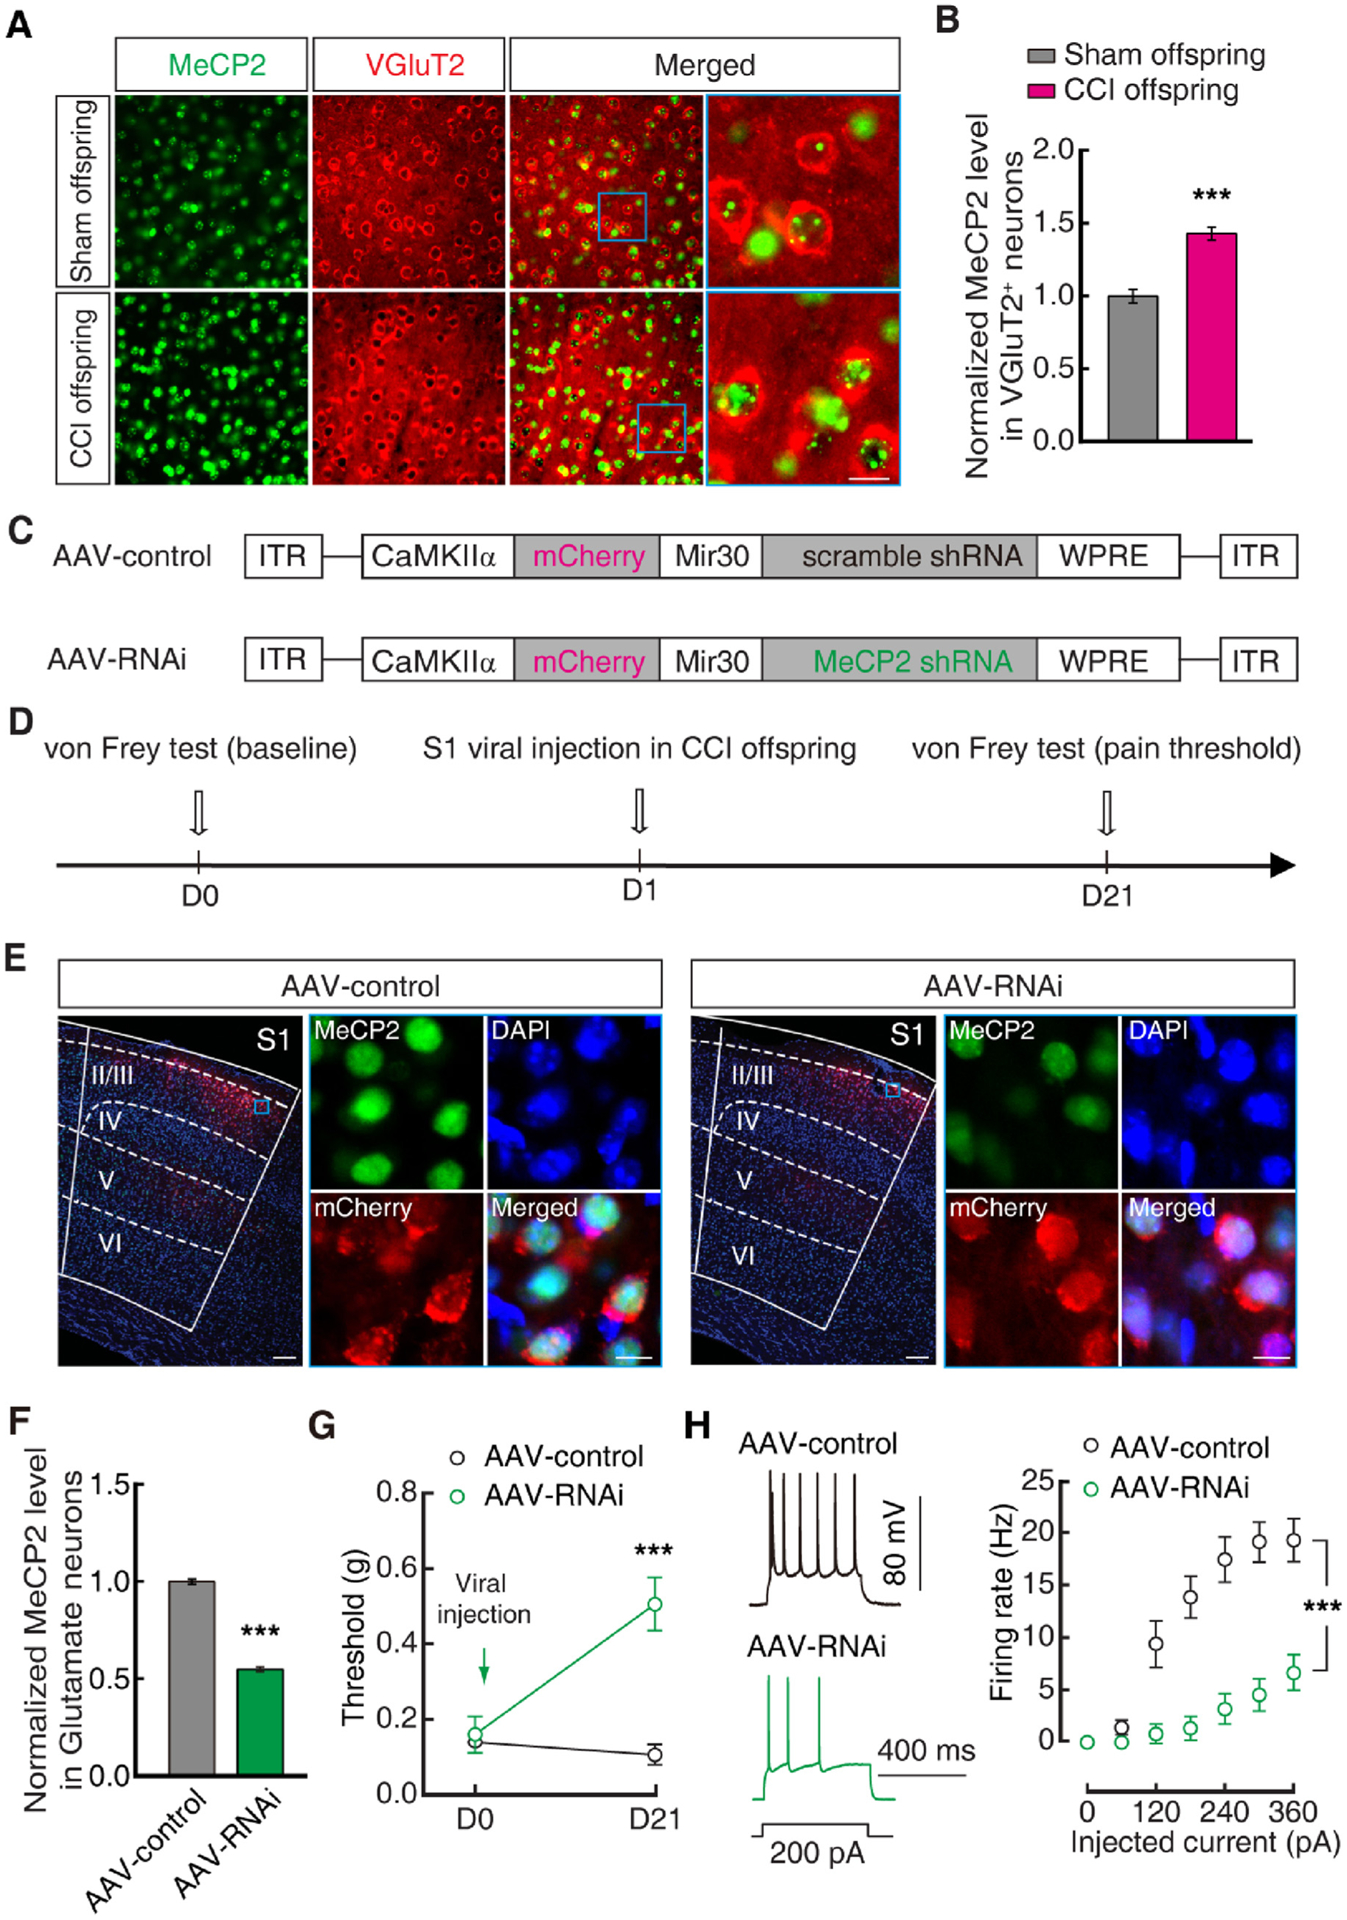
Knockdown of Glu^S1L2/3^ neuronal MeCP2 reduces pain hypersensitivity in offspring. (A) Fluorescent images showing S1^L2/3^ sections from sham and CCI offspring stained for MeCP2 (green) and VGluT2 (red). Scale bar: 10 μm. (B) Statistical data of MeCP2 levels in Glu^S1L2/3^ normalized to sham control. (C) Schematics of AAV vectors engineered to express a control construct (top) or RNAi (bottom) form of MeCP2. ITR, inverted terminal repeats; CaMKIIα, *α-calcium*/*calmodulin-dependent protein kinase II* promoter; Mir30, microRNA; WPRE, woodchuck hepatitis virus posttranscriptional regulatory element. (D) Experimental paradigm for behavioral testing of CCI offspring after S1^L2/3^ viral injection. (E and F) Fluorescent images (E) and statistical data (F) of MeCP2 levels in Glu^S1L2/3^ neurons three weeks after S1^L2/3^ infusion of AAV-control or AAV-RNAi injection in CCI offspring. Data were normalized to AAV-control. Scale bars: 100 μm (left), 10 μm (right). The blue boxes depict the area shown in the boxes of the S1^L2/3^. (G and H) Effects of S1^L2/3^ infusion of AAV-control or AAV-RNAi in CCI offspring on pain behavior (G) and Glu^S1L2/3^ neuronal action potential firings (H). Data are presented as mean ± SEM. For statistical analyses, see Supplementary Table 9. ***P < 0.001.

**Fig. 4.**
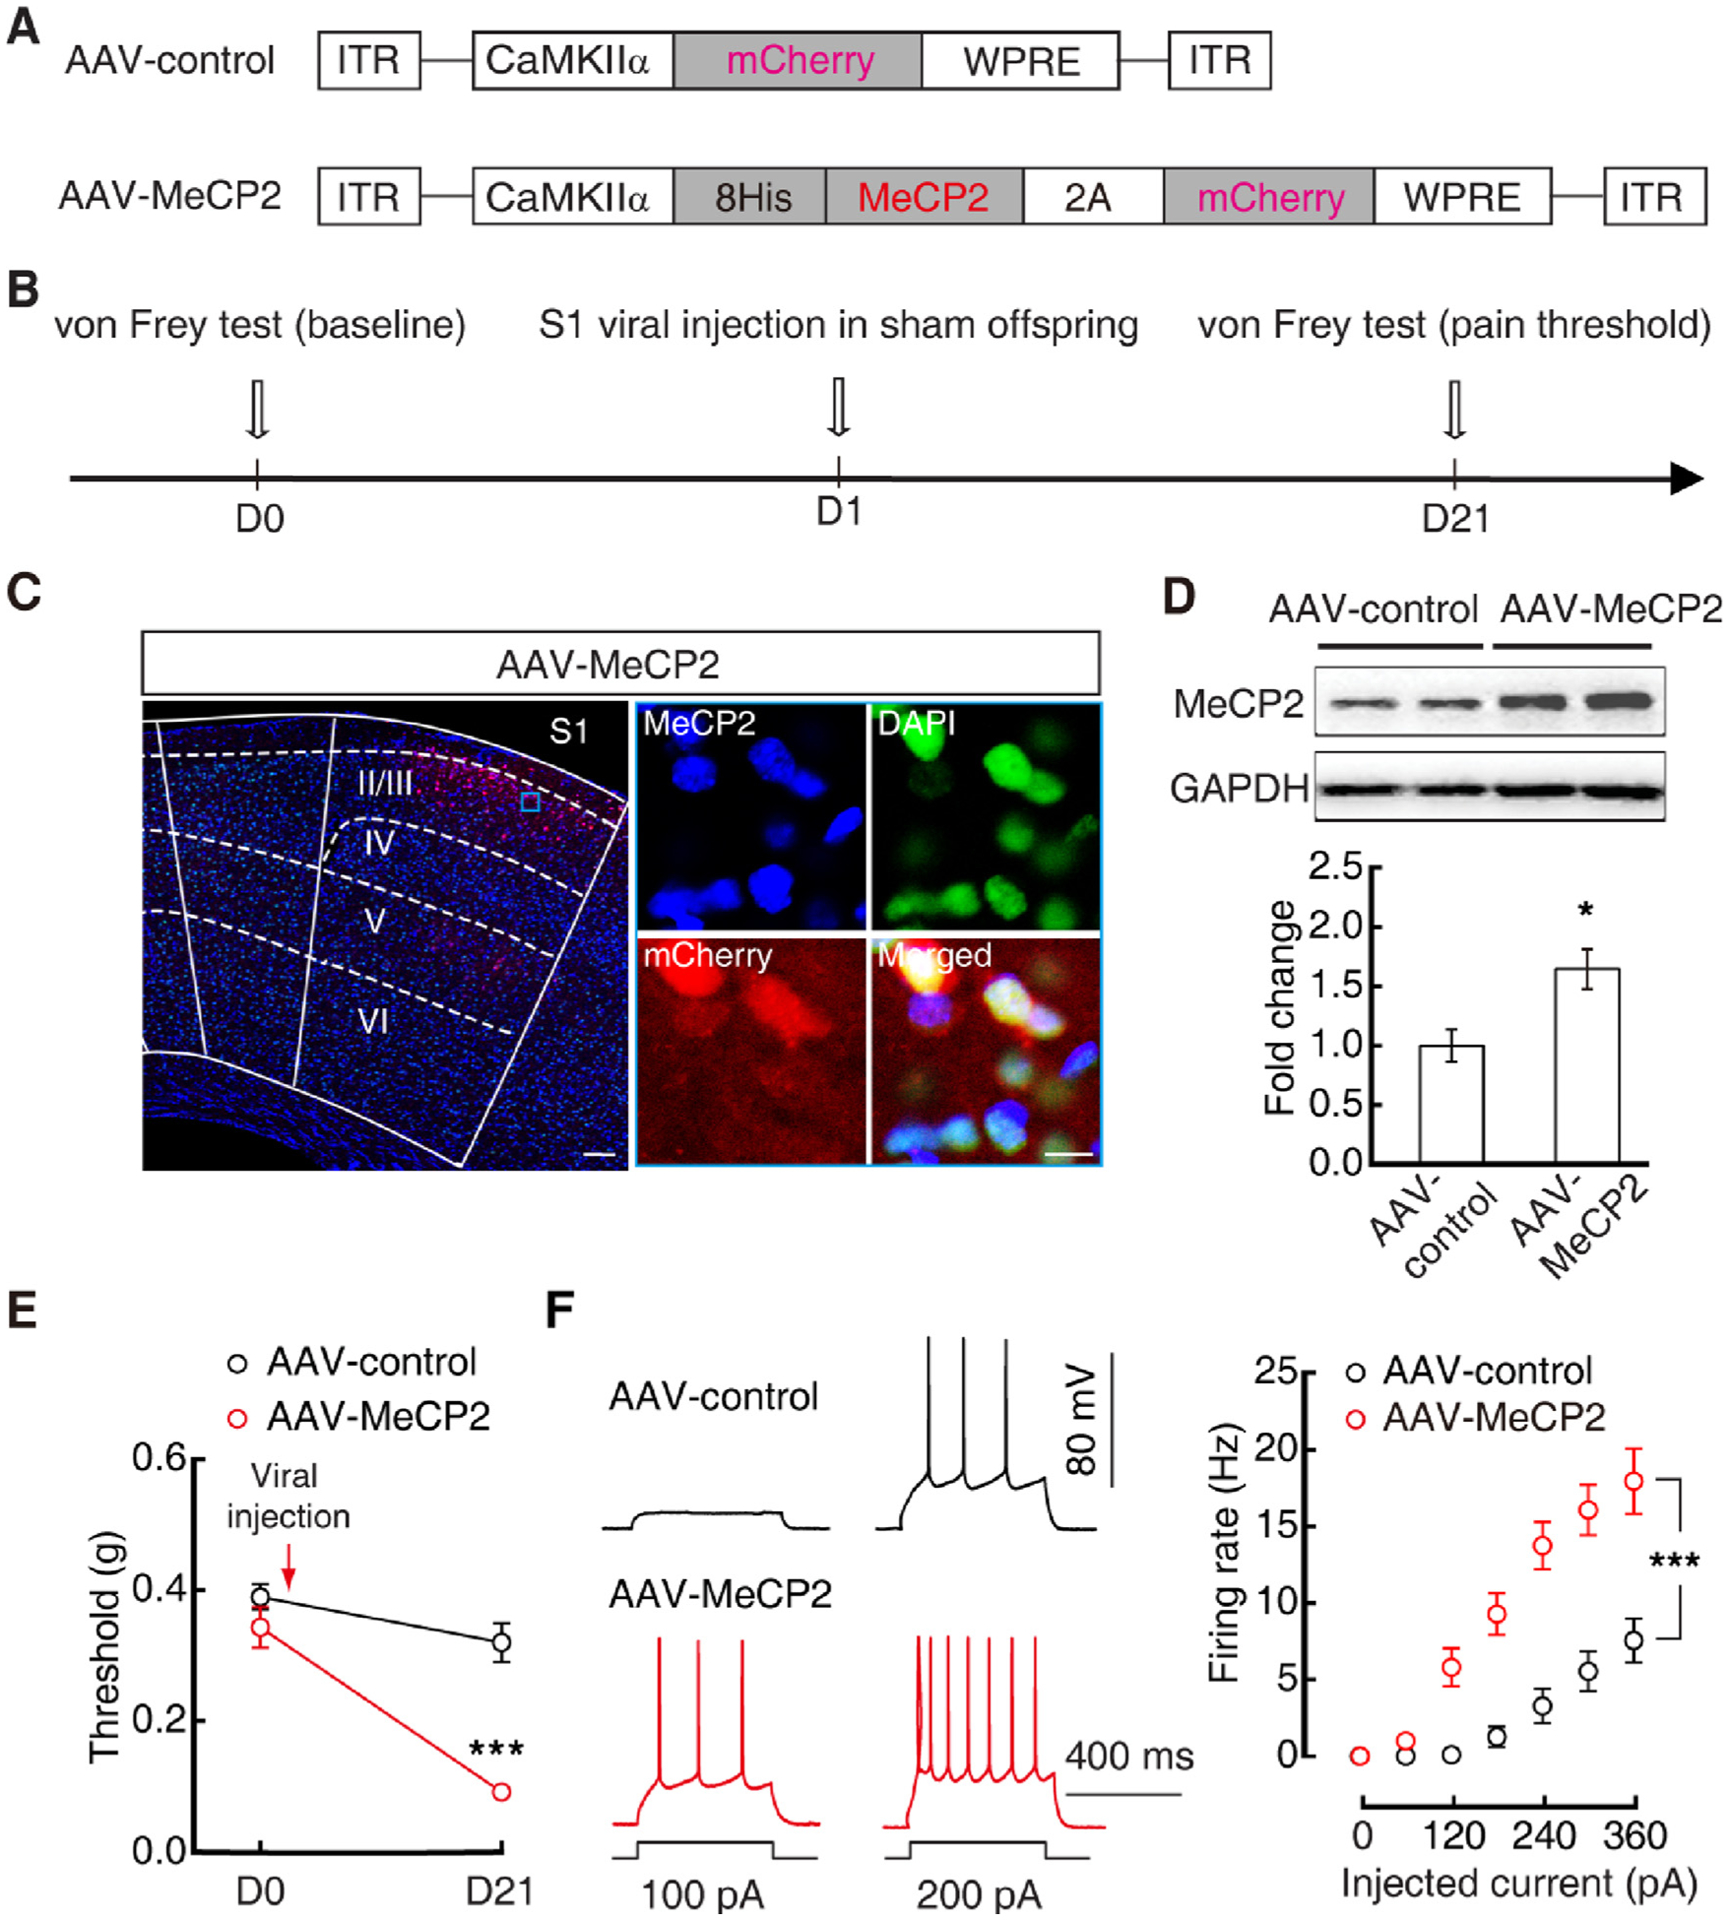
Overexpression of MeCP2 in Glu^S1L2/3^ neurons increases pain hypersensitivity in sham mice. (A) Schematics of AAV vectors engineered to overexpress a control construct or MeCP2. 2A: viral 2A linker peptide allowing translation of multiple unfused proteins. (B) Experimental paradigm for behavioral test and viral injection on sham offspring. (C) Fluorescent images of S1^L2/3^ AAV-MeCP2 expression. Scale bars: 100 μm (left), 10 μm (right). (D) Western blots (top) and statistical data (bottom) of MeCP2 protein levels in S1^L2/3^ neurons sorted by FACS from sham offspring three weeks after S1^L2/3^ injection of AAV-control or AAV-MeCP2. Protein levels were normalized to AAV-control mice. (E and F) Effects of S1^L2/3^ injection of AAV-control or AAV-MeCP2 in sham offspring on pain behavior (E) and Glu^S1L2/3^ neuronal action potential firings (F). Data are presented as mean ± SEM. For statistical analyses, see Supplementary Table 9. *P < 0.05, ***P < 0.001.

**Fig. 5.**
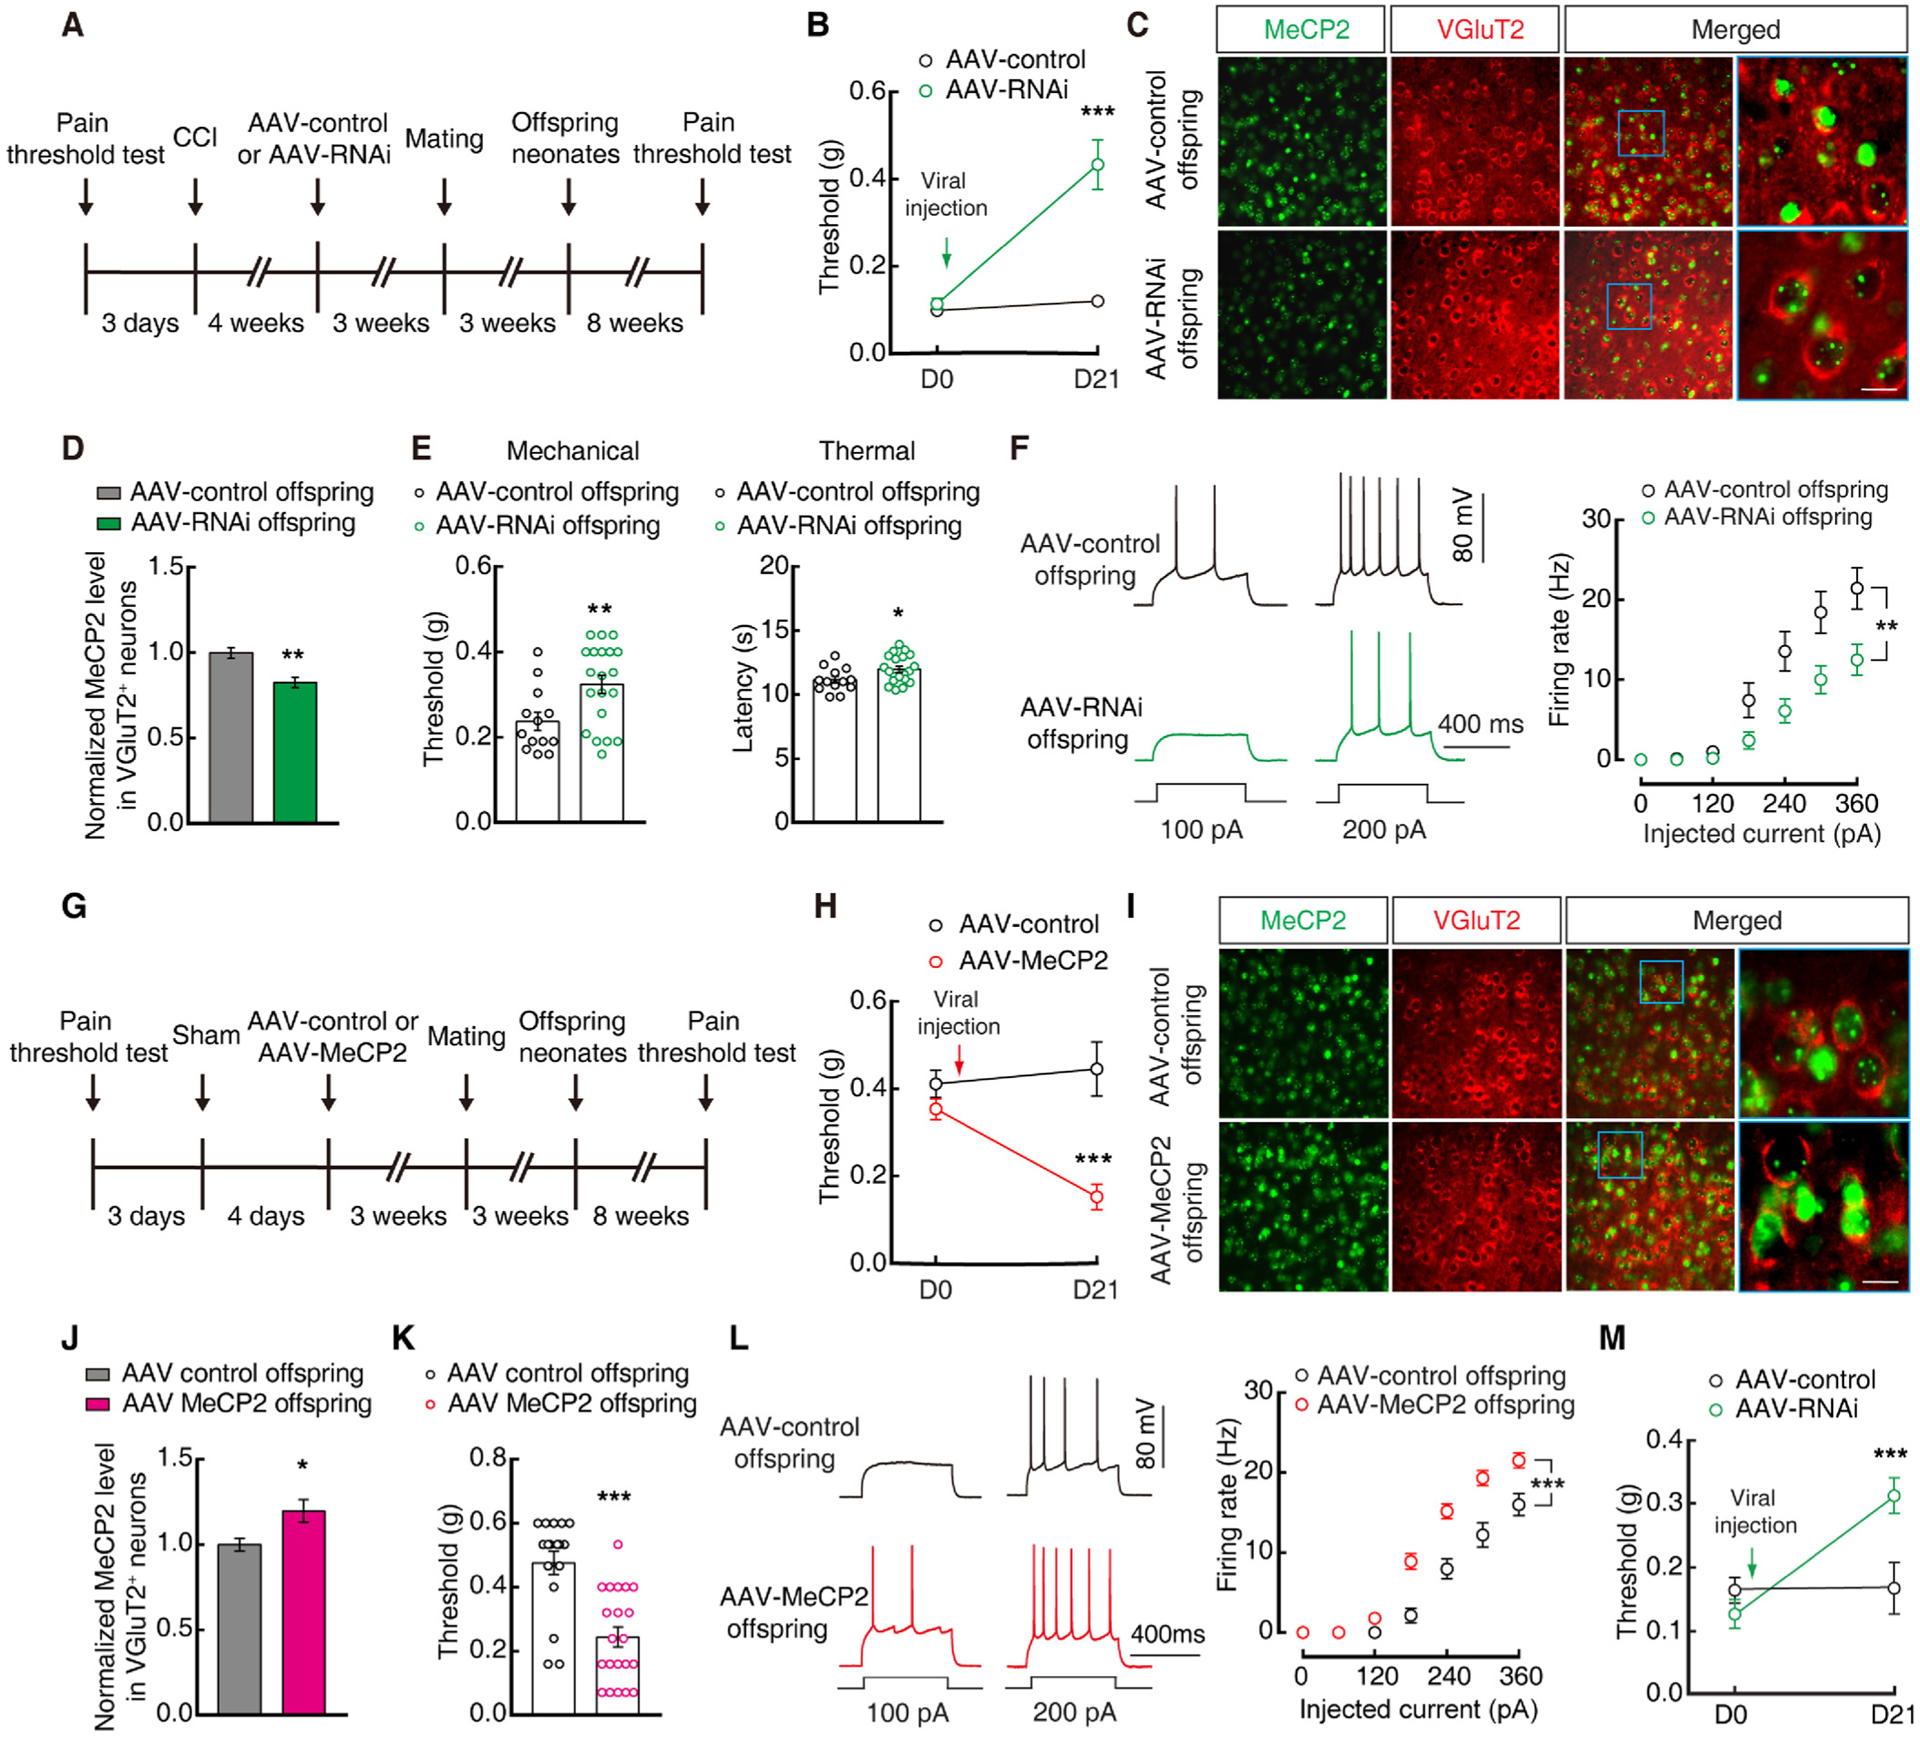
Maternal Glu^S1L2/3^ neuronal MeCP2 controls pain hypersensitivity in offspring. (A) Experimental timeline of breeding scheme. (B) Pain threshold of maternal mice with S1^L2/3^ infusion of AAV-control or AAV-RNAi. (C and D) Fluorescence images of MeCP2 expression (C) and statistical data (D) in Glu ^S1L2/3^ neurons in offspring from CCI maternal mice with S1^L2/3^ infusion of AAV-control or AAV-RNAi. Scale bar: 10 μm. (E and F) Pain threshold (E) and Glu^S1L2/3^ neuronal action potential firings (F) in offspring from CCI maternal mice with S1^L2/3^ infusion of AAV-control or AAV-RNAi. (G) Experimental timeline of breeding scheme. (H) Pain threshold of maternal mice with S1^L2/3^ infusion of AAV-MeCP2 or AAV-control. (I and J) Fluorescent images of MeCP2 expression (I) and statistical data (J) in Glu^S1L2/3^ neurons in offspring from sham maternal mice with S1^L2/3^ infusion of AAV-control or AAV-MeCP2. Scale bar: 10 μm. (K and L) Pain threshold (K) and Glu^S1L2/3^ neuronal action potential firings (L) in offspring from sham maternal mice with S1^L2/3^ infusion of AAV-control or AAV-MeCP2. (M) Pain threshold of offspring with S1^L2/3^ infusion of AAV-control or AAV-RNAi. These offspring were from sham maternal mice with S1^L2/3^ infusion of AAV-MeCP2. The blue boxes depict the area shown in the boxes of the S1^L2/3^. Data are presented as mean ± SEM. For statistical analyses, see Supplementary Table 9. *P < 0.05, **P < 0.01, ***P < 0.001.

**Fig. 6.**
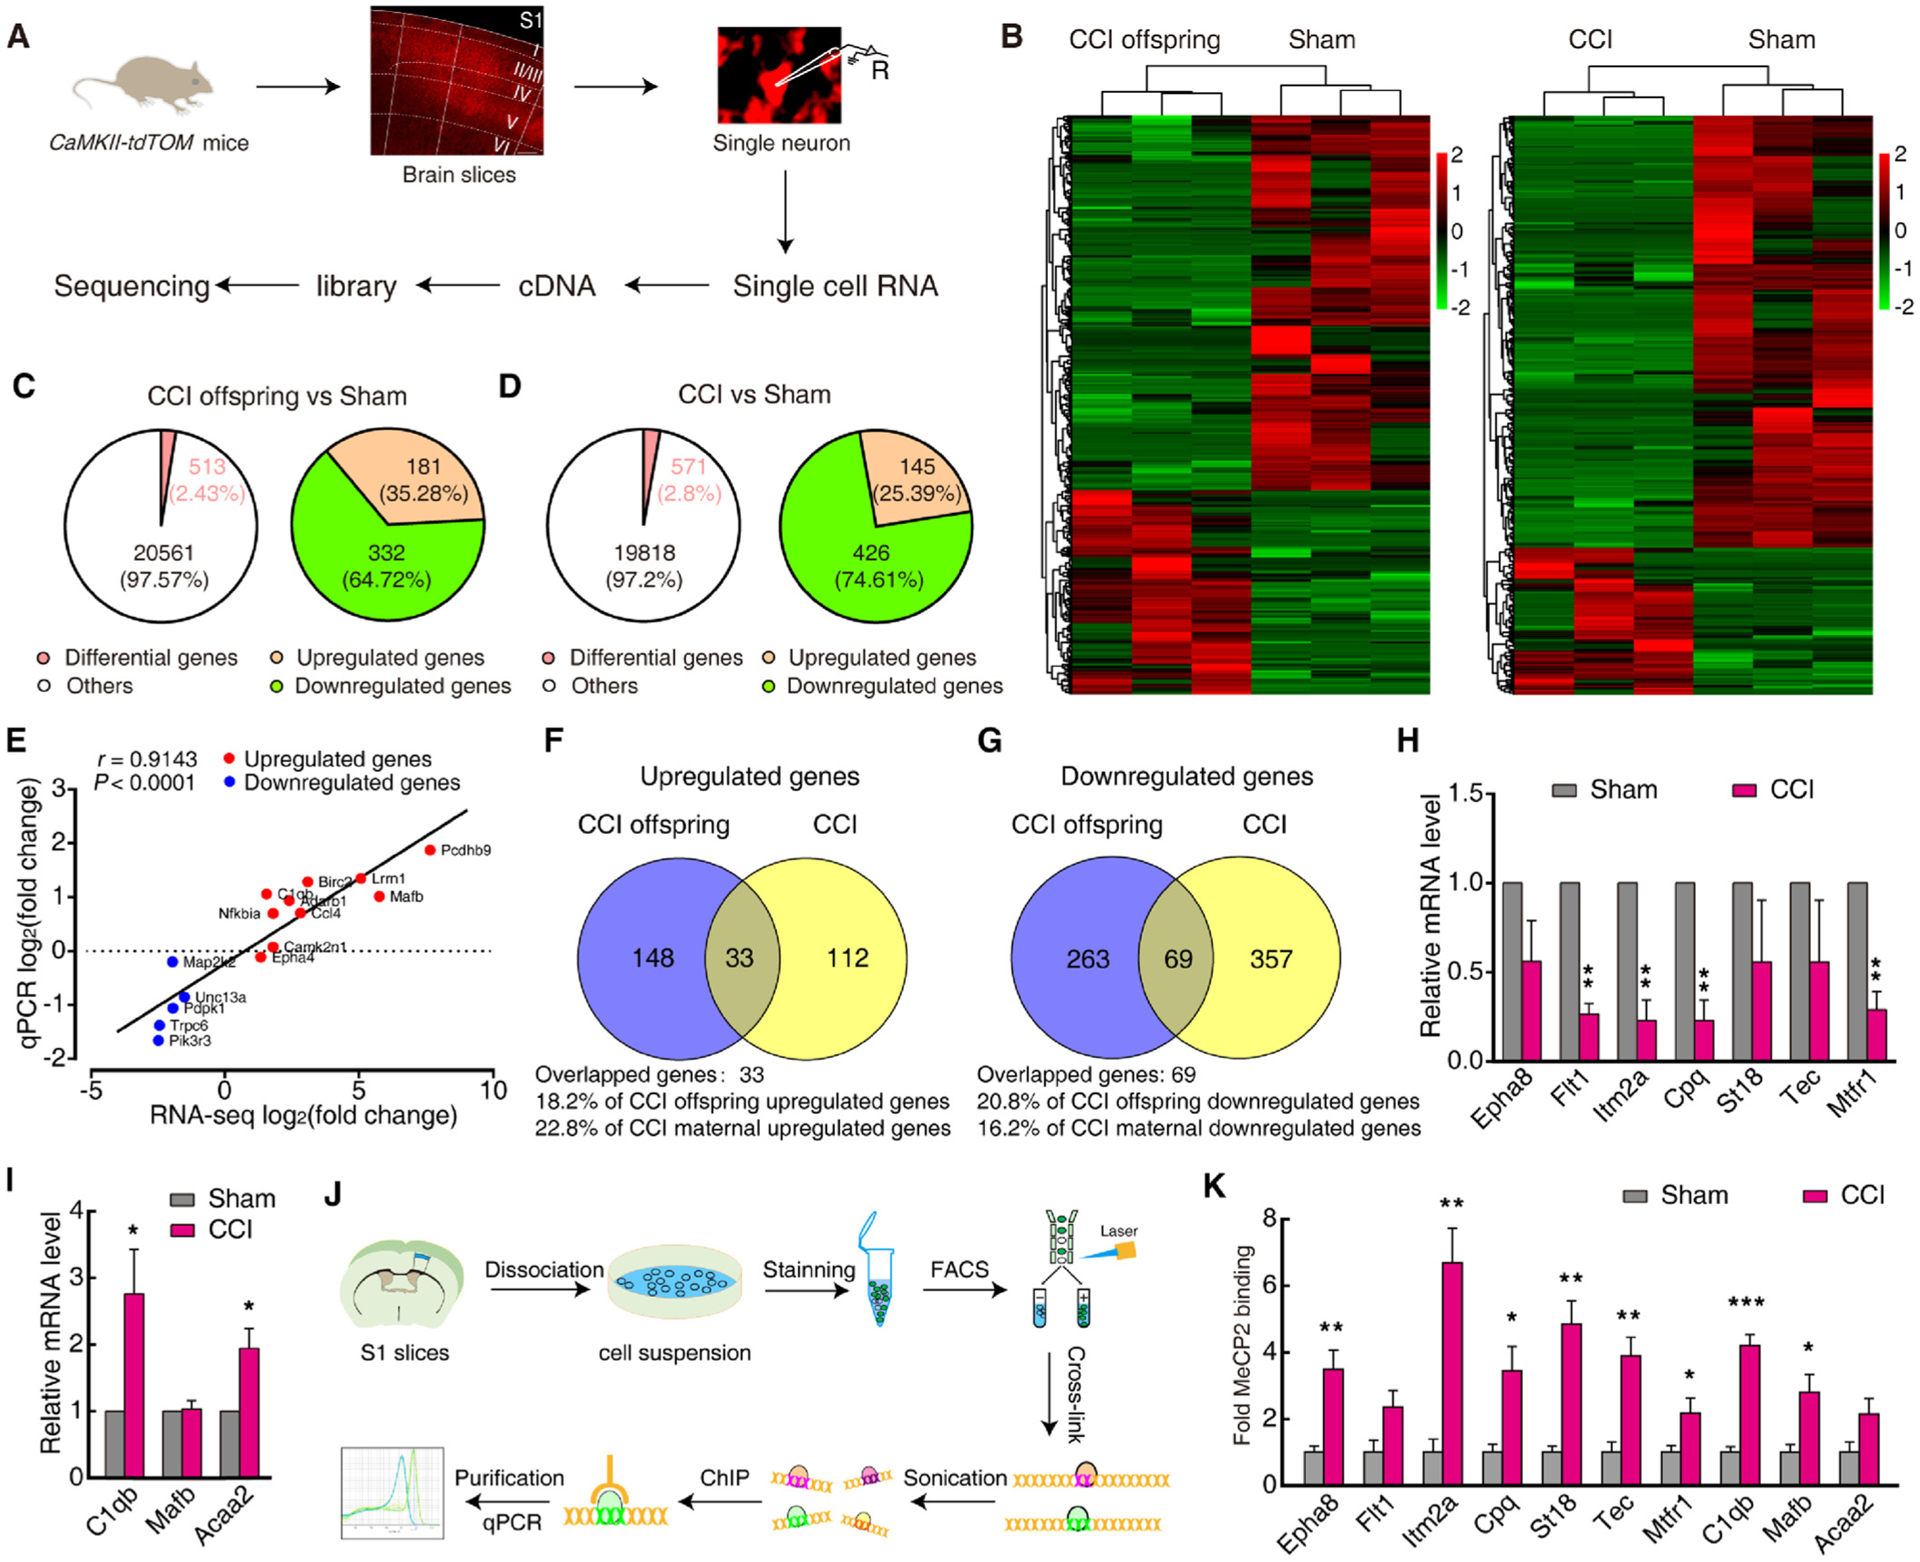
MeCP2-mediated gene transcriptional activity in pain sensitized offspring. (A) Workflow diagram depicting rapid isolation of a single Glu^S1L2/3^ neuron for single-cell RNA-seq. (B) Expression levels are depicted according to the color scale at the right. (C and D) Left: The relative percentage of differentially expressed genes in CCI offspring (C) and CCI maternal mice (D) compared with sham mice; Right: The proportion of upregulated and downregulated genes among the total differentially expressed genes in the left. (E) Further validation of RNA-seq for selected genes in (C) was conducted by real-time PCR from Glu^S1L2/3^ neurons sorted by FACS. Plotted here are the ranked log2 fold changes of 15 genes obtained from the RNA-seq *versus* those obtained from the qRT-PCR. They were correlated indicated by Spearman’s rank correlation coefficient. Red and blue colors indicate increased and decreased gene expression in RNA-seq, individually. (F and G) Overlap of upregulated (F) and downregulated (G) genes in CCI maternal mice and their offspring. (H and I) qRT-PCR confirming the expression of selected genes in (D) from Glu^S1L2/3^ neurons sorted by FACS (*n* = 4). Data are presented as the relative fold difference from sham control mice. (J) Workflow diagram depicting FACS protocol to dissociate and sort Glu^S1L2/3^ neurons for ChIP experiments. (K) Levels of MeCP2 on selected genes (in H and I) promoters. Data are presented as mean ± SEM. For statistical analyses, see Supplementary Table 9. * *P* < 0.05, ** *P* < 0.01, ***P < 0.001.

# Supplementary material for: MeCP2 mediates transgenerational transmission of chronic pain
**Source:** Prog Neurobiol. Author manuscript; Available in PMC 2021 Aug 16.
**Supplement:** Supplementary Files

Supplementary Figures

A

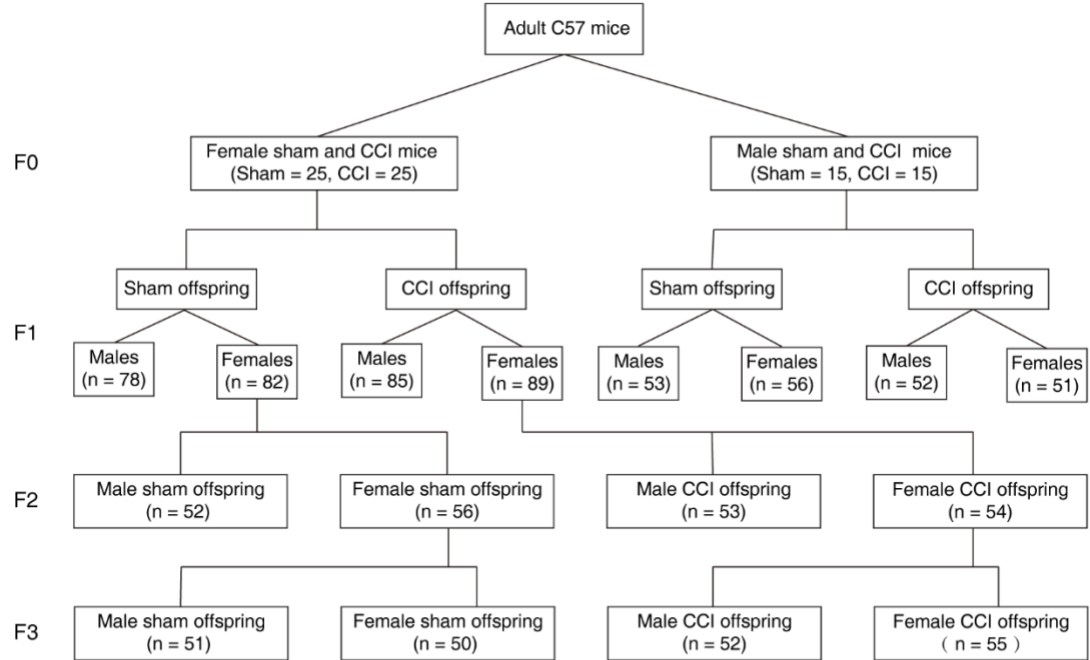

B

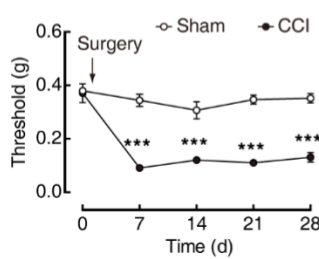

C

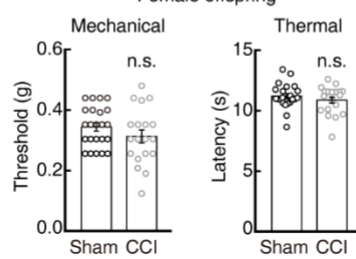

D

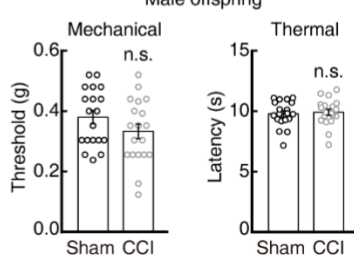

Supplementary Fig. S1 *Breeding scheme and pain behavior.* (A) Scheme of breeding paradigms. (B) Time course of CCI-induced sensory pain in male mice. (C and D) The pain threshold of female (C), and male (D) offspring from sham and CCI paternal mice. Data are presented as mean $\pm$ SEM. For statistical analyses, see Supplementary Table 9. n.s., not significant; *** $P < 0.001$.

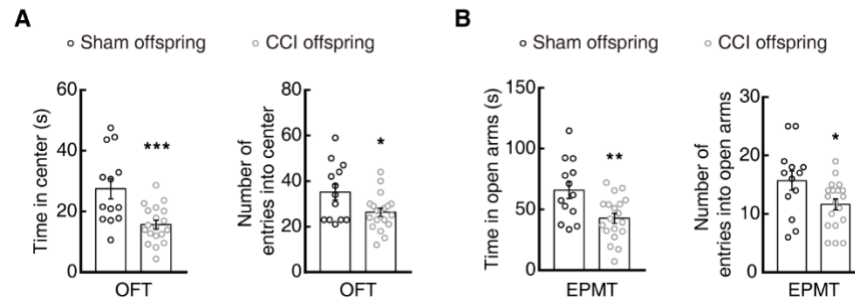

Supplementary Fig. S2 *Anxiety-like behavior of female offspring from CCI maternal mice.* (A and B) Performance of sham and CCI offspring mice in the open field test (OFT) (A) and elevated plus maze test (EPMT) (B). Data are presented as mean $\pm$ SEM. For statistical analyses, see Supplementary Table 9. * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$.

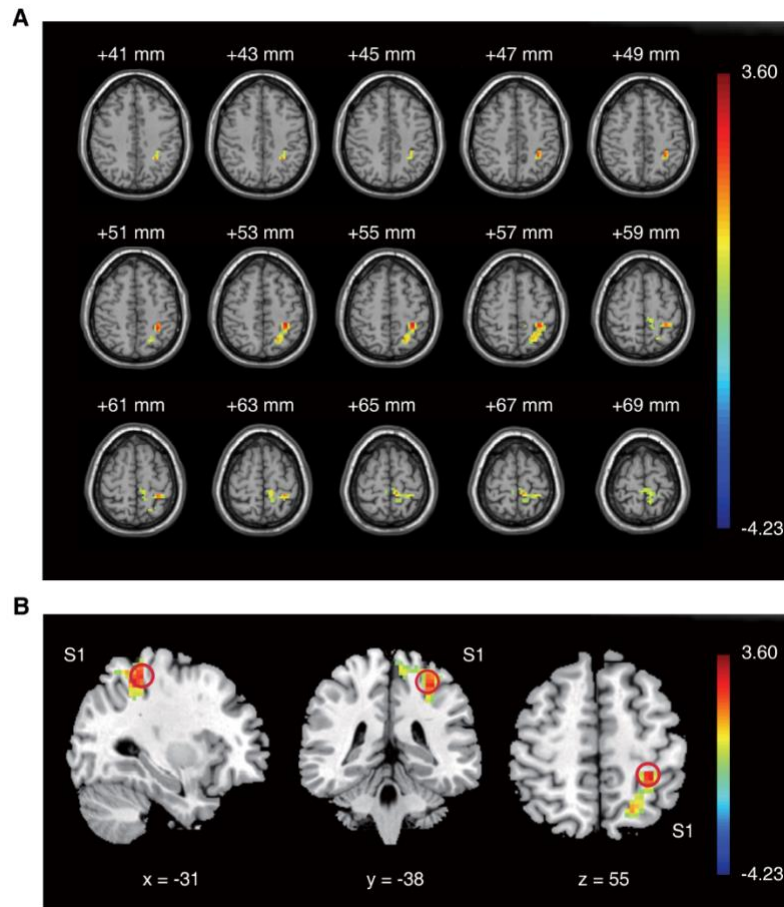

Supplementary Fig. S3 *Altered brain activity of offspring from parents with chronic pain.* (A) Human fMRI images showing brain areas with significant differences in offspring with pain compared with those without pain. These offspring are from parents with chronic pain. The results are shown as z-score maps. The number above each slice indicates the MNI z coordinate. (B) The red circle in each image represents the region containing the primary somatosensory cortex (S1) from the offspring indicated in (A). The color bars show the *t*-score to the right of the images. The data for each altered brain region are presented in the Table S1.

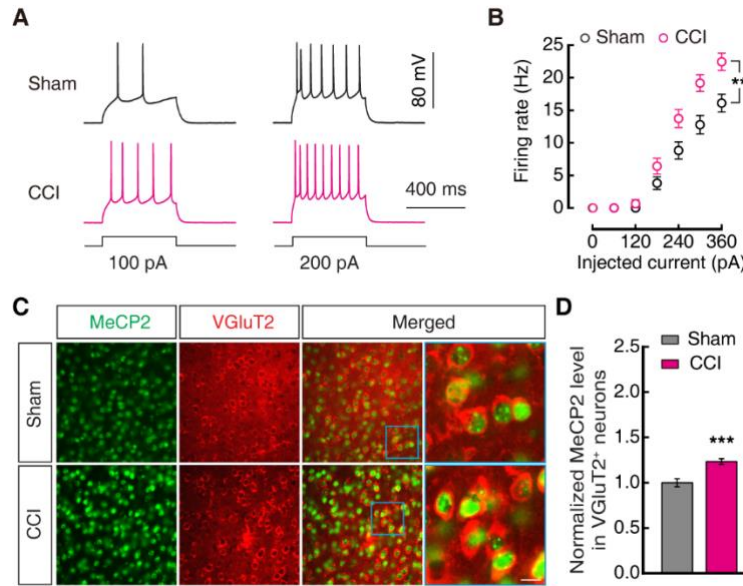

Supplementary Fig. S4 Increased *Glu^{S1L2/3}* neuronal activity and expression of *MeCP2* protein in CCI maternal mice. (A and B) Sample traces (A) and statistical data (B) of action potential firings recorded from *S1^{L2/3}* tdTOM-expressing neurons in sham and CCI maternal mice. (C and D) Fluorescence images (C) and statistical data (D) of *Glu^{S1L2/3}* neuronal *MeCP2* in sham and CCI maternal mice. Levels of *MeCP2* immunostaining were normalized to those of sham controls. Scale bar: 10 μ m. The blue boxes depict the area shown in the boxes of the *S1^{L2/3}*. Data are presented as mean $\pm$ SEM. For statistical analyses, see Supplementary Table 9. ** $P < 0.01$, *** $P < 0.001$.

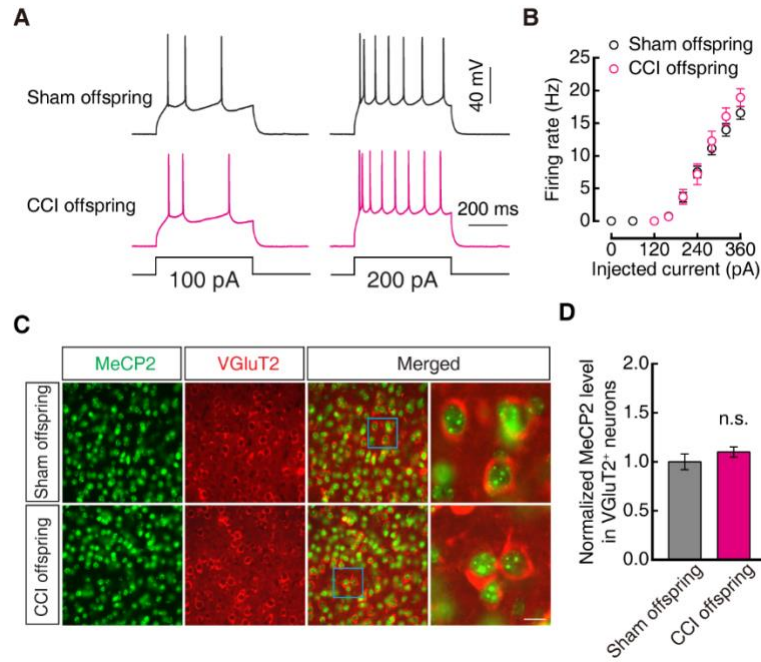

Supplementary Fig. S5. Activity and MeCP2 expression of $Glu^{S1L2/3}$ neurons in male offspring. (A and B) Sample traces (A) and statistical data (B) of action potential firings recorded from $S1^{L2/3}$ tdTOM-expressing neurons in sham and CCI male offspring from maternal mice. (C and D) Fluorescent images (C) and statistical data (D) of $Glu^{S1L2/3}$ neuronal MeCP2 in sham and CCI male offspring from maternal mice. Levels of MeCP2 immunostaining were normalized to those of sham controls. Scale bar: 10 μ m. The blue boxes depict the area shown in the boxes of the $S1^{L2/3}$. Data are presented as mean $\pm$ SEM. For statistical analyses, see Supplementary Table 9. n.s., not significant.

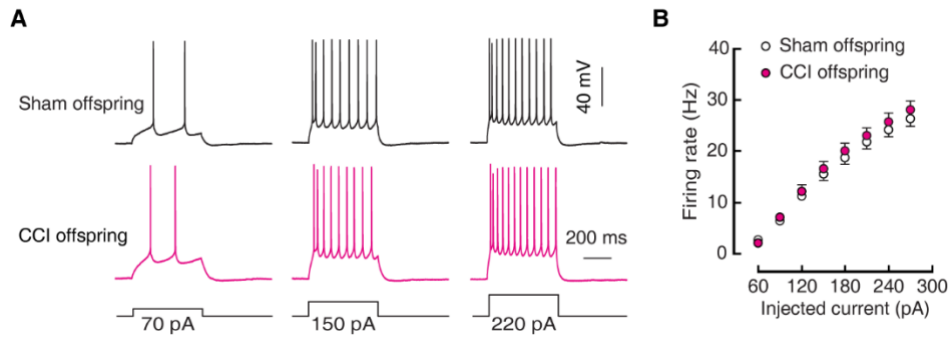

Supplementary Fig. S6. Activity of *Glu^{SIL5}* neurons in female offspring. (A and B) Sample traces (A) and statistical data (B) of action potential firings recorded from S1^{L5} tdTOM-expressing neurons in sham and CCI female offspring from maternal mice. Data are presented as mean ± SEM. For statistical analyses, see Supplementary Table 9.

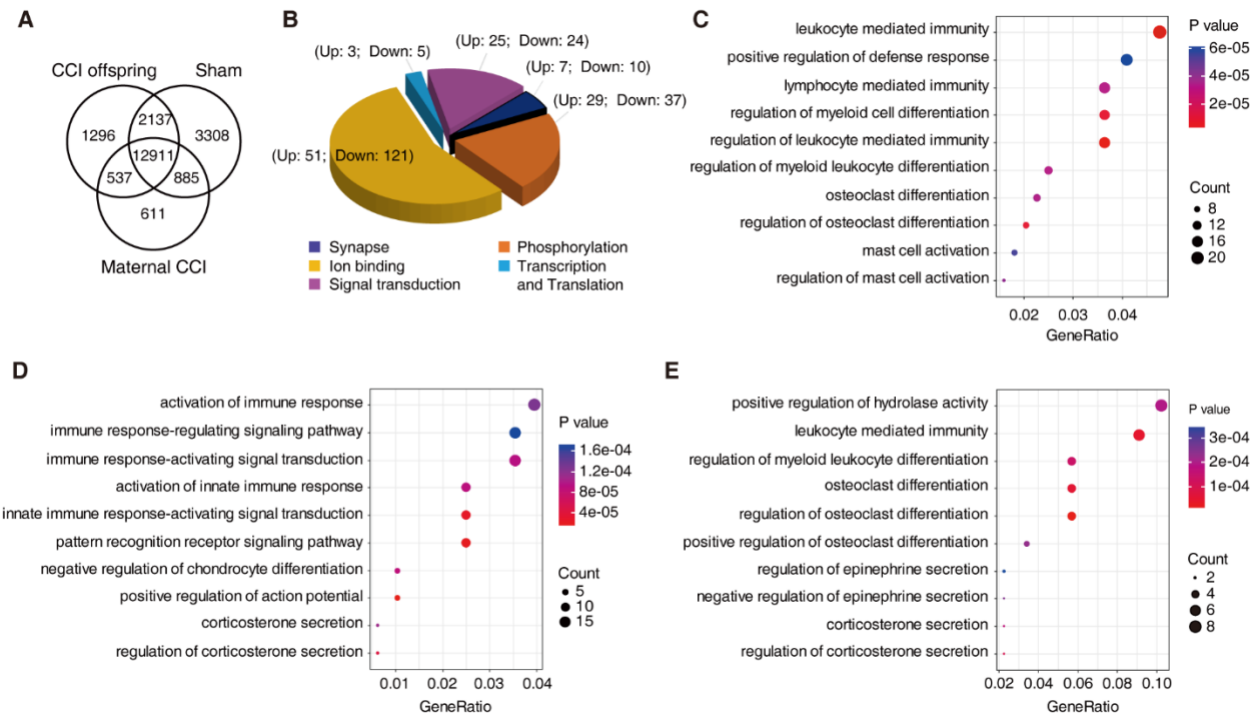

Supplementary Fig. S7 Functional annotation of differentially expressed genes. (A) Overlap of the detected genes by RNA-Seq in CCI offspring, as well as CCI maternal and sham control mice. (B) Functional annotation of the differential genes in CCI offspring compared with that of their maternal mice according to Gene Ontology (GO) terms. (C–E) The GO-enrichment analysis for the biological processes of differentially expressed genes in CCI offspring (C, 440 genes), CCI maternal (D, 481 genes), and overlapped differential genes (E, 88 genes). Each symbol represents a GO term (denoted in plot); color indicates unadjusted *P* value (significance of the GO term; top key), and symbol size is proportional to the number of genes (bottom key).

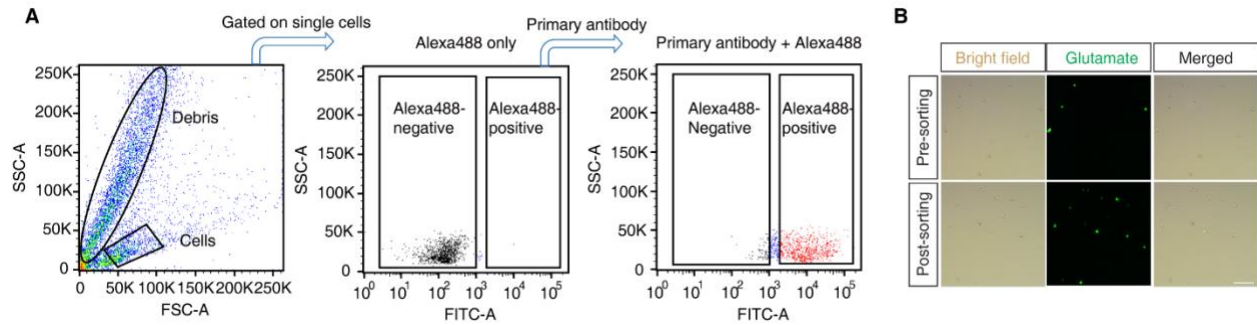

Supplementary Fig. S8 *Glu^{S1L2/3} neurons sorted by FACS.* (A) Representative flow cytometric data, regions and sort gate. FSC-A (forward scatter-area) versus SSC-A (side scatter-area) plots were used to identify cells of interest based on size and granularity (complexity). FITC-A (fluorescein isothiocyanate-area) versus SSC-A plots were used to separate Alexa488 (FITC)-specific cells from fluorescent events. (B) Imaging of *Glu^{S1L2/3}* neurons before and after FACS. FACS-sorted cells remained morphologically similar to presorted cells, and were 100% Alexa Fluor 488⁺ cells. Scale bar, 50 μ m.

64 **Supplementary Movie 1.** Shock-evoked calcium activity in S1 neurons of sham offspring.
65 The duration of shock stimulation is indicated by “Tail shock.”

66 **Supplementary Movie 2.** Shock-evoked calcium activity in S1 neurons of CCI offspring.
67 The duration of shock stimulation is indicated by “Tail shock.”

68

Supplementary Table 1. Brain areas with altered ALFF in offspring with pain versus offspring without pain. The offspring are from parents with chronic pain.

Brain regions	Hemisphere	Voxel number
Superior parietal lobule	Left	56
Postcentral gyrus	Left	49
Inferior parietal lobule	Left	46
Paracentral lobule	Left	27
Paracentral lobule	Right	7

Supplementary Table 2. The list of genes (181) that are upregulated in Glu^{S1L2/3} neurons of CCI offspring relative to those of sham controls (fold change ≥ 2 , $P < 0.05$).

Ensembl Gene ID	Gene Symbol	Log2 Fold Change<br>(CCI offspring over<br>sham)	P value (CCI<br>offspring over<br>sham)
ENSMUSG000000075528	Aarsd1	6.662321	3.86E-05
ENSMUSG000000038393	Txnip	+Inf	6.57E-05
ENSMUSG000000008226	Scrn3	7.222565	0.000252
ENSMUSG000000034116	Vav1	7.44114	0.000346
ENSMUSG000000018415	Gid4	+Inf	0.000519
ENSMUSG000000024663	Rab3il1	+Inf	0.000708
ENSMUSG000000049600	Zbtb45	+Inf	0.000789
ENSMUSG000000022817	Itgb5	7.476424	0.000952
ENSMUSG000000054675	Tmem119	3.901824	0.001036
ENSMUSG000000018189	Uchl5	3.224762	0.001314
ENSMUSG000000026841	Fibcd1	+Inf	0.001373
ENSMUSG000000041515	Irf8	+Inf	0.001243
ENSMUSG000000042246	Tmc7	+Inf	0.001316
ENSMUSG000000036880	Acaa2	+Inf	0.001423
ENSMUSG000000000562	Adora3	7.817621	0.041858
ENSMUSG000000000567	Sox9	1.715953	0.033455
ENSMUSG000000001768	Rin2	6.146519	0.024435
ENSMUSG000000001774	Chordc1	1.744117	0.032568
ENSMUSG000000002147	Stat6	+Inf	0.039887
ENSMUSG000000002731	Prkra	4.373376	0.049992
ENSMUSG000000003974	Grm3	5.080049	0.045434
ENSMUSG000000004837	Grap	6.100972	0.043699
ENSMUSG000000005125	Ndrgr1	5.255311	0.004731
ENSMUSG000000005204	Senp3	3.24811	0.012146
ENSMUSG000000005882	Uqcc1	1.60841	0.048461
ENSMUSG000000006611	Hfe	8.72557	0.007207
ENSMUSG000000007891	Ctsd	1.552807	0.01919
ENSMUSG000000010025	Aldh3a2	2.539602	0.022506

ENSMUSG00000013523	Bcas1	+Inf	0.015421
ENSMUSG00000015711	Prune	3.460104	0.034671
ENSMUSG00000015852	Fcrls	2.678449	0.037038
ENSMUSG00000016150	Tenm1	3.327553	0.047591
ENSMUSG00000017466	Timp2	2.589272	0.011859
ENSMUSG00000018008	Cyth4	+Inf	0.005509
ENSMUSG00000018593	Sparc	1.828108	0.016703
ENSMUSG00000018740	Slc25a35	6.060934	0.007245
ENSMUSG00000018930	Ccl4	2.812417	0.005207
ENSMUSG00000019773	Fbxo5	+Inf	0.020259
ENSMUSG00000020029	Nudt4	2.3523	0.016542
ENSMUSG00000020262	Adarb1	2.398404	0.042218
ENSMUSG00000020381	3010026O09Rik	6.590065	0.028072
ENSMUSG00000020495	Smg8	+Inf	0.02525
ENSMUSG00000020630	Rnaseh1	+Inf	0.001823
ENSMUSG00000020639	Pfn4	5.568987	0.027037
ENSMUSG00000021009	Ptpn21	4.605004	0.047244
ENSMUSG00000021025	Nfkbia	1.798796	0.030757
ENSMUSG00000021215	Net1	2.897692	0.037494
ENSMUSG00000021234	Fam161b	4.797957	0.048376
ENSMUSG00000021238	Aldh6a1	4.763849	0.005856
ENSMUSG00000021245	Mlh3	+Inf	0.005138
ENSMUSG00000021532	Fastkd3	+Inf	0.03357
ENSMUSG00000021665	Hexb	2.026319	0.014637
ENSMUSG00000021721	Htr1a	+Inf	0.003664
ENSMUSG00000021948	Prkcd	+Inf	0.030167
ENSMUSG00000022020	Naa16	5.366654	0.030176
ENSMUSG00000022023	Wbp4	1.893105	0.026122
ENSMUSG00000022350	E430025E21Rik	2.227438	0.036404
ENSMUSG00000022500	Litaf	4.238796	0.028147
ENSMUSG00000022525	Hrasls	3.088661	0.031888
ENSMUSG00000024104	Fam21	2.107461	0.035726

ENSMUSG00000024165	Hn1l	+Inf	0.00826
ENSMUSG00000024507	Hsd17b4	3.055598	0.047327
ENSMUSG00000024621	Csf1r	2.765164	0.003987
ENSMUSG00000024679	Ms4a6d	7.195351	0.027548
ENSMUSG00000025130	P4hb	1.702041	0.022821
ENSMUSG00000026029	Casp8	8.131696	0.01429
ENSMUSG00000026235	Epha4	1.340353	0.0463
ENSMUSG00000026288	Inpp5d	3.511391	0.026258
ENSMUSG00000026303	Mrph	+Inf	0.02014
ENSMUSG00000026358	Rgs1	+Inf	0.004708
ENSMUSG00000026471	Mr1	+Inf	0.040752
ENSMUSG00000026679	Enkur	+Inf	0.049924
ENSMUSG00000027193	Api5	2.087663	0.009644
ENSMUSG00000027301	Oxt	5.343637	0.027477
ENSMUSG00000027339	Rassf2	4.793803	0.013111
ENSMUSG00000027355	Tmco5	7.38388	0.038066
ENSMUSG00000027589	Pcmd2	2.243668	0.020044
ENSMUSG00000027708	Dcun1d1	2.308175	0.013542
ENSMUSG00000027848	Olfml3	2.28091	0.008642
ENSMUSG00000028476	Reck	5.39997	0.024301
ENSMUSG00000028581	Laptm5	1.617317	0.042678
ENSMUSG00000029119	Man2b2	+Inf	0.031667
ENSMUSG00000029366	Dck	2.236459	0.027008
ENSMUSG00000030036	Mogs	+Inf	0.003106
ENSMUSG00000031154	Otud5	3.649217	0.002296
ENSMUSG00000031197	Vbp1	2.040209	0.03322
ENSMUSG00000031210	Gpr165	+Inf	0.030076
ENSMUSG00000031284	Pak3	1.641323	0.020747
ENSMUSG00000031357	Syap1	4.492721	0.031763
ENSMUSG00000031605	Klhl2	1.824215	0.047484
ENSMUSG00000031843	Mphosph6	+Inf	0.013517
ENSMUSG00000031907	Zfp90	+Inf	0.021906

ENSMUSG00000031980	Agt	+Inf	0.017388
ENSMUSG00000032425	Zfp949	3.669982	0.005484
ENSMUSG00000032667	Pon2	3.671302	0.030996
ENSMUSG00000032878	Ccdc85a	2.833995	0.020438
ENSMUSG00000033111	3830406C13Rik	5.030267	0.02514
ENSMUSG00000034110	Kctd7	+Inf	0.030669
ENSMUSG00000034194	R3hcc1	5.546599	0.043105
ENSMUSG00000034453	Polr3b	5.416716	0.005238
ENSMUSG00000034487	Kdelc2	7.642995	0.036919
ENSMUSG00000034617	Mtrr	+Inf	0.040573
ENSMUSG00000034648	Lrrn1	5.056129	0.02614
ENSMUSG00000034652	Cd300a	7.847499	0.007842
ENSMUSG00000035601	Trmt10b	7.305427	0.009281
ENSMUSG00000035885	Cox8a	1.415088	0.037893
ENSMUSG00000036022	Fam122b	+Inf	0.007507
ENSMUSG00000036598	Ccdc113	+Inf	0.003967
ENSMUSG00000036854	Hspb6	+Inf	0.017849
ENSMUSG00000036887	C1qa	1.670257	0.017931
ENSMUSG00000036905	C1qb	1.558215	0.023217
ENSMUSG00000037151	Lrrc20	7.069288	0.035931
ENSMUSG00000037405	Icam1	4.740863	0.024562
ENSMUSG00000038048	Cntnap5c	+Inf	0.013746
ENSMUSG00000038147	Cd84	7.169971	0.030997
ENSMUSG00000038168	P3h2	6.004403	0.029071
ENSMUSG00000038605	Samd10	3.213228	0.013808
ENSMUSG00000038642	Ctss	2.026532	0.012661
ENSMUSG00000039850	Endov	+Inf	0.017188
ENSMUSG00000040033	Stat2	2.70888	0.027157
ENSMUSG00000040372	Gpr63	+Inf	0.036738
ENSMUSG00000040663	Clcf1	+Inf	0.024462
ENSMUSG00000040936	Ulk4	3.823108	0.02234
ENSMUSG00000041346	Wrap53	+Inf	0.001821

ENSMUSG00000041765	Ubac2	3.502225	0.039246
ENSMUSG00000041797	Abca9	+Inf	0.002899
ENSMUSG00000041992	Rapgef5	2.36407	0.03606
ENSMUSG00000042410	Agps	6.489273	0.031283
ENSMUSG00000043153	Ispd	+Inf	0.023687
ENSMUSG00000043262	Uevld	+Inf	0.012682
ENSMUSG00000043411	Usp48	1.591939	0.040183
ENSMUSG00000044071	Fam19a2	3.552689	0.025201
ENSMUSG00000044231	Nhlrc1	+Inf	0.036514
ENSMUSG00000044674	Fzd1	7.521591	0.012102
ENSMUSG00000044786	Zfp36	2.887224	0.01424
ENSMUSG00000045691	Thtpa	+Inf	0.001666
ENSMUSG00000045932	Ifit2	7.594421	0.012428
ENSMUSG00000046447	Camk2n1	1.796633	0.007494
ENSMUSG00000046470	Sox18	+Inf	0.033539
ENSMUSG00000046561	Arsj	+Inf	0.024129
ENSMUSG00000049164	Zfp518a	5.09986	0.04437
ENSMUSG00000050244	Heatr1	3.938943	0.011235
ENSMUSG00000050271	D8Ert82e	1.839298	0.046567
ENSMUSG00000050567	Maml1	5.24949	0.023935
ENSMUSG00000050855	Zfp940	6.058753	0.024096
ENSMUSG00000050973	Gdpgp1	+Inf	0.025727
ENSMUSG00000051149	Adnp	+Inf	0.031806
ENSMUSG00000051242	Pcdhb9	7.618967	0.0339
ENSMUSG00000051537	Gm5124	+Inf	0.011353
ENSMUSG00000052395	Rft1	6.045968	0.04273
ENSMUSG00000052629	Gm9885	5.658066	0.040708
ENSMUSG00000052760	A630001G21Rik	+Inf	0.032739
ENSMUSG00000052821	Cysltr1	+Inf	0.033162
ENSMUSG00000052833	Sae1	2.261939	0.01925
ENSMUSG00000052848	C130026L21Rik	+Inf	0.013931
ENSMUSG00000053310	Nrgn	1.713964	0.024931

ENSMUSG00000054364	Rhob	1.927054	0.01826
ENSMUSG00000057367	Birc2	3.08204	0.04543
ENSMUSG00000060636	Rpl35a	6.296798	0.025287
ENSMUSG00000062127	Ctnbp2nl	+Inf	0.037836
ENSMUSG00000062175	Tgif2	+Inf	0.035676
ENSMUSG00000066324	Impad1	2.271866	0.016001
ENSMUSG00000068874	Selenbp1	+Inf	0.04411
ENSMUSG00000070737	Gm12942	+Inf	0.049769
ENSMUSG00000071652	Ints5	+Inf	0.018636
ENSMUSG00000073755	5730409E04Rik	3.566282	0.017202
ENSMUSG00000074622	Mafb	5.73856	0.012704
ENSMUSG00000074671	Tspyl3	7.611436	0.002016
ENSMUSG00000076617	Ighm	4.265268	0.01965
ENSMUSG00000078161	Erich3	6.851494	0.006937
ENSMUSG00000078906	Gm14444	+Inf	0.046083
ENSMUSG00000079227	Ccr5	+Inf	0.030479
ENSMUSG00000086181	C230034O21Rik	+Inf	0.03878
ENSMUSG00000086564	Cd101	+Inf	0.043049
ENSMUSG00000086873	Gm15672	+Inf	0.015855
ENSMUSG00000091387	Gcnt4	+Inf	0.019498
ENSMUSG00000096010	Hist4h4	+Inf	0.031619
ENSMUSG00000096687	AA474331	+Inf	0.001974
ENSMUSG00000102748	Pcdhgb2	8.418857	0.007533
ENSMUSG00000103049	Gm37311	+Inf	0.047487
ENSMUSG00000105460	Gm42671	7.351517	0.046928

Supplementary Table 3. The list of genes (332) that are downregulated in Glu^{SIL2/3} neurons of CCI offspring [relative](#) to those of sham controls (fold change ≥ 2 , $P < 0.05$).

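The fold changes of this list and of the list of upregulated genes are ratios of mean FPKM over the 3 neurons of each group. Log2 of that ratio, computed from the deposited FPKM, differed from the listed value by at most 5e-06 over the 115 upregulated and 184 downregulated genes with a finite value. The remaining genes were listed at 0 in every neuron of one group: 66 of the 181 upregulated genes (36.5%) in sham, and 147 of the 331 downregulated genes in the copy of the table (44.4%) in CCI offspring. Ccdc113, a coiled-coil protein of centrosome and cilium, is an upregulated gene of this kind, at 26.1, 32.2 and 8.61 FPKM in the CCI offspring neurons. Every CCI offspring neuron lay beyond every sham neuron for 117 upregulated (64.6%) and 217 downregulated genes (65.6%), among genes that were picked for their difference on these neurons. The median of the mean FPKM over the 9 neurons was 5.36 for the upregulated and 3.51 for the downregulated genes.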

Ensembl Gene ID	Gene Symbol	Log2 Fold Change (CCI offspring over sham)	P value (CCI offspring over sham)
ENSMUSG00000026224	4933407L21Rik	-9.60135	4.50E-05
ENSMUSG00000043207	Zmpste24	-7.41374	3.20E-05
ENSMUSG00000024664	Fads3	-Inf	0.000108
ENSMUSG00000030956	Fam53b	-3.74834	0.000104
ENSMUSG00000039474	Wfs1	-4.49233	0.000116
ENSMUSG00000027400	Pdyn	-Inf	0.000273
ENSMUSG00000042216	Sgsm1	-3.24306	0.000292
ENSMUSG00000044164	Rnf182	-Inf	0.000221
ENSMUSG00000103472	Pcdhga7	-8.1558	0.000367
ENSMUSG00000105302	Gm19817	-3.25889	0.000434
ENSMUSG00000004270	Lpcat3	-5.91985	0.000714
ENSMUSG00000029070	Mxra8	-Inf	0.001054
ENSMUSG00000030748	Il4ra	-9.77212	0.000959
ENSMUSG00000038260	Trpm4	-Inf	0.001099
ENSMUSG00000046191	Pcdhcb20	-Inf	0.001131
ENSMUSG00000042185	Nfrkb	-3.44006	0.001332
ENSMUSG00000069539	Scyl2	-4.39023	0.001536
ENSMUSG00000000134	Tfe3	-2.26604	0.038756
ENSMUSG00000000420	Galnt1	-4.54961	0.026294
ENSMUSG00000001128	Cfp	-Inf	0.035912
ENSMUSG00000001767	Crnk11	-Inf	0.011885
ENSMUSG00000001785	Pwp1	-4.68372	0.019331
ENSMUSG00000002957	Ap2a2	-1.81288	0.044261
ENSMUSG00000003752	Itpkc	-6.363	0.003003
ENSMUSG00000004462	Tbccd1	-Inf	0.019509
ENSMUSG00000004530	Coro1c	-1.69287	0.034922
ENSMUSG00000005338	Cadm3	-2.03455	0.023267
ENSMUSG00000005410	Mcm5	-Inf	0.023886

ENSMUSG00000005615	Pcyt1a	-3.51018	0.006532
ENSMUSG00000006127	Inpp5k	-2.05188	0.043798
ENSMUSG00000006763	Saal1	-8.46406	0.005801
ENSMUSG00000007379	Dennd2c	-Inf	0.044629
ENSMUSG00000007646	Rad51c	-Inf	0.011507
ENSMUSG00000008129	4930432K21Rik	-Inf	0.047162
ENSMUSG00000008307	1700109H08Rik	-Inf	0.013425
ENSMUSG00000008604	Ubqln4	-3.05149	0.027485
ENSMUSG00000008734	Gprc5b	-Inf	0.043546
ENSMUSG00000014778	Fhod1	-Inf	0.026031
ENSMUSG00000014782	Plekhg4	-Inf	0.021766
ENSMUSG00000015027	Galns	-Inf	0.043602
ENSMUSG00000015214	Mtmr1	-4.32879	0.027553
ENSMUSG00000016200	Syt14	-3.52128	0.021364
ENSMUSG00000016624	Phf21b	-Inf	0.021611
ENSMUSG00000016918	Sulf1	-Inf	0.025951
ENSMUSG00000017491	Rarb	-Inf	0.016184
ENSMUSG00000018363	Smurf2	-4.26727	0.048752
ENSMUSG00000018634	Crhr1	-3.24511	0.045937
ENSMUSG00000018800	Abca5	-1.56877	0.040136
ENSMUSG00000018841	Rad51d	-Inf	0.03023
ENSMUSG00000019338	Zfp687	-3.31449	0.040763
ENSMUSG00000019577	Pdk4	-Inf	0.02294
ENSMUSG00000019737	Syne4	-5.73852	0.009658
ENSMUSG00000019832	Rab32	-Inf	0.018882
ENSMUSG00000020134	Peli1	-1.71949	0.042027
ENSMUSG00000020364	Zfp354a	-Inf	0.003539
ENSMUSG00000020919	Stat5b	-3.79685	0.02658
ENSMUSG00000020953	Coch	-5.37191	0.008106
ENSMUSG00000021140	Pcnx	-2.49994	0.005777
ENSMUSG00000021492	F12	-Inf	0.036702
ENSMUSG00000021936	Mapk8	-1.43501	0.049834

ENSMUSG00000022008	Gpalpp1	-6.29355	0.016394
ENSMUSG00000022096	Hr	-5.14164	0.03332
ENSMUSG00000022262	Dnah5	-Inf	0.024753
ENSMUSG00000022292	Rrm2b	-3.05579	0.029556
ENSMUSG00000022325	Pop1	-Inf	0.047304
ENSMUSG00000022401	Xpnpep3	-Inf	0.007828
ENSMUSG00000022545	Ercc4	-3.2929	0.017088
ENSMUSG00000022568	Scrib	-Inf	0.024019
ENSMUSG00000022797	Tfrc	-1.8037	0.014984
ENSMUSG00000022833	Ccdc14	-Inf	0.032601
ENSMUSG00000022894	Adamts5	-Inf	0.013695
ENSMUSG00000022987	Zfp641	-Inf	0.042813
ENSMUSG00000023232	Serinc2	-Inf	0.003205
ENSMUSG00000024122	Pdpk1	-1.92233	0.04277
ENSMUSG00000024143	Rhoq	-3.52665	0.003269
ENSMUSG00000024505	Dtwd2	-Inf	0.033356
ENSMUSG00000024642	Tle4	-4.4459	0.014548
ENSMUSG00000024949	Sf1	-1.8384	0.034094
ENSMUSG00000025078	Nhlrc2	-4.93701	0.01804
ENSMUSG00000025085	Ablim1	-1.61061	0.041765
ENSMUSG00000025192	Entpd7	-3.40306	0.015293
ENSMUSG00000025395	Prim1	-Inf	0.00368
ENSMUSG00000025432	Avil	-Inf	0.04796
ENSMUSG00000025892	Gria4	-2.20221	0.036172
ENSMUSG00000025995	Wdr75	-2.91462	0.043133
ENSMUSG00000026039	Sgol2a	-Inf	0.022327
ENSMUSG00000026094	Stk17b	-Inf	0.003571
ENSMUSG00000026121	Sema4c	-Inf	0.043855
ENSMUSG00000026198	Abcb6	-3.86472	0.012323
ENSMUSG00000026280	Atg4b	-1.90425	0.031487
ENSMUSG00000026383	Epb4115	-4.99578	0.047484
ENSMUSG00000026404	Ddx59	-Inf	0.006812

ENSMUSG00000026663	Atf6	-2.26071	0.00292
ENSMUSG00000027164	Traf6	-3.55786	0.01719
ENSMUSG00000027247	Arhgap1	-2.04618	0.019298
ENSMUSG00000027520	Zdbf2	-3.93561	0.032608
ENSMUSG00000027601	Mtfr1	-Inf	0.001801
ENSMUSG00000027739	Rab33b	-6.12685	0.00393
ENSMUSG00000027845	Dclre1b	-Inf	0.04016
ENSMUSG00000027965	Olfm3	-Inf	0.028273
ENSMUSG00000028080	Lrba	-4.33066	0.003515
ENSMUSG00000028164	Manba	-Inf	0.009303
ENSMUSG00000028600	Podn	-Inf	0.042458
ENSMUSG00000028661	Epha8	-Inf	0.008108
ENSMUSG00000028664	Ephb2	-4.55365	0.031438
ENSMUSG00000028698	Pik3r3	-2.46446	0.020648
ENSMUSG00000028838	Extl1	-1.85365	0.026084
ENSMUSG00000028978	Nos3	-Inf	0.049246
ENSMUSG00000029217	Tec	-Inf	0.016049
ENSMUSG00000029246	Ppat	-2.0407	0.034179
ENSMUSG00000029456	Acad10	-Inf	0.015839
ENSMUSG00000029505	Ep400	-1.6997	0.026714
ENSMUSG00000029648	Flt1	-Inf	0.014145
ENSMUSG00000029729	Zkscan1	-3.62909	0.027305
ENSMUSG00000030203	Dusp16	-4.62525	0.031987
ENSMUSG00000030313	Dennd5b	-1.85255	0.00982
ENSMUSG00000030409	Dmpk	-Inf	0.025236
ENSMUSG00000030505	Prmt3	-5.01675	0.044979
ENSMUSG00000030823	9130019O22Rik	-7.2128	0.017983
ENSMUSG00000030978	Rrm1	-8.57308	0.001974
ENSMUSG00000031239	Itm2a	-Inf	0.015588
ENSMUSG00000031309	Rps6ka3	-3.28875	0.03754
ENSMUSG00000031327	Chic1	-2.23048	0.024669
ENSMUSG00000031574	Star	-Inf	0.002989

ENSMUSG00000031627	Irf2	-2.55551	0.03132
ENSMUSG00000031642	Sh3rf1	-4.94151	0.004776
ENSMUSG00000031706	Rfx1	-2.2506	0.043592
ENSMUSG00000031885	Cbfb	-5.53597	0.007868
ENSMUSG00000031979	Cog2	-2.32636	0.039811
ENSMUSG00000031983	2310022B05Rik	-Inf	0.030467
ENSMUSG00000031997	Trpc6	-2.42013	0.016916
ENSMUSG00000032109	Nlr1	-Inf	0.04348
ENSMUSG00000032125	Robo4	-Inf	0.037209
ENSMUSG00000032252	Glce	-4.49305	0.009078
ENSMUSG00000032396	Dis3l	-3.529	0.047994
ENSMUSG00000032536	Trak1	-1.46863	0.046644
ENSMUSG00000032702	Kank1	-Inf	0.038033
ENSMUSG00000033083	Tbc1d4	-6.48084	0.009796
ENSMUSG00000033253	Szt2	-2.52797	0.048842
ENSMUSG00000033313	Fbxl8	-Inf	0.023821
ENSMUSG00000033319	Fem1c	-4.99821	0.028706
ENSMUSG00000033478	Fam160b1	-2.37411	0.007212
ENSMUSG00000033623	Pcgf3	-5.82736	0.012946
ENSMUSG00000033712	Ccar2	-2.38013	0.036765
ENSMUSG00000033740	St18	-Inf	0.020396
ENSMUSG00000033849	B3galt2	-1.85566	0.039493
ENSMUSG00000033871	Ppargc1b	-3.58477	0.01272
ENSMUSG00000033904	Ccp110	-3.67735	0.005664
ENSMUSG00000033943	Mga	-1.88032	0.027865
ENSMUSG00000033964	Zbtb41	-8.88434	0.010586
ENSMUSG00000034023	Fancd2	-5.4318	0.013724
ENSMUSG00000034112	Atp2c2	-Inf	0.022195
ENSMUSG00000034429	Zfp707	-8.13095	0.032879
ENSMUSG00000034612	Chst11	-6.2601	0.007517
ENSMUSG00000034639	Setmar	-Inf	0.017875
ENSMUSG00000034732	Pabpc5	-Inf	0.039932

ENSMUSG00000034799	Unc13a	-1.49704	0.046516
ENSMUSG00000034898	Filip1	-4.80391	0.026362
ENSMUSG00000034910	Pygo1	-5.06364	0.023311
ENSMUSG00000035007	Rundc1	-1.39519	0.043759
ENSMUSG00000035027	Map2k2	-1.93882	0.019549
ENSMUSG00000035045	Zc3h12b	-3.80433	0.005306
ENSMUSG00000035049	Rrp12	-3.24852	0.012364
ENSMUSG00000035284	Vps13c	-2.22125	0.034652
ENSMUSG00000035486	Plk5	-2.25007	0.0089
ENSMUSG00000035504	Reep6	-7.4806	0.023393
ENSMUSG00000035891	Cerk	-4.32491	0.024619
ENSMUSG00000036054	Sugp2	-2.13426	0.048317
ENSMUSG00000036106	Prr5	-Inf	0.028653
ENSMUSG00000036698	Ago2	-2.11405	0.02873
ENSMUSG00000036834	Plch1	-5.14819	0.006248
ENSMUSG00000036882	Arhgap33	-1.72552	0.029088
ENSMUSG00000037190	Cyb561d2	-Inf	0.007444
ENSMUSG00000037224	Zfyve28	-3.31264	0.044487
ENSMUSG00000037313	Tacc3	-Inf	0.00221
ENSMUSG00000037708	Spag6l	-Inf	0.014545
ENSMUSG00000037795	N4bp2	-3.56828	0.038549
ENSMUSG00000038074	Fkbp14	-4.77761	0.00958
ENSMUSG00000038214	Bend3	-Inf	0.008202
ENSMUSG00000038259	Gdf5	-5.43954	0.02143
ENSMUSG00000038387	Rras	-Inf	0.025214
ENSMUSG00000038518	Jarid2	-2.53017	0.038344
ENSMUSG00000038708	Golga4	-1.97287	0.025933
ENSMUSG00000038806	Sde2	-2.16243	0.018055
ENSMUSG00000038827	Fam206a	-3.6288	0.007045
ENSMUSG00000039007	Cpq	-Inf	0.008148
ENSMUSG00000039021	Ttc16	-Inf	0.014525
ENSMUSG00000039116	Adgrg6	-6.66638	0.044487

ENSMUSG00000039294	BC017643	-8.10874	0.033442
ENSMUSG00000040054	Baz2a	-1.98397	0.040613
ENSMUSG00000040339	Fam102b	-4.93276	0.004128
ENSMUSG00000040599	Mis12	-Inf	0.002378
ENSMUSG00000040715	Rsc1a1	-8.11794	0.040886
ENSMUSG00000040734	Ppp1r13l	-Inf	0.024872
ENSMUSG00000040865	Ino80d	-4.25825	0.004815
ENSMUSG00000041258	Zfp236	-2.36526	0.025272
ENSMUSG00000041301	Cftr	-Inf	0.038714
ENSMUSG00000041343	Ankrd42	-5.00319	0.003652
ENSMUSG00000041372	B4galnt3	-Inf	0.016676
ENSMUSG00000041592	Sdk2	-2.7901	0.044343
ENSMUSG00000041997	Tlk1	-2.58838	0.001949
ENSMUSG00000042251	Pm20d1	-Inf	0.035768
ENSMUSG00000042473	Tbc1d8b	-Inf	0.033979
ENSMUSG00000042502	Cd2bp2	-2.51275	0.016406
ENSMUSG00000042742	B630005N14Rik	-2.7861	0.004958
ENSMUSG00000043456	Zfp536	-6.25476	0.002646
ENSMUSG00000043631	Ecm2	-Inf	0.02466
ENSMUSG00000043639	Rbm20	-6.87616	0.037725
ENSMUSG00000043909	Trp53bp1	-1.40548	0.049934
ENSMUSG00000044043	Pcdhb14	-Inf	0.040666
ENSMUSG00000044072	Eml6	-2.51663	0.045984
ENSMUSG00000044229	Nxpe4	-Inf	0.0186
ENSMUSG00000044254	Pcsk9	-5.78472	0.048605
ENSMUSG00000044949	Ubtd2	-Inf	0.028328
ENSMUSG00000045064	Zc2hc1c	-Inf	0.043619
ENSMUSG00000045103	Dmd	-1.88825	0.046989
ENSMUSG00000045962	Wnk1	-1.49849	0.034742
ENSMUSG00000046157	Tmem229b	-Inf	0.025601
ENSMUSG00000046185	Zfp84	-4.60985	0.047781
ENSMUSG00000046410	Kcnk6	-Inf	0.027217

ENSMUSG00000046808	Atp10d	-Inf	0.037677
ENSMUSG00000048078	Tenm4	-1.65183	0.047041
ENSMUSG00000048232	Fbxo10	-4.11701	0.007779
ENSMUSG00000048264	Dip2c	-3.82712	0.006815
ENSMUSG00000048330	Ric3	-3.00182	0.04949
ENSMUSG00000048537	Phldb1	-3.39308	0.02433
ENSMUSG00000049252	Lrp1b	-1.52228	0.026278
ENSMUSG00000049265	Kcnk3	-5.37304	0.017401
ENSMUSG00000049608	Gpr55	-Inf	0.024089
ENSMUSG00000049796	Crh	-Inf	0.02327
ENSMUSG00000049804	Armex4	-4.23396	0.046485
ENSMUSG00000050908	Tvp23a	-Inf	0.002624
ENSMUSG00000050910	Cdr2l	-Inf	0.016648
ENSMUSG00000051413	Plagl2	-Inf	0.002219
ENSMUSG00000051499	Zfp786	-Inf	0.048431
ENSMUSG00000051747	Ttn	-4.11141	0.007814
ENSMUSG00000052155	Acvr2a	-2.43938	0.016875
ENSMUSG00000052221	Ppp1r36	-Inf	0.020026
ENSMUSG00000052273	Dnah3	-Inf	0.035178
ENSMUSG00000052752	Traf7	-2.11385	0.045758
ENSMUSG00000053214	Gm9899	-Inf	0.009009
ENSMUSG00000053646	Plxnb1	-Inf	0.042693
ENSMUSG00000053730	Tmem39b	-Inf	0.031799
ENSMUSG00000053897	Slc39a8	-Inf	0.03699
ENSMUSG00000055866	Per2	-1.52798	0.044025
ENSMUSG00000058153	Sez6l	-1.44032	0.040266
ENSMUSG00000058298	Mcm9	-7.85815	0.015112
ENSMUSG00000059013	Sh2d3c	-4.18394	0.014336
ENSMUSG00000060716	Plekhh1	-Inf	0.041332
ENSMUSG00000061979	Wbscr16	-5.52639	0.031268
ENSMUSG00000062190	Lancel2	-2.16198	0.021428

ENSMUSG00000062545	Tlr12	-Inf	0.049453
ENSMUSG00000064037	Gpn1	-5.14727	0.004722
ENSMUSG00000068114	Ccdc134	-6.046	0.018027
ENSMUSG00000071477	Zfp777	-Inf	0.040587
ENSMUSG00000072720	Myo18b	-Inf	0.021651
ENSMUSG00000072852	2310040G07Rik	-Inf	0.042407
ENSMUSG00000073380	Arrdc5	-Inf	0.036563
ENSMUSG00000073680	Tmem88b	-Inf	0.034615
ENSMUSG00000074158	9830147E19Rik	-Inf	0.035466
ENSMUSG00000074480	Mex3a	-Inf	0.046478
ENSMUSG00000074867	Zfp808	-8.35968	0.0303
ENSMUSG00000075014	Gm10800	-2.29268	0.049507
ENSMUSG00000075415	Fnbp1	-1.69909	0.043261
ENSMUSG00000078157	4931440F15Rik	-5.66142	0.016343
ENSMUSG00000078716	Tmem8b	-2.63749	0.035294
ENSMUSG00000078815	Cacng6	-Inf	0.01732
ENSMUSG00000079553	Kifc1	-Inf	0.021706
ENSMUSG00000079620	Muc4	-Inf	0.034166
ENSMUSG00000079654	Prrt4	-Inf	0.044065
ENSMUSG00000084884	Gm12289	-Inf	0.045057
ENSMUSG00000084890	A830036E02Rik	-1.53363	0.024695
ENSMUSG00000085039	Gm15927	-Inf	0.026393
ENSMUSG00000085054	Gm15834	-Inf	0.030186
ENSMUSG00000085623	Gm16041	-Inf	0.012424
ENSMUSG00000086602	Gm15609	-Inf	0.032722
ENSMUSG00000086837	Gm16618	-6.79873	0.032425
ENSMUSG00000087064	Sap30bpos	-Inf	0.025561
ENSMUSG00000087340	Gm15228	-Inf	0.039515
ENSMUSG00000087354	4930404I05Rik	-Inf	0.049658
ENSMUSG00000087579	1500017E21Rik	-Inf	0.048089
ENSMUSG00000090115	Usp49	-3.26234	0.048645
ENSMUSG00000091455	Otogl	-Inf	0.046097

ENSMUSG00000092323	BB365896	-Inf	0.022499
ENSMUSG00000092486	2610524H06Rik	-6.08227	0.013316
ENSMUSG00000093502	Gm20700	-5.94029	0.045612
ENSMUSG00000093598	A730085K08Rik	-Inf	0.046045
ENSMUSG00000096916	Zfp850	-Inf	0.037861
ENSMUSG00000097335	Gm26563	-6.90729	0.040191
ENSMUSG00000097380	Gm26816	-4.45331	0.04541
ENSMUSG00000097476	Gm26583	-Inf	0.034214
ENSMUSG00000097479	Gm26582	-3.53473	0.046167
ENSMUSG00000100975	Gm28875	-Inf	0.049017
ENSMUSG00000102139	Gm37109	-Inf	0.043454
ENSMUSG00000102206	Pcdha11	-Inf	0.002291
ENSMUSG00000102440	Pcdhga9	-2.84525	0.04706
ENSMUSG00000102481	Gm37925	-Inf	0.01222
ENSMUSG00000102854	C130023A14Rik	-6.01771	0.033944
ENSMUSG00000102919	Gm37726	-Inf	0.031181
ENSMUSG00000103101	Gm37048	-Inf	0.048351
ENSMUSG00000103138	Gm2238	-8.76921	0.016168
ENSMUSG00000103348	Gm37053	-Inf	0.0164
ENSMUSG00000103377	Gm37180	-Inf	0.013801
ENSMUSG00000103630	Gm37242	-Inf	0.032004
ENSMUSG00000103734	Gm37651	-Inf	0.039381
ENSMUSG00000103748	Gm38243	-5.13717	0.020759
ENSMUSG00000103770	Pcdha9	-Inf	0.027777
ENSMUSG00000104044	Gm37566	-Inf	0.040693
ENSMUSG00000104154	Gm38104	-6.54922	0.036855
ENSMUSG00000105083	Gm42699	-6.79401	0.044658
ENSMUSG00000105229	Gm43149	-Inf	0.023812
ENSMUSG00000105528	Gm43519	-Inf	0.014086
ENSMUSG00000105622	Gm42615	-Inf	0.011727
ENSMUSG00000105707	Gm43753	-8.40514	0.017575
ENSMUSG00000105776	Gm43292	-6.93552	0.013415

ENSMUSG00000105936	Gm43544	-Inf	0.024296
ENSMUSG00000106048	Gm42444	-5.77585	0.039502
ENSMUSG00000106099	Gm42664	-Inf	0.033793
ENSMUSG00000106408	Gm43321	-Inf	0.01927
ENSMUSG00000106539	Gm43670	-1.33448	0.044183
ENSMUSG00000106696	Gm42729	-Inf	0.006434
ENSMUSG00000106717	Gm42798	-8.43989	0.006363
ENSMUSG00000107045	Gm43636	-Inf	0.024994
ENSMUSG00000107083	Gm43313	-5.83051	0.033877
ENSMUSG00000107362	Gm42724	-2.52944	0.018892
ENSMUSG00000107707	RP23-140M6.1	-6.39859	0.015511
ENSMUSG00000107884	RP23-334M3.6	-Inf	0.031728
ENSMUSG00000108053	RP24-317F6.7	-Inf	0.037895
ENSMUSG00000108076	RP23-296N5.4	-5.78432	0.018022
ENSMUSG00000108353	RP24-144C5.1	-Inf	0.016292
ENSMUSG00000108522	RP23-385F8.2	-4.95969	0.046039

Supplementary Table 4. The list of genes (145) that are upregulated in Glu^{S1L2/3} neurons of CCI maternal mice [relative to](#) those of sham controls (fold change ≥ 2 , $P < 0.05$).

Ensembl Gene ID	Gene Symbol	Log2 Fold Change<br>CCI over sham	P value (CCI<br>over sham)
ENSMUSG00000003657	Calb2	+Inf	0.000136
ENSMUSG00000027399	Il1a	4.582635	0.000441
ENSMUSG00000013523	Bcas1	+Inf	0.000652
ENSMUSG00000001768	Rin2	8.712169	0.000725
ENSMUSG00000073062	Zxdb	5.815225	0.000731
ENSMUSG00000002699	Lcp2	9.593719	0.001223
ENSMUSG00000020120	Plek	3.984564	0.001592
ENSMUSG00000029819	Npy	+Inf	0.001606
ENSMUSG00000074622	Ma1b	6.706809	0.001634
ENSMUSG00000054675	Tmem119	4.255723	0.002146
ENSMUSG00000035151	Elmod2	8.642843	0.002412
ENSMUSG00000068798	Rap1a	8.369298	0.002527
ENSMUSG00000031504	Rab20	8.321734	0.003159
ENSMUSG00000060636	Rpl35a	7.696941	0.003386
ENSMUSG00000021238	Aldh6a1	5.287063	0.003633
ENSMUSG00000093677	Gm20712	+Inf	0.003798
ENSMUSG00000069662	Marcks	3.203564	0.003834
ENSMUSG00000042350	Arel1	2.946682	0.004935
ENSMUSG00000018930	Ccl4	2.91923	0.005555
ENSMUSG00000044231	Nhlrc1	+Inf	0.005625
ENSMUSG00000087651	150009L16Rik	+Inf	0.005677
ENSMUSG00000022500	Litaf	5.341914	0.005836
ENSMUSG00000015396	Cd83	2.949974	0.006351
ENSMUSG00000048988	Elfn1	+Inf	0.006842
ENSMUSG00000024621	Csf1r	3.611479	0.006877
ENSMUSG00000070880	Gad1	4.137637	0.007235
ENSMUSG00000075528	Aarsd1	6.024336	0.007739
ENSMUSG00000003283	Hck	+Inf	0.007767

ENSMUSG00000021665	Hexb	2.740991	0.008331
ENSMUSG00000039450	Dcxr	+Inf	0.008378
ENSMUSG00000018593	Sparc	2.848511	0.008551
ENSMUSG00000044770	Scml4	+Inf	0.008757
ENSMUSG00000025537	Phkg1	+Inf	0.009216
ENSMUSG00000018774	Cd68	3.762471	0.009634
ENSMUSG00000047832	Cdca4	+Inf	0.009798
ENSMUSG00000042505	Sdhaf3	6.508964	0.010405
ENSMUSG00000053519	Kcnip1	+Inf	0.01046
ENSMUSG00000025666	Tmem47	2.598054	0.010472
ENSMUSG00000095432	Zfp748	7.712307	0.010683
ENSMUSG00000036206	Sh3bp4	8.220328	0.010953
ENSMUSG00000032410	Xrn1	3.01732	0.011538
ENSMUSG00000046447	Camk2n1	2.199598	0.012344
ENSMUSG00000058748	Zfp958	+Inf	0.012691
ENSMUSG00000043008	Klhl6	+Inf	0.012896
ENSMUSG00000034652	Cd300a	8.096425	0.013524
ENSMUSG00000073411	H2-D1	2.739938	0.013785
ENSMUSG00000036968	Cnpy4	+Inf	0.013926
ENSMUSG00000021189	Atxn3	4.097297	0.014223
ENSMUSG00000047735	Samd9l	7.243811	0.014551
ENSMUSG00000004837	Grap	7.348709	0.015023
ENSMUSG00000085715	Tsix	2.977303	0.015036
ENSMUSG00000024048	Myl12a	3.528449	0.016198
ENSMUSG00000020334	Slc22a4	8.17565	0.016657
ENSMUSG00000000982	Ccl3	2.923801	0.017283
ENSMUSG00000037405	Icam1	5.337148	0.017286
ENSMUSG00000070601	Vmn2r84	+Inf	0.017417
ENSMUSG00000079235	Ccdc13	+Inf	0.017577
ENSMUSG00000021613	Hapln1	+Inf	0.0176
ENSMUSG00000036887	C1qa	2.399206	0.018012
ENSMUSG00000041515	Irf8	+Inf	0.018663

ENSMUSG00000030605	Mfge8	7.879882	0.018841
ENSMUSG00000021532	Fastkd3	+Inf	0.018842
ENSMUSG00000004609	Cd33	6.042104	0.019007
ENSMUSG00000023942	Slc29a1	+Inf	0.019071
ENSMUSG00000029119	Man2b2	+Inf	0.019114
ENSMUSG00000062210	Tnfaip8	+Inf	0.019207
ENSMUSG00000007613	Tgfbr1	4.410902	0.019676
ENSMUSG00000047123	Ticam1	+Inf	0.02021
ENSMUSG00000079242	C730034F03Rik	9.333748	0.021196
ENSMUSG00000075284	Wipf1	4.415762	0.021815
ENSMUSG00000017057	Il13ra1	5.621724	0.022175
ENSMUSG00000002147	Stat6	+Inf	0.022286
ENSMUSG00000009214	Tmem8c	+Inf	0.022538
ENSMUSG00000044367	Slc16a13	+Inf	0.022637
ENSMUSG00000031639	Tlr3	+Inf	0.023035
ENSMUSG00000032854	Ugt8a	6.018669	0.023504
ENSMUSG00000046034	Otulin	+Inf	0.024011
ENSMUSG00000032667	Pon2	4.141731	0.02405
ENSMUSG00000036905	C1qb	2.192438	0.024298
ENSMUSG00000030083	Abtb1	2.79424	0.024916
ENSMUSG00000051067	Lingo3	3.581425	0.02534
ENSMUSG00000086407	Gm14123	+Inf	0.025948
ENSMUSG00000037653	Kctd8	7.807895	0.026746
ENSMUSG00000020399	Havcr2	+Inf	0.027033
ENSMUSG00000034343	Ube2f	2.521367	0.027125
ENSMUSG00000062169	Cnih4	3.769263	0.027187
ENSMUSG00000061740	Cyp2d22	+Inf	0.027919
ENSMUSG00000025017	Pik3ap1	6.786637	0.030233
ENSMUSG00000020092	Pald1	+Inf	0.030366
ENSMUSG00000048965	Mrgpre	+Inf	0.030724
ENSMUSG00000024816	Frmd8	6.576336	0.030789
ENSMUSG00000026787	Gad2	4.196537	0.03136

ENSMUSG00000085498	Gm14023	+Inf	0.032265
ENSMUSG00000036863	Syde2	+Inf	0.033084
ENSMUSG00000034595	Ppp1r18	4.752886	0.033236
ENSMUSG00000057335	Cep170	2.216243	0.033491
ENSMUSG00000068551	Zfp467	6.974691	0.033648
ENSMUSG00000091387	Gcnt4	+Inf	0.033932
ENSMUSG00000049436	Upk1b	9.200594	0.034572
ENSMUSG00000026841	Fibcd1	+Inf	0.034608
ENSMUSG00000036885	Arhgef26	3.15776	0.035421
ENSMUSG00000022901	Cd86	6.526797	0.035707
ENSMUSG00000090164	BC035044	6.977093	0.035888
ENSMUSG00000048163	Selplg	2.543418	0.035976
ENSMUSG00000049791	Fzd4	2.88739	0.036237
ENSMUSG00000036983	Tfb1m	+Inf	0.036316
ENSMUSG00000019936	Epyc	+Inf	0.036532
ENSMUSG00000105293	Gm42843	2.797529	0.037306
ENSMUSG00000049775	Tmsb4x	1.862995	0.037636
ENSMUSG00000027239	Mdk	+Inf	0.038247
ENSMUSG00000031907	Zfp90	+Inf	0.038625
ENSMUSG00000026749	Nek6	2.790804	0.038632
ENSMUSG00000066568	Lsm14a	2.974808	0.038745
ENSMUSG00000036402	Gng12	3.099899	0.039519
ENSMUSG00000040446	Rprd1a	2.910607	0.039688
ENSMUSG00000040253	Gbp7	+Inf	0.039808
ENSMUSG00000048895	Cdk5r1	2.211606	0.040429
ENSMUSG00000067377	Tspan6	6.408649	0.04049
ENSMUSG00000029580	Actb	1.847673	0.040515
ENSMUSG00000022009	Nufip1	3.5993	0.040658
ENSMUSG00000028631	Kcnq4	+Inf	0.041004
ENSMUSG00000004558	Ndr2	2.084282	0.041182
ENSMUSG00000030342	Cd9	4.167293	0.041511
ENSMUSG00000024507	Hsd17b4	3.46918	0.041672

ENSMUSG00000036555	Iqce	2.554187	0.041978
ENSMUSG00000091955	Gm9844	2.591223	0.042578
ENSMUSG00000047067	Dusp28	4.669155	0.0427
ENSMUSG00000020037	Rfx4	+Inf	0.043064
ENSMUSG00000007659	Bcl2l1	2.173262	0.043103
ENSMUSG00000034919	Ttc22	+Inf	0.04312
ENSMUSG00000041911	Dlx1	+Inf	0.045025
ENSMUSG00000090546	Cdr1	1.812925	0.045195
ENSMUSG00000030446	Zfp273	4.88849	0.045555
ENSMUSG00000018008	Cyth4	+Inf	0.045778
ENSMUSG00000032425	Zfp949	3.560635	0.045937
ENSMUSG00000037669	Ldah	2.945301	0.04624
ENSMUSG00000021508	Cxcl14	3.286737	0.046539
ENSMUSG00000022817	Itgb5	6.778376	0.047033
ENSMUSG00000057396	Zfp759	+Inf	0.047428
ENSMUSG00000031197	Vbp1	2.219951	0.047463
ENSMUSG00000020610	Amz2	5.787355	0.047869
ENSMUSG00000035696	Rnf38	3.510875	0.047979
ENSMUSG00000104273	A530064N14Rik	+Inf	0.048469
ENSMUSG00000054409	Tmem74	+Inf	0.049495
ENSMUSG00000036880	Acaa2	+Inf	0.049912

84

85

Supplementary Table 5. The list of genes (426) that are downregulated in Glu^{SIL2/3} neurons of CCI maternal mice [relative to](#) those of sham controls (fold change ≤ 0.5 , $P < 0.05$).

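In CCI maternal neurons, 53 of the 145 upregulated genes (36.6%) were listed at 0 in every sham neuron, and 246 of the 425 downregulated genes in the copy of the table (57.9%) were listed at 0 in every CCI maternal neuron, so these have no finite fold change. Zxdb, a zinc finger protein, illustrates an upregulated gene detected on both sides, at 9.61, 28.1 and 35.0 FPKM in the CCI maternal and 0, 0.125 and 1.17 in the sham neurons. Nupl1, a nucleoporin, was at 0, 0 and 0.583 FPKM in the CCI maternal and 40.0, 18.5 and 23.5 in the sham neurons. The neurons of the groups did not overlap for 60 upregulated (41.4%) and 330 downregulated genes (77.6%). Upregulated genes had a median of 7.38 for their mean FPKM over the 9 neurons and downregulated genes 4.07.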

Ensembl Gene ID	Gene Symbol	Log2 Fold Change<br>CCI over sham	P value (CCI<br>over sham)
ENSMUSG00000048920	Fkrp	-Inf	2.38E-05
ENSMUSG00000044847	Lsm11	-Inf	3.33E-05
ENSMUSG00000027207	Galk2	-Inf	5.60E-05
ENSMUSG00000037905	Bri3bp	-Inf	9.55E-05
ENSMUSG000000103432	6720464F23Rik	-10.3995	0.000114
ENSMUSG00000079555	Haus3	-Inf	0.000117
ENSMUSG00000037339	Fam53a	-Inf	0.000142
ENSMUSG00000052305	Hbb-bs	-7.84905	0.000172
ENSMUSG00000048537	Phldb1	-Inf	0.000177
ENSMUSG00000026224	4933407L21Rik	-Inf	0.000181
ENSMUSG00000061028	Clasrp	-3.78355	0.000216
ENSMUSG00000089872	Rps6kc1	-4.16564	0.000276
ENSMUSG00000064210	Ano6	-4.10402	0.000298
ENSMUSG00000024142	Mlst8	-Inf	0.000302
ENSMUSG00000020387	Jade2	-7.27335	0.000307
ENSMUSG00000078190	Dnm3os	-10.0027	0.000329
ENSMUSG00000069917	Hba-a2	-6.74336	0.000387
ENSMUSG00000050605	Zfp61	-Inf	0.000419
ENSMUSG00000013419	Zfp651	-Inf	0.000426
ENSMUSG00000039813	Tbc1d2	-9.80999	0.000459
ENSMUSG00000075014	Gm10800	-4.35934	0.000493
ENSMUSG00000027014	Cwc22	-Inf	0.000509
ENSMUSG00000016200	Syt14	-7.56548	0.000676
ENSMUSG000000103472	Pcdhga7	-Inf	0.000678
ENSMUSG00000026856	Dolpp1	-Inf	0.000742
ENSMUSG00000037366	Pafah2	-Inf	0.000821
ENSMUSG00000035919	Bbs9	-8.77037	0.000848
ENSMUSG00000058454	Dhcr7	-7.80479	0.000896

ENSMUSG00000032609	Klhdc8b	-4.38927	0.000939
ENSMUSG00000024172	St6gal2	-4.46615	0.00097
ENSMUSG00000024170	Telo2	-Inf	0.000984
ENSMUSG00000020656	Grhl1	-6.1339	0.000992
ENSMUSG00000061762	Tac1	-Inf	0.001011
ENSMUSG00000071103	1700029J07Rik	-Inf	0.001014
ENSMUSG000000106212	Gm43112	-9.34034	0.00104
ENSMUSG00000063895	Nupl1	-7.13589	0.001257
ENSMUSG00000038524	Fchsd1	-Inf	0.001314
ENSMUSG00000075590	Nrbp2	-4.95041	0.001325
ENSMUSG00000023923	Tbc1d5	-Inf	0.001331
ENSMUSG00000021962	Dcp1a	-6.13363	0.001341
ENSMUSG00000069919	Hba-a1	-5.98563	0.00146
ENSMUSG00000045466	Zfp956	-7.82662	0.001761
ENSMUSG00000036918	Ttc7	-Inf	0.001899
ENSMUSG00000028948	Nol9	-Inf	0.001957
ENSMUSG00000070002	Ell	-5.9382	0.001961
ENSMUSG00000025962	Fastkd2	-Inf	0.002006
ENSMUSG00000033083	Tbc1d4	-Inf	0.002093
ENSMUSG00000045252	Zfp574	-6.19953	0.002187
ENSMUSG00000022237	Ankrd33b	-2.62333	0.002219
ENSMUSG00000046562	Unc119b	-Inf	0.002254
ENSMUSG00000036686	Cc2d1a	-Inf	0.00228
ENSMUSG00000046947	Adck2	-Inf	0.00238
ENSMUSG00000051412	Vamp7	-7.4722	0.002518
ENSMUSG00000024642	Tle4	-6.63342	0.002652
ENSMUSG00000042659	Arrdc4	-Inf	0.002722
ENSMUSG00000049323	Smcr8	-8.62895	0.002731
ENSMUSG00000038259	Gdf5	-Inf	0.00304
ENSMUSG00000046185	Zfp84	-Inf	0.003092
ENSMUSG00000030386	Zfp606	-Inf	0.003097
ENSMUSG00000022096	Hr	-Inf	0.003264

ENSMUSG00000034898	Filip1	-Inf	0.003335
ENSMUSG00000026135	Zfp142	-3.63803	0.003403
ENSMUSG00000001998	Ap4e1	-Inf	0.003416
ENSMUSG00000027584	Oprl1	-Inf	0.00348
ENSMUSG00000036167	Pphln1	-9.44678	0.003601
ENSMUSG00000038260	Trpm4	-Inf	0.003643
ENSMUSG00000007877	Tcap	-Inf	0.004092
ENSMUSG00000031834	Pik3r2	-2.65242	0.004125
ENSMUSG00000040356	Skiv2l	-3.63903	0.004137
ENSMUSG00000030681	Mvp	-Inf	0.004304
ENSMUSG00000059839	Zfp874b	-Inf	0.00435
ENSMUSG000000102317	Gm37628	-Inf	0.004643
ENSMUSG00000035575	Utp6	-Inf	0.004721
ENSMUSG00000020674	Pxdn	-4.52845	0.004779
ENSMUSG00000018809	Smyd4	-Inf	0.00492
ENSMUSG00000052613	Pcdh15	-4.84711	0.005075
ENSMUSG000000102758	Naaladl2	-Inf	0.005104
ENSMUSG00000004054	Map3k11	-Inf	0.00513
ENSMUSG00000034165	Ccnd3	-7.87889	0.005315
ENSMUSG00000040420	Cdh18	-Inf	0.00556
ENSMUSG000000104671	Gm43062	-Inf	0.005619
ENSMUSG00000027400	Pdyn	-7.79062	0.005778
ENSMUSG00000025737	Wdr24	-Inf	0.00583
ENSMUSG00000048310	Pskh1	-Inf	0.005865
ENSMUSG00000027022	Xirp2	-Inf	0.005866
ENSMUSG00000032519	Slc25a38	-Inf	0.005877
ENSMUSG00000045875	Adra1a	-Inf	0.006142
ENSMUSG000000108522	RP23-385F8.2	-Inf	0.006193
ENSMUSG00000073940	Hbb-bt	-Inf	0.006243
ENSMUSG00000091028	Gm10722	-5.23862	0.006326
ENSMUSG00000036502	Tmem255a	-Inf	0.006577
ENSMUSG00000042216	Sgsm1	-3.02067	0.006584

ENSMUSG00000028007	Snx7	-8.69478	0.006683
ENSMUSG00000099931	Gm29358	-Inf	0.006766
ENSMUSG00000070426	Rnf121	-Inf	0.006773
ENSMUSG00000061979	Wbscr16	-Inf	0.006894
ENSMUSG000000104655	Gm43317	-Inf	0.006895
ENSMUSG00000031540	Kat6a	-4.68792	0.006902
ENSMUSG00000035258	Abi3bp	-Inf	0.007083
ENSMUSG00000029442	Wdr66	-8.81377	0.007091
ENSMUSG00000058153	Sez6l	-2.58316	0.007204
ENSMUSG00000081137	BC022960	-Inf	0.007259
ENSMUSG00000040359	Ufl1	-6.18452	0.007308
ENSMUSG00000096146	Kcnj11	-Inf	0.007322
ENSMUSG00000015290	Ubl4a	-3.64571	0.007347
ENSMUSG00000031134	RbmX	-6.45921	0.007452
ENSMUSG00000039552	Rsph4a	-Inf	0.007522
ENSMUSG000000108621	Gm37494	-Inf	0.007828
ENSMUSG00000026816	Gtf3c5	-4.42587	0.008346
ENSMUSG00000006342	Susd2	-Inf	0.008514
ENSMUSG000000105776	Gm43292	-Inf	0.008779
ENSMUSG00000038895	Zfp653	-5.87981	0.008925
ENSMUSG00000025395	Prim1	-Inf	0.008951
ENSMUSG00000026188	Tmem169	-Inf	0.009122
ENSMUSG00000032064	Dixdc1	-3.0872	0.009198
ENSMUSG00000032263	Bckdhh	-Inf	0.009221
ENSMUSG00000038838	Vars2	-Inf	0.009262
ENSMUSG000000106265	Gm42490	-Inf	0.009375
ENSMUSG00000075553	Gm5464	-Inf	0.009561
ENSMUSG00000045201	Lrrc3b	-Inf	0.00963
ENSMUSG00000030823	9130019O22Rik	-Inf	0.009651
ENSMUSG00000023938	Aars2	-8.77287	0.009673
ENSMUSG00000097546	Gm26749	-Inf	0.009682
ENSMUSG000000104156	Gm38102	-Inf	0.009799

ENSMUSG00000029416	Slc15a4	-Inf	0.009838
ENSMUSG00000001506	Colla1	-Inf	0.010026
ENSMUSG00000075224	Lrrc55	-6.07011	0.010255
ENSMUSG00000019857	Asf1a	-Inf	0.010496
ENSMUSG000000102861	Gm37637	-Inf	0.010502
ENSMUSG00000059921	Unc5c	-6.51222	0.010576
ENSMUSG00000087479	Gm16835	-7.03349	0.010581
ENSMUSG00000044345	Marveld1	-Inf	0.010585
ENSMUSG00000075415	Fnbp1	-2.91728	0.010763
ENSMUSG00000019647	Sema6a	-7.2537	0.010791
ENSMUSG00000026826	Nr4a2	-4.22685	0.010867
ENSMUSG00000047793	Sned1	-Inf	0.01089
ENSMUSG000000108081	RP23-415I19.4	-Inf	0.010916
ENSMUSG000000102854	C130023A14Rik	-Inf	0.010937
ENSMUSG00000025665	Rps6ka6	-Inf	0.010981
ENSMUSG00000000126	Wnt9a	-Inf	0.011092
ENSMUSG00000074037	Mc1r	-8.61889	0.011592
ENSMUSG00000006641	Slc5a6	-Inf	0.011883
ENSMUSG00000045441	Gprn3	-6.99805	0.011935
ENSMUSG00000040296	Ddx58	-Inf	0.012173
ENSMUSG00000032558	Nphp3	-9.11943	0.01229
ENSMUSG00000089739	Gm20431	-Inf	0.012408
ENSMUSG00000068580	Zfyve19	-Inf	0.01244
ENSMUSG00000026469	Xpr1	-3.7659	0.012448
ENSMUSG00000001280	Sp1	-Inf	0.012477
ENSMUSG00000047021	Ccdc108	-Inf	0.012688
ENSMUSG00000020846	Fam101b	-Inf	0.012941
ENSMUSG00000085133	B930095G15Rik	-3.11784	0.012986
ENSMUSG00000024982	Zdhhc6	-5.98785	0.013161
ENSMUSG00000040690	Col16a1	-Inf	0.013289
ENSMUSG00000022895	Ets2	-2.88277	0.013803

ENSMUSG000000105804	Gm43654	-Inf	0.014538
ENSMUSG000000041303	Gtf3c3	-4.70475	0.014572
ENSMUSG000000002279	Lmf1	-Inf	0.014619
ENSMUSG000000020661	Dnmt3a	-2.14885	0.014654
ENSMUSG000000039981	Zc3h12d	-Inf	0.015129
ENSMUSG000000010045	Tmem115	-5.27268	0.015286
ENSMUSG000000005873	Reep5	-1.96725	0.015326
ENSMUSG000000102516	Gm38340	-Inf	0.01533
ENSMUSG000000026404	Ddx59	-Inf	0.015342
ENSMUSG000000036295	Lrrn3	-4.67164	0.015538
ENSMUSG000000102543	Pcdhgc5	-4.09188	0.015687
ENSMUSG000000020212	Mdm1	-Inf	0.015709
ENSMUSG000000004929	Thop1	-3.87284	0.01574
ENSMUSG000000104822	Gm42967	-Inf	0.015923
ENSMUSG000000028661	Epha8	-Inf	0.016052
ENSMUSG000000053094	Tmem248	-3.35307	0.016117
ENSMUSG000000032396	Dis3l	-6.63565	0.016137
ENSMUSG000000034156	Bzrap1	-1.9465	0.016177
ENSMUSG000000034551	Hdx	-Inf	0.016304
ENSMUSG000000053334	Ficd	-7.08109	0.016315
ENSMUSG000000042745	Id1	-Inf	0.016552
ENSMUSG000000027075	Slc43a1	-Inf	0.016826
ENSMUSG000000039007	Cpq	-Inf	0.017368
ENSMUSG000000104257	Gm20172	-Inf	0.01761
ENSMUSG000000044072	Eml6	-3.9281	0.017636
ENSMUSG000000038214	Bend3	-Inf	0.017637
ENSMUSG000000031730	Dhodh	-Inf	0.017763
ENSMUSG000000032017	Grik4	-4.41006	0.018111
ENSMUSG000000102336	Gm37233	-Inf	0.01814
ENSMUSG000000026227	2810459M11Rik	-Inf	0.018518
ENSMUSG000000040105	Ppapdc2	-Inf	0.018606
ENSMUSG000000092375	A730060N03Rik	-Inf	0.01921

ENSMUSG000000103138	Gm2238	-Inf	0.019258
ENSMUSG000000103272	Gm37914	-Inf	0.019332
ENSMUSG000000028195	Cyr61	-3.58658	0.019392
ENSMUSG000000018634	Crhr1	-4.63189	0.019737
ENSMUSG000000047824	Pygo2	-Inf	0.01974
ENSMUSG000000039990	Edrf1	-2.72925	0.020031
ENSMUSG000000016526	Dyrk3	-6.25065	0.020231
ENSMUSG000000029221	Slc30a9	-2.39475	0.020273
ENSMUSG000000103375	Gm37181	-7.86293	0.020313
ENSMUSG000000053581	Zfand2a	-Inf	0.020434
ENSMUSG000000027298	Tyro3	-2.07706	0.020568
ENSMUSG000000047037	Nipa1	-Inf	0.020626
ENSMUSG000000072568	Fam84b	-Inf	0.020684
ENSMUSG000000107576	RP23-236J3.4	-7.17871	0.020787
ENSMUSG000000000538	Tom112	-2.97258	0.021096
ENSMUSG000000069114	Zbtb10	-4.46125	0.02116
ENSMUSG000000033458	Fan1	-6.62301	0.021267
ENSMUSG000000034930	Rtkn	-5.2623	0.021338
ENSMUSG000000093436	Gm20646	-Inf	0.021387
ENSMUSG000000027999	Pla2g12a	-5.06459	0.021761
ENSMUSG000000075470	Alg10b	-Inf	0.022006
ENSMUSG000000033365	Ipo13	-3.21081	0.022171
ENSMUSG000000036834	Plch1	-5.68238	0.022201
ENSMUSG000000097274	Gm26564	-Inf	0.022202
ENSMUSG000000027175	Tcp1111	-Inf	0.022514
ENSMUSG000000043587	Pxylp1	-Inf	0.022562
ENSMUSG000000038268	Ovca2	-4.62856	0.022983
ENSMUSG000000029648	Flt1	-Inf	0.023008
ENSMUSG000000031483	Erlin2	-Inf	0.023009
ENSMUSG000000045896	Paip2b	-5.61834	0.023202
ENSMUSG000000027164	Traf6	-3.8471	0.023224
ENSMUSG000000052296	Ppp6r1	-4.52807	0.023456

ENSMUSG00000022894	Adamts5	-Inf	0.023457
ENSMUSG00000035431	Sstr1	-Inf	0.023467
ENSMUSG00000039021	Ttc16	-Inf	0.02348
ENSMUSG00000038212	Hiatl1	-4.28945	0.023523
ENSMUSG00000033416	Gucd1	-6.00804	0.023747
ENSMUSG00000039116	Adgrg6	-Inf	0.023829
ENSMUSG00000022967	Ifnar1	-3.26424	0.023876
ENSMUSG00000049680	Urgcp	-4.37171	0.023958
ENSMUSG00000078429	Ctdsp2	-2.66314	0.02396
ENSMUSG00000050963	Kcns2	-Inf	0.024082
ENSMUSG00000075015	Gm10801	-3.86922	0.024119
ENSMUSG00000035486	Plk5	-2.72853	0.024525
ENSMUSG000000104641	Gm43290	-Inf	0.024553
ENSMUSG00000035769	Xylb	-Inf	0.024578
ENSMUSG00000058883	Zfp708	-Inf	0.024714
ENSMUSG00000069206	Zfp874a	-6.86782	0.024843
ENSMUSG00000033629	Hacd3	-2.00045	0.024933
ENSMUSG00000058975	Kcnc1	-2.30324	0.024979
ENSMUSG00000085623	Gm16041	-Inf	0.025029
ENSMUSG00000044254	Pcsk9	-Inf	0.025092
ENSMUSG00000022100	Xpo7	-3.22226	0.02515
ENSMUSG00000029217	Tec	-Inf	0.025372
ENSMUSG00000097121	D130020L05Rik	-Inf	0.0254
ENSMUSG00000026479	Lamc2	-Inf	0.025479
ENSMUSG00000097312	Gm26870	-4.46373	0.025512
ENSMUSG00000018974	Sart3	-3.00655	0.025653
ENSMUSG00000026198	Abcb6	-4.63519	0.025743
ENSMUSG00000054057	A930004D18Rik	-Inf	0.02586
ENSMUSG00000027300	Ubox5	-8.63539	0.025891
ENSMUSG00000024357	Sil1	-Inf	0.026084
ENSMUSG00000014355	Anapc1	-2.29838	0.026285
ENSMUSG00000087095	Emx2os	-Inf	0.0263

ENSMUSG00000078815	Cacng6	-Inf	0.026314
ENSMUSG00000026241	Nppc	-Inf	0.026405
ENSMUSG00000053134	Supt7l	-Inf	0.026648
ENSMUSG00000032560	Dnajc13	-2.45478	0.026666
ENSMUSG00000042804	Gpr153	-Inf	0.02673
ENSMUSG00000029716	Tfr2	-8.25785	0.02674
ENSMUSG00000036879	Phkb	-4.19947	0.026749
ENSMUSG00000027184	Caprin1	-2.43577	0.02683
ENSMUSG00000025348	Itga7	-Inf	0.027018
ENSMUSG00000102874	Gm37137	-8.78509	0.027024
ENSMUSG00000032119	Hinfp	-Inf	0.027067
ENSMUSG00000038564	Ift172	-2.77201	0.027237
ENSMUSG00000042500	Ago4	-Inf	0.027268
ENSMUSG00000020413	Hus1	-6.86944	0.027307
ENSMUSG00000106491	Gm42446	-Inf	0.027809
ENSMUSG00000102401	Gm37864	-Inf	0.027824
ENSMUSG00000032718	Mansc1	-Inf	0.027843
ENSMUSG00000028854	Slc9a1	-4.77044	0.028087
ENSMUSG00000031239	Itm2a	-Inf	0.028118
ENSMUSG00000021758	Ddx4	-Inf	0.02831
ENSMUSG00000002897	Il17ra	-5.0261	0.028564
ENSMUSG00000042229	Rabif	-Inf	0.028678
ENSMUSG00000031906	Smpd3	-5.0028	0.028732
ENSMUSG00000082315	Gm16523	-4.93184	0.028776
ENSMUSG00000003123	Lipe	-Inf	0.029026
ENSMUSG00000108353	RP24-144C5.1	-Inf	0.029128
ENSMUSG00000034473	Sec22a	-5.28343	0.029291
ENSMUSG00000020546	Stxbp4	-Inf	0.029663
ENSMUSG00000079429	Mroh2a	-Inf	0.029745
ENSMUSG00000027843	Ptpn22	-Inf	0.029911
ENSMUSG00000028782	Adgrb2	-2.64846	0.030044
ENSMUSG00000039308	Ndst2	-Inf	0.03013

ENSMUSG00000032816	Igdcc4	-6.69289	0.030134
ENSMUSG000000103348	Gm37053	-Inf	0.030168
ENSMUSG000000107331	Gm42732	-Inf	0.030242
ENSMUSG00000006705	Pknox1	-5.12767	0.030308
ENSMUSG000000095280	Gm21738	-4.29383	0.030427
ENSMUSG000000002984	Tomm40	-2.47465	0.030453
ENSMUSG000000040097	Flywch1	-1.99316	0.030501
ENSMUSG000000038205	Prkab2	-2.45392	0.030645
ENSMUSG000000044916	1700029I15Rik	-Inf	0.03067
ENSMUSG000000029263	Pigg	-Inf	0.03071
ENSMUSG000000058093	Zfp729b	-Inf	0.030783
ENSMUSG000000048485	Zbtb8b	-Inf	0.030841
ENSMUSG000000043857	Mgat5b	-5.22802	0.030887
ENSMUSG000000054381	Zfp747	-Inf	0.030887
ENSMUSG000000025745	Hadha	-4.95768	0.031125
ENSMUSG000000078762	Haus5	-Inf	0.031741
ENSMUSG000000045106	Ccdc73	-Inf	0.031828
ENSMUSG000000050711	Scg2	-1.78263	0.032312
ENSMUSG000000028423	Nfx1	-1.85215	0.03252
ENSMUSG000000104061	Gm37953	-8.18673	0.032742
ENSMUSG000000079553	Kifc1	-Inf	0.03295
ENSMUSG000000074867	Zfp808	-Inf	0.033084
ENSMUSG000000072720	Myo18b	-Inf	0.03325
ENSMUSG000000103565	Sgsm3	-Inf	0.033434
ENSMUSG000000103046	Gm37309	-Inf	0.033712
ENSMUSG000000028518	Prkaa2	-2.04307	0.033727
ENSMUSG000000017167	Cntnap1	-3.19195	0.03383
ENSMUSG000000052221	Ppp1r36	-Inf	0.03404
ENSMUSG000000010097	Nxf1	-1.72745	0.0341
ENSMUSG000000057788	Ddx49	-5.4196	0.034787
ENSMUSG000000102602	A930004J17Rik	-Inf	0.03496
ENSMUSG000000105083	Gm42699	-Inf	0.035058

ENSMUSG00000021702	Thbs4	-Inf	0.035094
ENSMUSG00000024579	Pcyox11	-Inf	0.035143
ENSMUSG000000104435	Gm37422	-Inf	0.03527
ENSMUSG00000020474	Polm	-Inf	0.035278
ENSMUSG00000074629	4930518I15Rik	-Inf	0.035405
ENSMUSG00000046139	Patl1	-3.01245	0.035424
ENSMUSG00000029714	Gigyf1	-2.58717	0.035595
ENSMUSG00000094840	Muc3a	-5.76344	0.035658
ENSMUSG00000033740	St18	-Inf	0.035708
ENSMUSG00000028980	H6pd	-Inf	0.035715
ENSMUSG00000028927	Padi2	-Inf	0.035943
ENSMUSG00000023439	Gnb3	-Inf	0.036077
ENSMUSG00000005225	Plekha8	-Inf	0.03639
ENSMUSG00000090100	Ttbk2	-2.41201	0.036555
ENSMUSG00000040152	Thbs1	-Inf	0.036633
ENSMUSG00000016918	Sulf1	-Inf	0.036741
ENSMUSG00000030536	Iqgap1	-1.99766	0.036902
ENSMUSG00000075419	Dolk	-5.7428	0.036904
ENSMUSG000000102579	Gm37965	-Inf	0.037069
ENSMUSG00000070425	Xntrpc	-Inf	0.037236
ENSMUSG000000103482	Gm37999	-Inf	0.037259
ENSMUSG00000031066	Usp11	-1.79312	0.037698
ENSMUSG000000108572	RP24-243C16.2	-Inf	0.037974
ENSMUSG00000014782	Plekhg4	-Inf	0.038012
ENSMUSG00000025512	Chid1	-3.77953	0.038056
ENSMUSG00000049796	Crh	-Inf	0.038198
ENSMUSG00000035314	Gdpd5	-Inf	0.038202
ENSMUSG00000020642	Rnf144a	-4.86493	0.038353
ENSMUSG00000034112	Atp2c2	-Inf	0.038403
ENSMUSG00000034310	Tmem132d	-3.49617	0.038565
ENSMUSG00000026039	Sgol2a	-Inf	0.038643
ENSMUSG00000020686	Gas2l2	-Inf	0.038655

ENSMUSG000000106757	Gm43482	-8.34306	0.038735
ENSMUSG000000005410	Mcm5	-Inf	0.03883
ENSMUSG000000049608	Gpr55	-Inf	0.038946
ENSMUSG000000001870	Ltbp1	-Inf	0.039155
ENSMUSG000000104687	Gm42899	-7.88735	0.03943
ENSMUSG000000021573	Tppp	-1.65531	0.039472
ENSMUSG000000022131	Gpr180	-5.43956	0.039562
ENSMUSG000000003437	Paf1	-2.98195	0.039738
ENSMUSG000000036432	Siah2	-Inf	0.039982
ENSMUSG000000033313	Fbxl8	-Inf	0.040066
ENSMUSG000000021120	Pigh	-Inf	0.040127
ENSMUSG000000105429	Gm43692	-Inf	0.040234
ENSMUSG000000039741	Bahcc1	-Inf	0.040382
ENSMUSG000000046312	AI464131	-Inf	0.04062
ENSMUSG000000037428	Vgf	-2.40664	0.04065
ENSMUSG000000052373	Mpp3	-2.09841	0.040669
ENSMUSG000000000489	Pdgfb	-4.90829	0.040958
ENSMUSG000000105936	Gm43544	-Inf	0.041122
ENSMUSG000000107045	Gm43636	-Inf	0.041806
ENSMUSG000000040710	St8sia4	-Inf	0.041855
ENSMUSG000000102919	Gm37726	-Inf	0.042251
ENSMUSG000000018820	Zfyve27	-2.38039	0.042628
ENSMUSG000000101599	Gm20342	-Inf	0.042706
ENSMUSG000000074766	Ism1	-Inf	0.043139
ENSMUSG000000074934	Grem1	-Inf	0.043144
ENSMUSG000000054855	Rnd1	-2.18594	0.043151
ENSMUSG000000021180	Rps6ka5	-Inf	0.043204
ENSMUSG000000067276	Capn6	-Inf	0.043241
ENSMUSG000000070047	Fat1	-Inf	0.043315
ENSMUSG000000102776	Gm38162	-8.72666	0.043371
ENSMUSG000000059991	Nptx2	-2.29347	0.043457
ENSMUSG000000056724	Nbeal2	-Inf	0.043469

ENSMUSG000000103770	Pcdha9	-Inf	0.043482
ENSMUSG000000020273	Papolg	-Inf	0.043548
ENSMUSG000000046191	Pcdhb20	-5.49458	0.044128
ENSMUSG000000028804	Csmd2	-1.88516	0.044138
ENSMUSG000000042156	Dzip1	-3.78533	0.044239
ENSMUSG000000043366	Olfr78	-Inf	0.04426
ENSMUSG000000052504	Epha3	-Inf	0.044267
ENSMUSG000000104138	Gm36949	-6.62198	0.044282
ENSMUSG000000049511	Htr1b	-Inf	0.044429
ENSMUSG000000031986	Sprtn	-Inf	0.04445
ENSMUSG000000058447	Gm26920	-7.15876	0.04447
ENSMUSG000000042292	Mkl1	-1.96727	0.044512
ENSMUSG000000049939	Lrrc4	-3.64862	0.044648
ENSMUSG000000041720	Pi4ka	-1.68469	0.044863
ENSMUSG000000063626	Unc5d	-2.77302	0.044883
ENSMUSG000000028780	Sema3c	-Inf	0.045068
ENSMUSG000000018339	Gpx3	-Inf	0.045456
ENSMUSG000000061578	Ksr2	-3.12939	0.04566
ENSMUSG000000107729	RP23-477A19.5	-Inf	0.045692
ENSMUSG000000027546	Atp9a	-2.21039	0.045708
ENSMUSG000000020672	Sntg2	-Inf	0.045712
ENSMUSG000000087178	A230056P14Rik	-Inf	0.045799
ENSMUSG000000053297	AI854703	-Inf	0.0459
ENSMUSG000000003665	Has1	-Inf	0.046041
ENSMUSG000000062794	Zfp599	-Inf	0.046041
ENSMUSG000000071573	Rnls	-Inf	0.046071
ENSMUSG000000043456	Zfp536	-4.34897	0.04658
ENSMUSG000000056458	Mok	-5.37798	0.046816
ENSMUSG000000052273	Dnah3	-Inf	0.04721
ENSMUSG000000069727	Gm5595	-Inf	0.047431
ENSMUSG000000096926	Gm26823	-Inf	0.047432
ENSMUSG000000025821	Zfp282	-Inf	0.047564

ENSMUSG00000028758	Kif17	-2.66794	0.048066
ENSMUSG00000043065	Spice1	-4.99372	0.048147
ENSMUSG00000063785	Utp14a	-4.4175	0.048355
ENSMUSG00000104737	Gm42937	-Inf	0.048364
ENSMUSG00000089957	A830011K09Rik	-Inf	0.048478
ENSMUSG00000027601	Mtfr1	-5.43476	0.048502
ENSMUSG00000097699	5430400D12Rik	-Inf	0.048772
ENSMUSG00000032806	Slc10a3	-Inf	0.048884
ENSMUSG00000073380	Arrdc5	-Inf	0.04897
ENSMUSG00000024413	Npc1	-2.50603	0.049223
ENSMUSG00000038600	Atp6v0a4	-Inf	0.049265
ENSMUSG00000056752	Dnah9	-Inf	0.049422
ENSMUSG00000040794	C1qtnf4	-Inf	0.049664
ENSMUSG00000031862	Atp13a1	-2.31286	0.049708

Supplementary Table 6. The list of genes (33) that are upregulated in Glu^{SIL2/3} neurons of both CCI offspring and CCI maternal mice [relative to](#) those of sham controls (fold change ≥ 2 , $P < 0.05$).

Ensembl Gene ID	Gene Symbol	Log2 Fold<br>Change CCI<br>offspring over<br>sham	P<br>value	Fold Change CCI<br>over sham	P<br>value
ENSMUSG00000075528	Aarsd1	6.6623	0.0000	6.024	0.0077
ENSMUSG00000022817	Itgb5	7.4764	0.0010	6.778	0.0470
ENSMUSG00000054675	Tmem119	3.9018	0.0010	4.256	0.0021
ENSMUSG00000041515	Irf8	+Inf	0.0012	+Inf	0.0187
ENSMUSG00000026841	Fibcd1	+Inf	0.0014	+Inf	0.0346
ENSMUSG00000036880	Acaa2	+Inf	0.0014	+Inf	0.0499
ENSMUSG00000024621	Csf1r	2.7652	0.0040	3.611	0.0069
ENSMUSG00000018930	Ccl4	2.8124	0.0052	2.919	0.0056
ENSMUSG00000032425	Zfp949	3.6700	0.0055	3.561	0.0459
ENSMUSG00000018008	Cyth4	+Inf	0.0055	+Inf	0.0458
ENSMUSG00000021238	Aldh6a1	4.7638	0.0059	5.287	0.0036
ENSMUSG00000046447	Camk2n1	1.7966	0.0075	2.200	0.0123
ENSMUSG00000034652	Cd300a	7.8475	0.0078	8.096	0.0135
ENSMUSG00000074622	Mafb	5.7386	0.0127	6.707	0.0016
ENSMUSG00000021665	Hexb	2.0263	0.0146	2.741	0.0083
ENSMUSG00000013523	Bcas1	+Inf	0.0154	+Inf	0.0007
ENSMUSG00000018593	Sparc	1.8281	0.0167	2.849	0.0086
ENSMUSG00000036887	C1qa	1.6703	0.0179	2.399	0.0180
ENSMUSG00000091387	Gcnt4	+Inf	0.0195	+Inf	0.0339
ENSMUSG00000031907	Zfp90	+Inf	0.0219	+Inf	0.0386
ENSMUSG00000036905	C1qb	1.5582	0.0232	2.192	0.0243
ENSMUSG00000001768	Rin2	6.1465	0.0244	8.712	0.0007
ENSMUSG00000037405	Icam1	4.7409	0.0246	5.337	0.0173
ENSMUSG00000060636	Rpl35a	6.2968	0.0253	7.697	0.0034
ENSMUSG00000022500	Litaf	4.2388	0.0281	5.342	0.0058
ENSMUSG00000032667	Pon2	3.6713	0.0310	4.142	0.0240
ENSMUSG00000029119	Man2b2	+Inf	0.0317	+Inf	0.0191
ENSMUSG00000031197	Vbp1	2.0402	0.0332	2.220	0.0475

ENSMUSG00000021532	Fastkd3	+Inf	0.0336	+Inf	0.0188
ENSMUSG00000044231	Nhlrc1	+Inf	0.0365	+Inf	0.0056
ENSMUSG00000002147	Stat6	+Inf	0.0399	+Inf	0.0223
ENSMUSG00000004837	Grap	6.1010	0.0437	7.349	0.0150
ENSMUSG00000024507	Hsd17b4	3.0556	0.0473	3.469	0.0417

Supplementary Table 7. The list of genes (69) that are downregulated in Glu^{SIL2/3} neurons of both CCI offspring and CCI maternal mice [relative to](#) those of sham controls (fold change ≤ 0.5 , $P < 0.05$).

Ensembl Gene ID	Gene Symbol	Log2 Fold Change CCI offspring over sham	P value	Log2 Fold change CCI over sham)	P value
ENSMUSG00000026224	4933407L21Rik	-9.6013	0.0000	-Inf	0.0002
ENSMUSG00000027400	Pdyn	-Inf	0.0003	-7.791	0.0058
ENSMUSG00000042216	Sgsm1	-3.2431	0.0003	-3.021	0.0066
ENSMUSG00000103472	Pcdhga7	-8.1558	0.0004	-Inf	0.0007
ENSMUSG00000038260	Trpm4	-Inf	0.0011	-Inf	0.0036
ENSMUSG00000046191	Pcdhb20	-Inf	0.0011	-5.495	0.0441
ENSMUSG00000027601	Mtfr1	-Inf	0.0018	-5.435	0.0485
ENSMUSG00000043456	Zfp536	-6.2548	0.0026	-4.349	0.0466
ENSMUSG00000025395	Prim1	-Inf	0.0037	-Inf	0.0090
ENSMUSG00000036834	Plch1	-5.1482	0.0062	-5.682	0.0222
ENSMUSG00000026404	Ddx59	-Inf	0.0068	-Inf	0.0153
ENSMUSG00000028661	Epha8	-Inf	0.0081	-Inf	0.0161
ENSMUSG00000039007	Cpq	-Inf	0.0081	-Inf	0.0174
ENSMUSG00000038214	Bend3	-Inf	0.0082	-Inf	0.0176
ENSMUSG00000035486	Plk5	-2.2501	0.0089	-2.729	0.0245
ENSMUSG00000033083	Tbc1d4	-6.4808	0.0098	-Inf	0.0021
ENSMUSG00000026198	Abcb6	-3.8647	0.0123	-4.635	0.0257
ENSMUSG00000085623	Gm16041	-Inf	0.0124	-Inf	0.0250
ENSMUSG00000105776	Gm43292	-6.9355	0.0134	-Inf	0.0088
ENSMUSG00000022894	Adamts5	-Inf	0.0137	-Inf	0.0235
ENSMUSG00000029648	Flt1	-Inf	0.0141	-Inf	0.0230
ENSMUSG00000039021	Ttc16	-Inf	0.0145	-Inf	0.0235
ENSMUSG00000024642	Tle4	-4.4459	0.0145	-6.633	0.0027
ENSMUSG00000031239	Itm2a	-Inf	0.0156	-Inf	0.0281
ENSMUSG00000029217	Tec	-Inf	0.0160	-Inf	0.0254
ENSMUSG00000103138	Gm2238	-8.7692	0.0162	-Inf	0.0193
ENSMUSG00000108353	RP24-144C5.1	-Inf	0.0163	-Inf	0.0291

ENSMUSG00000103348	Gm37053	-Inf	0.0164	-Inf	0.0302
ENSMUSG00000027164	Traf6	-3.5579	0.0172	-3.847	0.0232
ENSMUSG00000078815	Cacng6	-Inf	0.0173	-Inf	0.0263
ENSMUSG00000030823	9130019O22Rik	-7.2128	0.0180	-Inf	0.0097
ENSMUSG00000052221	Ppp1r36	-Inf	0.0200	-Inf	0.0340
ENSMUSG00000033740	St18	-Inf	0.0204	-Inf	0.0357
ENSMUSG00000016200	Syt14	-3.5213	0.0214	-7.565	0.0007
ENSMUSG00000038259	Gdf5	-5.4395	0.0214	-Inf	0.0030
ENSMUSG00000072720	Myo18b	-Inf	0.0217	-Inf	0.0333
ENSMUSG00000079553	Kifc1	-Inf	0.0217	-Inf	0.0329
ENSMUSG00000014782	Plekhg4	-Inf	0.0218	-Inf	0.0380
ENSMUSG00000034112	Atp2c2	-Inf	0.0222	-Inf	0.0384
ENSMUSG00000026039	Sgol2a	-Inf	0.0223	-Inf	0.0386
ENSMUSG00000049796	Crh	-Inf	0.0233	-Inf	0.0382
ENSMUSG00000033313	Fbxl8	-Inf	0.0238	-Inf	0.0401
ENSMUSG00000005410	Mcm5	-Inf	0.0239	-Inf	0.0388
ENSMUSG00000049608	Gpr55	-Inf	0.0241	-Inf	0.0389
ENSMUSG00000105936	Gm43544	-Inf	0.0243	-Inf	0.0411
ENSMUSG00000048537	Phldb1	-3.3931	0.0243	-Inf	0.0002
ENSMUSG00000107045	Gm43636	-Inf	0.0250	-Inf	0.0418
ENSMUSG00000016918	Sulf1	-Inf	0.0260	-Inf	0.0367
ENSMUSG00000034898	Filip1	-4.8039	0.0264	-Inf	0.0033
ENSMUSG00000103770	Pcdha9	-Inf	0.0278	-Inf	0.0435
ENSMUSG00000074867	Zfp808	-8.3597	0.0303	-Inf	0.0331
ENSMUSG00000102919	Gm37726	-Inf	0.0312	-Inf	0.0423
ENSMUSG00000061979	Wbscr16	-5.5264	0.0313	-Inf	0.0069
ENSMUSG00000022096	Hr	-5.1416	0.0333	-Inf	0.0033
ENSMUSG00000102854	C130023A14Rik	-6.0177	0.0339	-Inf	0.0109
ENSMUSG00000052273	Dnah3	-Inf	0.0352	-Inf	0.0472
ENSMUSG00000073380	Arrdc5	-Inf	0.0366	-Inf	0.0490
ENSMUSG00000058153	Sez6l	-1.4403	0.0403	-2.583	0.0072
ENSMUSG00000075415	Fnbp1	-1.6991	0.0433	-2.917	0.0108
ENSMUSG00000039116	Adgrg6	-6.6664	0.0445	-Inf	0.0238
ENSMUSG00000105083	Gm42699	-6.7940	0.0447	-Inf	0.0351

ENSMUSG00000018634	Crhr1	-3.2451	0.0459	-4.632	0.0197
ENSMUSG00000044072	Eml6	-2.5166	0.0460	-3.928	0.0176
ENSMUSG000000108522	RP23-385F8.2	-4.9597	0.0460	-Inf	0.0062
ENSMUSG00000046185	Zfp84	-4.6098	0.0478	-Inf	0.0031
ENSMUSG00000032396	Dis3l	-3.5290	0.0480	-6.636	0.0161
ENSMUSG00000044254	Pcsk9	-5.7847	0.0486	-Inf	0.0251
ENSMUSG00000075014	Gm10800	-2.2927	0.0495	-4.359	0.0005

Primers used for mRNA qRT-PCR

**Gene Symbol**	**Ensembl Gene ID**	**Forward primers**	**Reverse primers**
Ccl4	ENSMUSG00000018930	CCACTTCCTGCTGTTTCTCT	TCTGTCTGCCTCTTTTGGTC
Epha4	ENSMUSG00000026235	TTGGGCAGATCGTCAAC	AGTCGCCCCACTGATACTACA
Map2k2	ENSMUSG00000035027	AGCTGCCCAGTGGTGTGTTC	GCTTGATGAAGGCGTGGTTC
Trpc6	ENSMUSG00000031997	ATACAAAGGTCTGGCAAGTC	CAATGTTGGCAAGCACT
Camk2n1	ENSMUSG00000046447	ACGGCGACGAGAAGCTGAG	GCCCCGAAGAAGTTGTTGGT
Nfkbia	ENSMUSG00000021025	GACCTGGTTTTCGCTCTTGT	CTGCTGTATCCGGGTACTTG
Pdpk1	ENSMUSG00000024122	CCCTTGGCACCAGTTTGT	AATGTGGCCCTTCTGTGAGT
Pik3r3	ENSMUSG00000028698	AGAGTGCGGACTGGTGGTC	CTCAGAAACTGTGGCATCCC
Birc2	ENSMUSG00000057367	CCTGTGCTCTAGCCCTCTTA	TCTGGCCTCTTCTGTACTCA
Adarb1	ENSMUSG00000020262	AACGGCTGCTCACCATGTC	GTACAGGCTGCCCAAGATGAT
C1qb	ENSMUSG00000036905	CACCTATCATGCCAGCTCC	ACCTCCTCTTGCTCTAGCTTCA
Epha8	ENSMUSG00000028661	ACCTGATCTCCAGCGTAAATG	CACTGCGTTGTAGGTGATGTC
Lrrn1	ENSMUSG00000034648	TTGTAATGACCTCCGCCTAA	CTTGGCGATGTTATTGCTCT
Pcdhb9	ENSMUSG00000051242	ATGAAGATGAGGACGTGCTTAC	CTGGCCCTTCTGCACAGT
Unc13a	ENSMUSG00000034799	GCGCCCAAGTATAACGAGA	GCGCAAAGCAGTAGTCCTTC
Acaa2	ENSMUSG00000036880	TGTTCAAGAAAGACGGGACAGT	CACGAAGTAGCCACGACTC
Mafb	ENSMUSG00000074622	TGGAGGACCGCTTCTCTGAT	AATGAGCTGCGTCTTCTCGTT
Mtfr1	ENSMUSG00000027601	GAATGGAGTCCCGCACAC	TTCTGCCCTGAGTCTTATTGAG
Cpq	ENSMUSG00000039007	TGCCTCCCAGTATTATGAGCTA	CAGTCCAGTGGGTAAGAAGGTT
Flt1	ENSMUSG00000029648	CGGAAGACAGAAGTTCTCGTTA	GTCTAAGGTCGTAGAGCCACTG
Itm2a	ENSMUSG00000031239	ACCTGGTTGCTGTGGAAGAAAT	GCGTCTAAGGCGGAAGGAT
Tec	ENSMUSG00000029217	CGCCAAGTTCCCTGTGAAGT	TTCTTCTCAAAGGGCATCCTG
St18	ENSMUSG00000033740	GGGCCTATCAATGAGCAGAAT	CCGCCTGCTTGATGCTT

Primers used for ChIP-qPCR

**Gene Symbol**	**Ensembl Gene ID**	**Forward primers**	**Reverse primers**
Epha8	ENSMUSG00000028661	TATAATGCCCGGAAAGAAAGA	TCCTGATTGGCACAACCTT
Flt1	ENSMUSG00000029648	ACTCCGGGGGAGTGGATTA	AGCATGTCTCAATGCTCCC
Itm2a	ENSMUSG00000031239	TCATAATGAATCATATTAGGGTTG	TTTTTAGAGAGGAGGAAATTGTAT
Cpq	ENSMUSG00000039007	CAGGTGCAGAAGATTCAATAGAG	ACCTGGATGTTTTGAGTTAGGAT

Tec	ENSMUSG00000029217	GCAAGCCCATTTCTAAGCATT	ATATCCCTGCCCTGGCTG
St18	ENSMUSG00000033740	TTATTCGGCTTACACTTCCAT	GCTCCTGCTTTCTGACCTG
Mtfr1	ENSMUSG00000027601	GGACAAGTGGGACTGGATTTAT	GTATGAGGCTTAAGGAGTGGTTT
C1qb	ENSMUSG00000036905	GGCCTTCTTCCCTAGACTAT	GGTCCAGAGGCATGAGTT
Mafb	ENSMUSG00000074622	AGACTGCCAGGAGTGTGAGAC	GGTGACTTAGCCTCGTAGCTTT
Acaa2	ENSMUSG00000036880	TTCTGAGACAGTTTAGATTCCC	AATCAATCTTAACAAAAAGCCA

100

101 **Supplementary Table 9. Statistical analyses.**

How the deposited data were processed for this re-analysis (not part of the article)

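RNA-seq libraries of 9 single S1 layer 2/3 glutamatergic neurons were used, 3 in each of the groups named CCI offspring, CCI maternal and sham. The fMRI, behavioral, electrophysiological, protein, real-time PCR and ChIP data were not analysed here.

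The deposited values are FPKM, fragments scaled by gene length and by the mapped fragments of the library, made by the authors with a geometric adjustment across libraries. The authors removed short and low-quality reads with Seqtk, mapped the rest to mm10 with Hisat2 and quantified genes with StringTie 1.3.0. The labels also name CASAVA 1.8.0 and edgeR, without a version for the latter. The file holds 21685 genes, each above 0 in at least 1 neuron. It holds no counts, so no count model was fitted.

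Depth was estimated from the FPKM values. Within a library, values below 1 FPKM times gene length rise in steps of 1 read, and the ratios of these steps between libraries give relative depth. Pairs of libraries were checked against each other and disagreed by at most 0.00133 on the log2 scale. Absolute depth used the longest transcript of each gene in GENCODE, which gave a length for 21531 of the genes. Of 18982 values of at most 5 reads, 38.3% lay within 2% of a whole number, against 8.90% with lengths shuffled among genes. On simulated whole counts, made with the same gene lengths and without the authors' adjustment, the estimate erred by at most 8.19% over 9 libraries. That figure is not the error on the deposited values. The estimate includes the authors' adjustment, and whether it counts reads or read pairs is not known.

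No animal is named for any neuron, so a group was counted as 1 sample and no p-value, standard error or count of changed genes was made. Group means and ratios, values per neuron and the SD of 3 neurons are descriptions. The ratio of a group to sham was log2 of mean FPKM plus a pseudocount of 1, over genes above 0 in at least 2 of the 9 neurons. The 37 gene lists comprise cell type markers, immune groups, channels, receptors, synaptic, peptide, epigenetic, stress and RNA quality groups and the genes the paper names. For a symbol on more than 1 row, the row with the highest mean was used. A list's median ratio was placed among 10000 random lists of the same size, matched in 20 bins of mean FPKM. Lists shifted by 0.5, 1 and 2 on simulated data were recovered at 0.58, 0.88 and 1.91, and 3 of 40 unchanged lists fell outside the central range from the 2.5 to the 97.5 percentile.

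Both comparisons use the same sham neurons. The correlation between them was set beside 100 simulations that dealt each gene's 9 values at random to the groups. This replaced the draw planned before the data were examined, normal values with each gene's spread within groups, because on simulated data with no effect the planned draw missed the covariance by 0.121 and the dealing by 0.0132. The planned draw gave an r of 0.499 and a covariance of 0.558 here. Dealing keeps any true effects in the values, so its covariance tends to be high. It also deals each gene on its own, so its ranges leave out variation that the genes of a neuron share.

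Genes were named by a rule written before the data were examined: every gene named in the paper's results on these neurons, the 10 highest and 10 lowest ratios in each comparison among genes with a group mean of at least 10 FPKM and no overlap between neurons, and for each list the 2 members with the highest mean and the 2 with the largest ratio. The values in the paper's supplementary tables had been seen by then. Genes of those tables were matched by Ensembl ID after an extra 0 was removed from 28 IDs of Supplementary Table 2, 178 of Supplementary Table 5 and 1 of Supplementary Table 7.

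Alternatives fixed beforehand were detection at 0.1 or 1 FPKM or in more neurons of a group, a pseudocount of 0.1, a mean of at least 1 FPKM, group medians or means of logarithms, rescaling each neuron to the same sum or by its median ratio, leaving out the genes of the paper's tables, and leaving out each neuron in turn. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.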

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

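The comparison of read depth with the number of genes detected, the values of other cell types' lists neuron by neuron, the share of lower genes by the mean over 6 neurons and the count of interneuron markers outside the paper's tables were chosen after the result was seen. The gene groups here lie outside the genes the paper discusses as groups, and their median log2 ratio to sham lay at or above percentile 97.6 of matched random lists.

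Microglial markers had a median log2 ratio of 1.58 in CCI offspring and 2.19 in CCI maternal neurons, with the abundant C1qb and C1qa at 1282 and 941 FPKM in CCI maternal neuron 1, and at 158 and 103 in neuron 3, as low as in sham neurons. RNA of all neighboring cell types taken up alike was not excluded as the whole cause. In 2 neurons astrocyte and oligodendrocyte markers did not rise above the sham neurons. Of 5 lists of other types, 1, astrocytes, had a median above 0.2 in both comparisons, few enough by the rule set beforehand. That count decides little, since the precursor, endothelial and mural lists lie near 0. With only genes of a mean of at least 1 FPKM, the precursor list was at 0.89 and 0.67. Of the 2 lists that do not lie near 0, astrocyte and oligodendrocyte markers had medians of log2(FPKM + 1) of 2.81 and 0 in CCI offspring neuron 1 and 2.11 and 0 in CCI maternal neuron 2. None lay above the highest sham neuron, while microglial markers had 5.43 and 5.96 in these 2 neurons. The astrocyte medians of the sham neurons ran from 0.06 to 3.62, so that list decides little. The oligodendrocyte medians of the sham neurons were 1.50, 0.25 and 0.45 over 9 genes. The average of that list, 1.28, rests in part on 4.92 in CCI maternal neuron 1. Its summed FPKM was 58.9 in CCI offspring neuron 1 and 40.0 in CCI maternal neuron 2, against 20.4 to 77.7 in the sham neurons. A list this low in sham neurons cannot decide between the explanations in these 2 neurons. In CCI offspring neurons 2 and 3 and CCI maternal neuron 1, 3 of the 5 neurons with raised microglial markers, uptake alike cannot be told apart from RNA of microglia alone, since both lists also lay above every sham neuron. RNA of microglia taken up with the neurons may contribute: the 19 list members outside the paper's tables had medians of 1.16 in CCI offspring (0.66 to 1.52 with a neuron of the group left out) and 1.90 in CCI maternal neurons (1.30 to 2.40), while the study picked the other 14 on these libraries, and the complement list holds 4 and the cytokine list 2 of its genes. Aspiration of a fluorescent soma has no sorting gate against attached microglia. The paper reports PCR of C1qb and Mafb that upheld their change in neurons sorted by FACS (Fig. 6H, I). It also reports more MeCP2 at both promoters in CCI maternal mice (Fig. 6K). Among the 9 neurons Mafb was highest in CCI maternal neuron 3, where microglial markers were not raised. The cells were fixed and sorted by an antibody against glutamate, not by the CaMKII label. How far that gate removed microglia was not examined here. A change in the neurons themselves, or in the microglia of CCI mice, stays open and was not tested here.

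Interneuron markers had a median log2 ratio of 1.11 in CCI maternal neurons, or 0.26 without the genes of the paper's tables, with Gad1 at 84.7, Sst at 344 and Npy at 221 FPKM in neuron 3, and Npy at 204 in neuron 1, whose sum over the list was 275 FPKM against 862 in neuron 3. RNA of a GABAergic interneuron taken up with neuron 3 cannot be told apart from a neuron of mixed type: 8 of the 13 measured markers were highest there among the 9 neurons, but that count repeats the pattern, and it was 4 of the 9 markers outside the paper's tables. The neuron also held Slc17a7, the vesicular glutamate transporter of excitatory cells, at 51.7 FPKM, and selection by the CaMKII label would exclude a pure interneuron. Of the 13 markers, 4 are in the paper's maternal list. A change of these markers with CCI stays open and untested.

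The paper's lists hold more lower than higher genes, 64.6% of those matched in CCI offspring and 74.6% in CCI maternal neurons. Fewer reads in the CCI libraries are argued against, since 4 CCI libraries had more reads but listed fewer genes than the sham library with the fewest reads. That library, sham neuron 1, listed the most genes of all, and sham neurons 2 and 3 also listed fewer at more reads. The same 4 libraries, with 10558 to 12725 genes, also had more reads and fewer genes than sham neuron 2, with 13862 genes at 2850000 reads. Fewer distinct transcripts captured per CCI neuron cannot be told apart from lower expression. Among listed genes with a mean of 10 FPKM or more over the 9 neurons, at most 52.9% were lower, but that mean places genes lost in both CCI groups low by construction, and by the mean over the 6 neurons compared 52.5% were lower in CCI offspring and 50.4% in CCI maternal neurons, against 67.6% and 81.5% below 10 FPKM, so the higher share lies between the bounds of 50 and 60% set for the test either way. A true loss of weakly expressed transcripts under CCI stays open.

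In CCI maternal neurons, astrocyte markers had a median log2 ratio of 1.38, or 0.02 without neuron 1. Oligodendrocyte markers had a median of 1.14 there, or -0.85 without neuron 1. Genes encoded by mitochondrial DNA had a median of 0.85 in the same neurons, or -0.081 without neuron 1. Ribosomal protein genes had medians of 0.90 in CCI offspring and 0.84 in CCI maternal neurons. Nuclear genes of the respiratory chain had medians of 0.62 and 0.66, or 0.40 and 0.41 with every neuron rescaled to the same sum.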

How the results depend on the processing

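Every alternative here was set before the data were examined. Counting a gene only when above 0 in all 3 neurons of a group lowered the genes in all groups from 12911 to 5986 and those in any group from 21685 to 11436, by construction. The correlation of the 2 comparisons across genes ranged from 0.418 to 0.596 with 1 neuron left out, and the cause was not tested: it was 0.431 without CCI offspring neuron 1, 0.418 without CCI maternal neuron 1, 0.596 without sham neuron 2 and 0.579 without sham neuron 3. The microglia list stayed above 0 under all alternatives, from 1.11 to 2.13 in CCI offspring and from 1.55 to 2.70 in CCI maternal neurons with 1 neuron left out, 1.98 and 2.40 with a pseudocount of 0.1, and 1.58 and 1.36 with means of logarithms. Of 882 values of the gene lists, 792 stayed within the spread between neurons, 83 moved further, and 7 changed sign in lists whose median lay outside the central range of matched lists. That spread can exceed the ratio itself, at 2.54 beside 2.19 for the microglia list in CCI maternal neurons. Staying within it is therefore a weak check. In CCI maternal neurons, with 1 neuron left out, the interneuron list (gabaergic_neuron) ranged from -0.22 to 1.62, the oligodendrocyte list from -0.85 to 1.63 and mitochondrial_encoded genes from -0.08 to 1.78. The values below 0 were -0.22 without neuron 3, and -0.85 and -0.081 without neuron 1. The neuropeptide list in CCI offspring, -0.33, was 0.05 without CCI offspring neuron 1, 0.12 and 0.47 without sham neurons 1 and 3 (range -0.24 to 0.47), and 0.22 without the genes of the paper's tables. In each case the cause was not tested. By the same weak check, of 3546 values of named genes, 3286 stayed within the spread and 260 moved further. The listed direction held for all 512 CCI offspring and 570 CCI maternal genes of the paper's lists under both scalings and with means of logarithms, and for 498 and 561 with group medians. The median rho within groups less that between groups ran from -0.0420 to 0.0145 with 1 neuron left out. The SD of 0.0567 among pairs within groups describes their spread and is not the error of that difference. No paired analysis was possible because the numbers only label neurons and no result rests on a test. Depth limits genes near 0, since up to 16.1% of a neuron's detected genes rest on fewer than 2.5 reads.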

Differences from the paper's values

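Of 24 values of the paper that were also computed here, none differed. The log2 ratios of genes the paper names, 20 of them, were taken without a pseudocount and judged by the spread between neurons. They repeat the paper's measure on the same FPKM, so their match was fixed in advance. Counts of detected genes and list percentages were judged by their ratio to the paper's value instead. With the pseudocount of 1 used for gene lists and named genes here, genes near 0 in a group have smaller ratios, such as 3.04 for Pcdhb9, 3.27 for Lrrn1 and 3.46 for Mafb in CCI offspring and -2.48 for Mtfr1 in CCI maternal neurons, against the paper's 7.62, 5.06, 5.74 and -5.43. With a pseudocount of 0.1, Pcdhb9 at 5.78, Mtfr1 at -4.60 and Mafb in CCI maternal neurons at 6.203 (the paper's 6.71) still lay beyond the spread. The counts of detected genes matched when a gene counted as detected above 0 in at least 1 neuron of a group, since the paper states no cutoff. In Supplementary Table 6, the maternal column is headed as a fold change, but all 22 of its finite values lie within 0.0006 of the log2 values of Supplementary Table 4, as its rounding to 3 decimals allows. The paper's counts of differentially expressed genes come from edgeR, without the replicates named, and no such count was made here.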

Other observations

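Immediate early genes, which follow neuronal activity, lay low in CCI maternal neurons 2 and 3 but not in neuron 1. The median of log2(FPKM + 1) over the list was 7.39, 5.81 and 6.31 in CCI maternal neurons 1 to 3. In the sham neurons it was 6.73, 7.29 and 6.70. A difference between the CCI groups was not tested. The somata came from brain slices that had been cut and rested, so these values need not reflect activity in the living animal. Of 17 immediate early genes, 14 lay above sham in CCI offspring (median log2 ratio 0.38, percentile 69.0 of matched lists, or -0.00157 without CCI offspring neuron 3) and 14 lay below it in CCI maternal neurons (-0.58, percentile 0.230, or -1.01 without neuron 1 and -0.38 without neuron 2). Junb, a subunit of the AP-1 transcription factor, was at 1192, 795 and 1218 FPKM in the CCI offspring neurons, 721, 358 and 234 in the CCI maternal neurons and 508, 631 and 295 in the sham neurons. Nr4a2, a nuclear receptor, was at 9.85, 21.9 and 7.80 FPKM in CCI offspring, 2.29, 0.378 and 0 in CCI maternal and 18.5, 17.9 and 13.5 in sham neurons. Stress response genes had medians of 0.37 in CCI offspring, at percentile 73.0 and -0.20 without CCI offspring neuron 1, and -0.08 in CCI maternal neurons (-0.27 to 0.18 with 1 neuron left out), with Hspa8, a chaperone, averaging 231 ± 82.3, 174 ± 43.1 and 121 ± 31.0 FPKM in CCI offspring, CCI maternal and sham neurons (mean ± SD, n = 3 neurons). Genes of vesicle release had medians of 0.15 in CCI offspring, -0.05 with every neuron rescaled to the same sum and -0.13 without sham neuron 1, and -0.42 in CCI maternal neurons. The latter was -0.18 without sham neuron 3, -0.27 without CCI maternal neuron 1 and -0.68 without CCI maternal neuron 3. Sv2a, a vesicle protein, was at 17.4, 28.8 and 2.35 FPKM in the CCI maternal and 58.7, 40.4 and 29.0 in the sham neurons.

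Genes of the cell cycle and DNA replication had a median of -1.76 in both comparisons, equal because the middle genes of the list, Kifc1 and Rrm2, were listed at 0 in every CCI neuron. The size depends on the pseudocount and on sham neuron 1: with a pseudocount of 0.1 the medians were -4.37 in CCI offspring and -2.75 in CCI maternal neurons, and without sham neuron 1 the latter was -0.87. Among the genes, Prim1, a DNA primase subunit, was listed at 0 in every CCI neuron and was at 7.09, 3.55 and 3.78 FPKM in the sham neurons. Of the 14 measured, 6 are in the paper's tables, and the medians without them were -0.52 in CCI offspring and -0.72 in CCI maternal neurons. Neuropeptide genes had medians of -0.33 in CCI offspring, where the sign changed with single neurons left out, and -0.62 in CCI maternal neurons (-1.35 without neuron 2, -1.79 without neuron 3 and -0.22 without the genes of the paper's tables), where Scg2, a secretogranin, was at 34.6, 73.4 and 24.3 FPKM against 143, 99.0 and 213 in the sham neurons. Genes of the stress hormone axis had medians of -0.13 (-0.33 to 0.14 with 1 neuron left out) and -0.16 (-0.54 to 0.14). Crhr1, the receptor of corticotropin-releasing hormone, was at 0, 6.49 and 3.62 FPKM in CCI offspring, 0, 3.20 and 0.660 in CCI maternal and 69.5, 8.26 and 18.0 in sham neurons. Clustered protocadherins, which give neurons surface identity, had medians of -0.19 (-0.44 to 0.00 with 1 neuron left out) and -0.38 (-1.01 without CCI maternal neuron 2, -0.80 without neuron 3 and -0.065 without sham neuron 2), and Pcdhga7 was at 6.96, 8.93 and 4.60 FPKM in the sham neurons and at or near 0 in the CCI neurons.

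Genes of DNA methylation and its readers had medians of -0.40 in CCI offspring (-0.76 without neuron 2) and -0.27 in CCI maternal neurons (-0.11 without sham neuron 1 and -0.52 without sham neuron 3). Mecp2 mRNA was at 1.29, 1.49 and 0.479 FPKM in the CCI offspring neurons, 0.664, 0.0933 and 4.405 in the CCI maternal neurons and 2.26, 3.35 and 1.12 in the sham neurons, with log2 ratios of -0.64 (-0.87 to -0.37 with 1 neuron left out) and -0.25. The latter was -1.23 without CCI maternal neuron 3, 0.12 without neuron 2, 0.003 without neuron 1, 0.017 without sham neuron 2 and -0.48 without sham neuron 3, so its direction rests on single neurons. The paper reports MeCP2 protein, which was not analysed here, and mRNA of 3 neurons per group says little about it. Dnmt3a, a DNA methyltransferase, averaged 5.16 ± 4.20, 2.14 ± 0.406 and 9.47 ± 5.34 FPKM in CCI offspring, CCI maternal and sham neurons. Xist, transcribed from the inactive X chromosome, was above 0 in all 9 neurons, with log2 ratios of -1.11 in CCI offspring and 0.19 in CCI maternal neurons. The latter was -0.48 without CCI maternal neuron 3, 0.69 without neuron 1 and -0.33 with means of logarithms, so its direction rests on single neurons.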
